# Genome-wide maps of nucleolus interactions reveal distinct layers of repressive chromatin domains

**DOI:** 10.1038/s41467-022-29146-2

**Published:** 2022-03-18

**Authors:** Cristiana Bersaglieri, Jelena Kresoja-Rakic, Shivani Gupta, Dominik Bär, Rostyslav Kuzyakiv, Martina Panatta, Raffaella Santoro

**Keywords:** Chromatin structure, Nucleolus

## Abstract

Eukaryotic chromosomes are folded into hierarchical domains, forming functional compartments. Nuclear periphery and nucleolus are two nuclear landmarks contributing to repressive chromosome architecture. However, while the role of nuclear lamina (NL) in genome organization has been well documented, the function of the nucleolus remains under-investigated due to the lack of methods for the identification of nucleolar associated domains (NADs). Here we have established DamID- and HiC-based methodologies to generate accurate genome-wide maps of NADs in embryonic stem cells (ESCs) and neural progenitor cells (NPCs), revealing layers of genome compartmentalization with distinct, repressive chromatin states based on the interaction with the nucleolus, NL, or both. NADs show higher H3K9me2 and lower H3K27me3 content than regions exclusively interacting with NL. Upon ESC differentiation into NPCs, chromosomes around the nucleolus acquire a more compact, rigid architecture with neural genes moving away from nucleoli and becoming unlocked for later activation. Further, histone modifications and the interaction strength within A and B compartments of NADs and LADs in ESCs set the choice to associate with NL or nucleoli upon dissociation from their respective compartments during differentiation. The methodologies here developed will make possible to include the nucleolar contribution in nuclear space and genome function in diverse biological systems.

## Abstract (web summary)

Mapping nucleolar-associated domains (NADs) is challenging as the nucleolus is membrane-less. Here the authors adapted the DNA adenine methyltransferase identification (DamID) method by engineering a “nucleolar histone” that can mark genomic contacts with the nucleolus through DNA methylation (m6A) and characterized NADs in mouse embryonic stem cells (ESCs) and derived neural progenitors (NPCs).

## Introduction

In the nucleus of eukaryotic cells, chromosomes are arranged in a complex three-dimensional (3D) architecture that is thought to be important to ensure the correct execution of gene expression programs^1–5^. For example, it has been observed that the genome segregates into two large compartments, named A-type and B-type, that correspond to domains highly enriched for open and active chromatin and for closed and repressed chromatin, respectively^6^. One important aspect of spatial genome organization is also the local nuclear environment. Subnuclear compartments can serve as scaffold for chromatin tethering and allow the concentration of factors, thereby facilitating functions that rely on proteins found in limiting concentrations^7^. Genomic interactions with the nuclear lamina (NL), which lies on the inner surface of the inner nuclear membrane, are mainly characterized by features typical of heterochromatin^8^. Lamina associated domains (LADs) contain genes in transcriptionally silent state or with low expression levels, have a low overall gene density, correspond to late-replicating DNA, and are typically enriched for repressive histone marks^9–11^. Another compartment suggested to serve as a scaffold for the location of repressive chromatin is the nucleolus, a membraneless sub-nuclear compartment that is the site of ribosome biogenesis^12^ and is made up of distinct, coexisting liquid phases^13^. It has been suggested that the nucleolus and the NL might serve as interchangeable scaffolds for the localization of repressive domains^14,15^. However, the understanding of this genomic dynamics in the nuclear space remains still elusive. While the role of NL in genome organization has been well documented due to the identification and characterization of LADs in many cell types^8^, the function of the nucleolus has remained under-investigated. One of the major reasons is that the identification of nucleolar associated domains (NADs) remains still a technical challenge. Previous attempts were based on the biochemical purification of nucleoli, a method that relies on sonication of nuclei, adjusting the power so that nucleoli remain intact while the rest of the nuclei are fragmented^16–18^. Using this methodology, first insights were provided into the composition of NADs, which appear to mainly consist of inactive regions^19–21^. However, this method presents several technical limitations. First, since the heterochromatin is generally resistant to sonication^22^, the identification of NADs upon sequencing of nucleoli purified through sonication can be biased toward repressive chromatin domains. Secondly, the experimental procedures to isolate nucleoli can be subjected to a certain variation, generating highly divergent NAD maps, even from the same cell types^23,24^ (Supplementary Fig. 1). Third, it is difficult to achieve the purification of nucleoli in cells with open genome, such as embryonic stem cells (ESCs), unless protein-DNA crosslinking reagents are used, with a consequent extension of the sonication time. Consequently, while data of LADs have been frequently used in studies aimed to analyze genome organization in the cell’s nucleus, genomic contacts with the nucleolus have so far been excluded from these analyses. However, to fully understand the relationship between 3D genome organization and function, it is necessary to integrate also information on the organization of chromosomes around the nucleolus. This calls for the establishment of methods for accurate genome-wide mapping of NADs that should be based on experimental procedures alternative to the highly variable biochemical isolation of nucleoli.

In this study, we establish Nucleolar-DamID and HiC-rDNA methods that provide accurate genome-wide maps of NADs. The data reveal layers of genome compartmentalization by showing distinct, repressive transcriptional and chromatin states based on the interaction with the nucleolus, NL, or both. NADs correspond to regions of the genome with a repressive state that are enriched in H3K9me2 and depleted in H3K27me3 relative to sequences only contacting the NL. Moreover, we find that the chromosome organization around the nucleolus changes according to the developmental stage. Upon differentiation of ESCs into neural progenitor cells (NPCs), the architecture of all chromosomes surrounding the nucleolus becomes more rigid and compact, increasing the interaction frequency with centromere-proximal regions. Our analysis also uncovers histone modifications and the interaction strength within A and B compartment of NADs and LADs in ESCs set the choice to associate with the nucleolus or NL upon detachment from their respective compartments during differentiation. Although still transcriptionally inactive, genes moving away from the nucleolus in NPCs are implicated in neuron development, indicating that the detachment from the repressive nucleolar compartment marks the first step toward activation in later stages of differentiation. The results reveal the role of the nucleolus as a repressive compartment that is implicated in the control of gene expression program during lineage commitment. Finally, the methodologies developed here for the identification of NADs at the genome-wide level will now make possible to include the contribution of the nucleolus in future studies investigating the relationship between nuclear space and genome function.

## Results

### Establishment of Nucleolar-DamID

We thought to map NADs by establishing an alternative experimental procedure that is not based on biochemical isolation of nucleoli. We reasoned to adapt the DNA adenine methyltransferase identification (DamID) method, which was successfully used to identify LADs in many cell types^25^. In this application, Lamin B1 was fused to Dam from *Escherichia coli*. When Lamin B1-Dam is expressed in cells, DNA in molecular contact with the NL is methylated at the N6 position of adenine (m6A) within GATC sequences and can be mapped. However, since the nucleolus is a membrane-free compartment, the application of DamID for the identification of NADs (Nucleolar-DamID) requires further adaptations. A first criterion was to fuse Dam with proteins that are mainly localized within nucleolus and interact with DNA independently of the sequence content. We reasoned to exclude nucleolar proteins implicated in ribosome biogenesis (nucleolin, fibrillarin, UBF, etc.) since their use might influence the readout of Nucleolar-DamID, such as adenine methylation of sequences only within the rRNA genes, thereby excluding the detection of other genomic domains located within nucleoli. Therefore, we thought to engineer a nucleolar histone, which can bind DNA sequences without motif specificity and has the ability to localize exclusively within nucleoli (Fig. 1a). To assess this possibility, we inserted a nucleolar localization signal (NoLS, RKKRKKK)^26,27^ at the C-terminus of the histone H2B (H2B-NoLS). Live cell imaging of NIH3T3 cells transfected with a plasmid expressing GFP-tagged H2B-NoLS revealed a prominent and preferential localization in nucleoli when compared to the homogeneous nuclear distribution of H2B-GFP (Fig. 1b). We obtained similar results with immunofluorescence analyses showing that GFP-tagged H2B-NoLS colocalizes with the nucleolar protein NPM1 (Fig. 1c). Chromatin fractionation analyses showed that H2B-GFP-NoLS associates with chromatin similarly to H2B-GFP (Fig. 1d). Next, we tested whether the nucleolar localization of H2B-NoLS depends on the integrity of the nucleolus by inhibiting rRNA synthesis with Actinomycin D (ActD), a potent inhibitor of rRNA gene transcription. Downregulation of rRNA synthesis is known to induce a spatial reorganization of the nucleolar structure with the migration of its components, including rRNA genes, to the nucleolar periphery, forming the so-called nucleolar caps^28^. The nucleolar caps are also bound by fibrillarin and the nucleolar transcription terminator factor I (TTF1). Treatment of NIH3T3 cells with ActD for 24 h after transfection of plasmids expressing GFP-tagged proteins did not affect the localization of H2B-GFP whereas, as expected, Fibrillarin and ectopically expressed GFP-TTF1, which both associate with rRNA genes^29^, segregated into nucleolar caps (Fig. 1e). In contrast, upon ActD treatment, H2B-GFP-NoLS signal localized outside the nucleolus. These results indicated that the nucleolar localization of H2B-NoLS depends on nucleolus integrity. Furthermore, the data suggest that genomic regions that incorporated H2B-NoLS in the nucleolus redistributed outside of it upon nucleolar segregation.

**Fig. 1:**
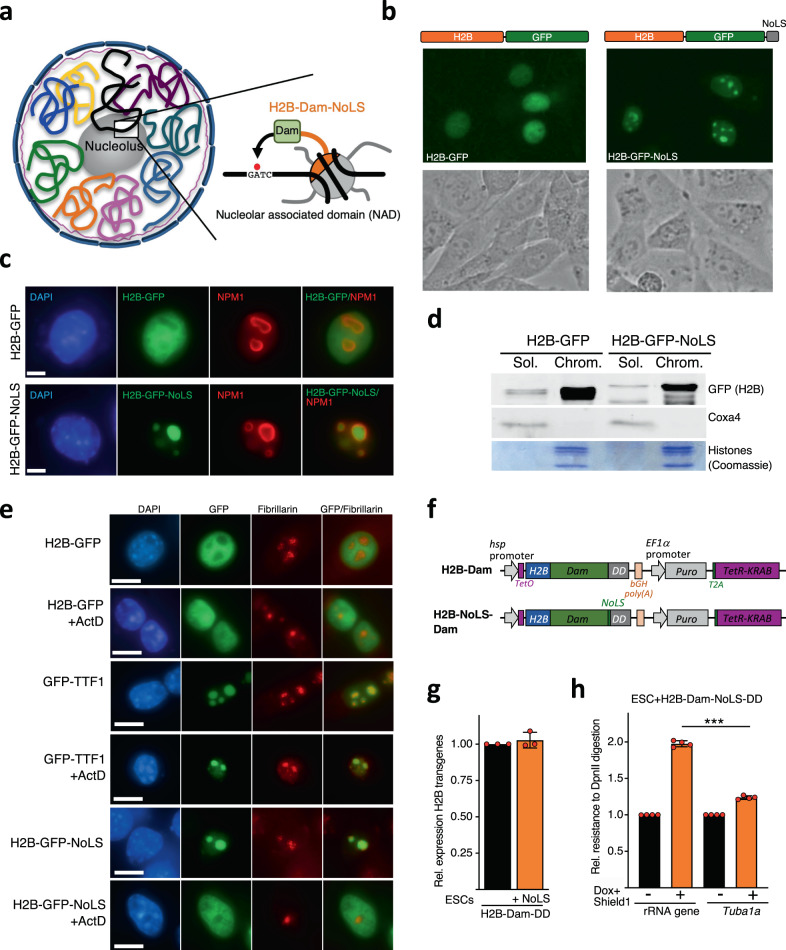
Establishment of Nucleolar-DamID. **a** Scheme representing the strategy for the establishment of Nucleolar-DamID. **b** Live cell imaging of NIH3T3 cells 24 h post-transfection with plasmids expressing H2B-GFP and H2B-GFP-NoLS under the minimal CMV promoter. Phase contrast images serve to visualize the nucleoli. **c** Representative immunofluorescence images of NIH3T3 cells transfected with plasmids expressing H2B-GFP and H2B-NoLS-GFP. Nucleoli can be visualized with the nucleolar protein NPM1. Scale bars represent 5 μm. **d** Chromatin-bound (Chrom.) and soluble (Sol.) fractions of equivalent number of NIH3T3 cells transfected with H2B-GFP and H2B-GFP-NoLS were analyzed by western blot using anti-GFP antibodies. Coxa4 and histones are shown as loading and fractionation control. **e** Representative immunofluorescence images of NIH3T3 cells transfected with plasmids expressing H2B-GFP, TTF1-GFP, and H2B-NoLS-GFP and treated for 24 h with or without ActD (50 ng/ml). ActD was added to cells 24 h post-transfection. The nucleolar protein Fibrillarin serve to visualize nucleoli in untreated cells and nucleolar caps in ActD-treated cells. Large nucleoli can be visualized by the low DAPI intensity. Scale bars represent 5 μm. **f** Scheme representing the constructs used for double inducible expression of Dam-fused H2B and nucleolar H2B (H2B-NoLS) proteins. **g** qRT-PCR showing similar expression levels of H2B-Dam and H2B-NoLS-Dam in ESCs. Mean values from data from three biologically independent experiments. Error bars represent s.d. **h** m6A levels at rRNA genes and *Tuba1a* in ESCs with and without 15 h treatment with 100 ng Doxycycline (Dox) and 1 μM Shield1. m6A levels were measured by digestion of genomic DNA with DpnII, which is blocked by m6A, followed by quantitative amplification with primers encompassing the Dam GATC element. Normalization was achieved through measurements with primers encompassing sequences lacking GATC. Mean values from data of four biologically independent experiments. Error bars represent s.d. Statistical significance (*P*-values) for the experiments was calculated using the paired two-tailed *t* test (*** <0.001). Source data are provided as a Source Data file.

To assess the efficacy of the H2B-NoLS in DamID application, we established mouse ESC lines with heterozygotic integration into the *Rosa26* locus of a transgene that allows inducible expression of H2B-Dam or H2B-Dam-NoLS chimeric proteins (Fig. 1f, Supplementary Fig. 2a). In order to not saturate Dam sites, the expression of Dam-fused proteins was kept low by placing transgene transcription under the control of the minimal *hsp* promoter that was further modulated using a double inducible system for the control of transcription and protein stability. We used the TetR-KRAB repressor system by inserting two Tet operator (*TetO*) sequences downstream the minimal *hsp* promoter and an *EF1α* promoter*-Puro-T2A-TetR-Krab* cassette downstream the *Dam* transgenes. Furthermore, we placed at the C-terminus of both transgenes a destabilization domain (DD) that causes proteins to be rapidly targeted for proteasomal degradation unless the protein is shielded by the synthetic small molecule Shield1^30^. The lack of leakiness of this inducible system was confirmed by the transfection of HEK 293T cells with plasmids containing the sequences *hsp-TetO-GFP-Dam-DD-EF1a-puro-T2A-TetR-KRAB* (Supplementary Fig. 2b). Expression of H2B-Dam-DD and H2B-Dam-NoLS-DD transgenes in the corresponding ESC lines were induced for 15 h of treatment with doxycycline (Dox) and Shield1. The low expression of both transgenes did not allow measurements of protein levels by western blot but only quantifications by qRT-PCR, which showed that H2B-Dam-DD and H2B-Dam-NoLS-DD were expressed at similar levels (Fig. 1g). The expression of the Dam-fused histones constructs did not affect ESC morphology and 45S pre-rRNA and pluripotency gene expression levels (Supplementary Fig. 2c,d), indicating that both rRNA gene transcription and pluripotency states are not perturbed. To test the specificity of H2B-Dam-NoLS in depositing m6A at nucleolar sequences, we measured GATC methylation levels at rRNA genes, which are located in nucleoli, and *Tuba1a*, which we did not expect to be located in nucleoli (Fig. 1h). We found significantly higher m6A levels at rRNA genes compared to *Tuba1a*, indicating that the nucleolar H2B histone was preferentially incorporated in rRNA genes, the known genetic component of the nucleolus.

### Nucleolar-DamID identifies NADs

The identification of LADs by DamID has been obtained by measuring the m6A ratio of Lamin B1-Dam over a freely diffusible Dam fused to GFP (GFP-Dam)^9^. However, in the Nucleolar-DamID, we opted to use as control the measurement of m6A levels in ESCs expressing H2B-Dam. This strategy was based on the fact that compared to GFP-Dam, which has also been reported to have some preference for open chromatin^31^, the two Dam-fused histones should only differ in their nuclear localization. Furthermore, the use of H2B-Dam as control will also serve to compensate for the eventual incorporation of nucleolar histones in genomic regions outside the nucleolus.

We combined two independent Nucleolar-DamID experiments, which were highly correlated (Pearson correlation 0.89) (Supplementary Fig. 3a). We used a previously established DamIDseq pipeline^32^ and constructed genome-wide maps of NADs in ESCs by taking the resulting H2B-Dam-NoLS over H2B-Dam m6A ratio as a measure for the relative contact frequency of DNA sequences with the nucleolus (FDR < 0.01) (Fig. 2a, Supplementary Fig. 3b, Supplementary Data 1). 

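In Nucleolar-DamID, the bacterial methyltransferase Dam, which methylates adenine within GATC, was fused to histone H2B with a nucleolar localization signal (H2B-Dam-NoLS), and the same fusion without the signal (H2B-Dam) served as control. The ESC data came from 2 independent experiments, each with 1 H2B-Dam-NoLS and 1 H2B-Dam sample, in which the transgenes were induced for 15 h with 100 ng/ml doxycycline and 1 µM Shield1. The authors aligned the reads to mm10 (GRCm38) with Bowtie2, computed the log2 ratio of H2B-Dam-NoLS over H2B-Dam with the damidseq pipeline and called domains with find_peaks. Only domains common to both experiments were kept, and the deposited list gives the position of each NAD with 1 score for both experiments. The paper's text does not name how the scores of the experiments were joined. The list gives no reads, and the Reporting Summary gives the depth as between 30 and 50 reads, without a readable unit. No value of a NAD below carries a replicate error. It held 1769 NADs on chromosomes 1 to 19 and X, with a total length of 792 Mb, or 30.1% of the 2634 Mb of these 20 chromosomes. The scores, which are the authors' own, lay between 0.00119 and 0.184 with a median of 0.0256 (quartiles 0.0206 and 0.0385), and were used only to describe, rank and filter NADs within the list. Lengths, coverage and overlaps were computed from the positions on GRCm38. NADs with a score at or above the median covered 13.7% of the chromosomes, which was the alternative that moved the coverage most.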

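The NADs of ESCs were between 71.2 kb and 6.20 Mb long, with a median of 298 kb (95% interval of the median, from order statistics over the 1769 NADs, 201 to 299 kb) and quartiles of 100.2 kb and 599 kb. The authors ran the pipeline at a resolution of 100 kb, so that lengths come in steps of about this size. The interval of the median spans about a single step, and finer differences in length cannot be read from the list. The longest NAD spanned 19799709 to 26000945 on chromosome 2 of GRCm38 and overlapped 95 protein-coding genes, among them Etl4, Arhgap21, Enkur and Thnsl1. Its score was 0.0871, rank 49 of the list. The highest score of ESCs, 0.184, belonged to a NAD without protein-coding genes from 39799879 to 39900268 on chromosome 17, followed by 0.180 for a NAD at Trip12 from 84699640 to 84800701 on chromosome 1.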

We found that nucleolar H2B contacts in ESCs display broad domains ranging between 70 kb and 6.2 Mb (Supplementary Fig. 3c). These contacts (from here on termed as NADs) were distributed all over the chromosomes with some preferences for chromosomes containing rRNA genes (Fig. 2b, c, Supplementary Fig. 3b). 

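Chromosomes 12, 16, 18 and 19, which contain rRNA genes, were covered by NADs over 37.0%, 27.2%, 42.7% and 36.3% of their length, a mean of 35.8% ± 6.38 (SD, n = 4 chromosomes). The mean of the other autosomes was 30.7% ± 5.34 (SD, n = 15). The difference of 5.13 percentage points was within the spread between chromosomes (two-sided exact permutation test over the 19 autosomes, p = 0.123). It was smallest with the NADs at or above the median score, at 0.166 points (p = 0.940 from the same exact permutation test). Chromosome 18 had the highest coverage of all chromosomes, whereas chromosome 16 lay below the mean of the autosomes without rRNA genes. Every chromosome held NADs, from 46 on chromosome 19 to 147 on chromosome 1.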

The X chromosome, which is active in the male ESCs used in this study, showed the lowest enrichment in NADs. 

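On the X chromosome, 63 NADs with a total of 13.9 Mb covered 8.12% of the length, against 19.5% to 42.7% on the autosomes, of which chromosome 8 had the lowest coverage. Its longest NAD had 0.801 Mb and its median NAD length was 102 kb. The median score of its NADs, 0.0262, lay within the range of all chromosomes, 0.0221 to 0.0332.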

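NAD coverage was compared between the fifth of each chromosome nearest the centromere and the rest of the same chromosome, counted from the first base of the GRCm38 sequence. In ESCs the means over the 20 chromosomes were 30.7% ± 13.2 (SD) near the centromere and 30.5% ± 7.76 (SD) in the rest, a difference of 0.170 percentage points (two-sided permutation test with the sign of each chromosome's difference swapped, p = 0.951). Coverage near the centromere was higher on 12 of 20 chromosomes. Chromosome 4 had the largest excess, with 57.2% near the centromere against 28.3% in the rest, and chromosome 19 the largest deficit, with 19.4% against 40.5%. Each chromosome of the reference opens with a run of 3 to 3.10 Mb of undetermined bases, in which no NAD can be called. With this run left out, an alternative chosen after seeing the data, the difference was 5.27 percentage points (p = 0.0752 from the same permutation test) and coverage near the centromere was higher on 13 of 20 chromosomes. The alternative that moved the value most was the 10 Mb nearest the centromere, with a difference of -8.39 points (permutation test, p = 0.00483), a deficit that the undetermined bases build in. With these left out of the 10 Mb, also chosen after seeing the data, the difference was 1.56 points (permutation test, p = 0.686).

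**Figure D1:**
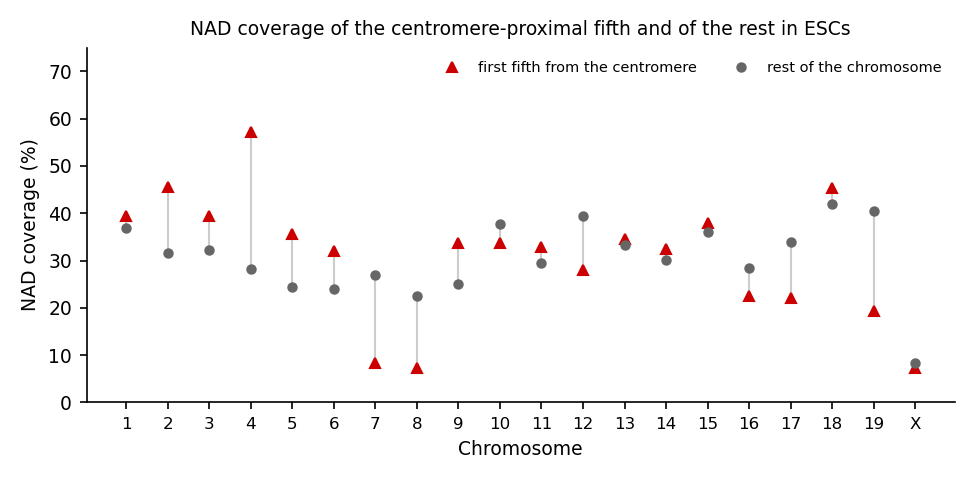
NAD coverage in ESCs (y axis, percent of bases) for each chromosome (x axis). Triangles show the fifth of the chromosome nearest the centromere and circles the rest of the same chromosome. The triangle lies above the circle on 12 of 20 chromosomes, and the means are 30.7% and 30.5%.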

Consistent with the well-known co-localization of centromeres in the vicinity of the nucleolus^33^, we found that NADs are enriched in the centromere-proximal regions of the large majority of chromosomes, which in the mouse cells are all acrocentric (Fig. 2b). Furthermore, the Nucleolar-DamID identified as NADs a sub-class of NADs that the SPRITE method identified to interact with rRNA transcripts and form inter-chromosomal contacts (i.e. nucleolar hub)^34^ (Supplementary Fig. 3b). To further support the specificity of the Nucleolar-DamID, we recovered reads containing rRNA gene (rDNA) contacts from a high resolution (<750 bp) Hi-C map in ESCs, the highest to date in mammalian cells^35^ (from here on named as HiC-rDNA). The adaptation of HiC analysis for the identification of rDNA contacts was based on the modification of the mouse reference genome, which does not contain rRNA gene sequences, by adding at the end of chromosome 12 one copy of rRNA gene unit (see methods). As in the case of NADs identified by SPRITE^34^, rDNA contacts obtained with HiC-rDNA should represent a sub-class of NADs since not all genomic domains associating with the nucleolus must necessarily interact with the rRNA genes. The most frequent rDNA contacts were found at chromosomes containing rRNA genes (Fig. 2d, e, Supplementary Fig. 4, Supplementary Data 2), an expected result since these interactions should mainly occur in *cis*. Furthermore, rDNA contacts were enriched at centromeric-proximal regions of all chromosomes (Fig. 2e, f, Supplementary Fig. 4), indicating the presence of genomic interactions between different chromosomes. Importantly, 76% of rDNA contacts identified by HiC-rDNA correspond to NADs found with the Nucleolar-DamID (Fig. 2g, h). Thus, the Nucleolar-DamID can identify a large portion of rDNA contacts, a sub-class of NADs identified by HiC-rDNA. Finally, we measured by DNA-FISH the cellular localization of several regions identified as NAD by the Nucleolar-DamID. We found that all analyzed regions identified to contact the nucleolus but not the NL (NAD-only, see later in the text for the details of this classification) display a significant closed proximity to the nucleolus relative to regions corresponding to LAD and not mapped as NAD (LAD-only) and sequences that do not contact the nucleolus or the NL (iNAD/iLAD, Fig. 2i–l, Supplementary Fig. 5a–e). Importantly, the two NADs identified by the Nucleolar-DamID at chromosomes 1 and 5 were not detected as NAD by previous studies using nucleolar purification-based methods^23,24^. Together, the data showed that the Nucleolar-DamID is an accurate method for genome-wide identification of NADs.

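The DNA-FISH probe on chromosome 1, from 86599041 to 87100810 of GRCm38, lay entirely within a NAD of ESCs from 85800335 to 90300086 with a length of 4.50 Mb and a score of 0.0802. This NAD overlapped no LAD and held 60 protein-coding genes, and the probe region overlapped Cops7b, Nppc, Dis3l2, Alppl2 and Alpi. The probe on chromosome 5, from 37199822 to 37599742, lay entirely within a NAD of 404 kb from 37197942 to 37601757 that also overlapped no LAD, with a score of 0.0614. It overlapped Gm1043, Crmp1, Evc, Evc2 and Stk32b. Of the other probes, that on chromosome 19 (7400268 to 7799149) had the same borders as a NAD-only interval with a score of 0.0404, and that on chromosome 2 (20549286 to 21216571) lay in the longest NAD of ESCs, outside the part that overlaps LADs. The maps from purified nucleoli were not analysed here.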

**Fig. 2:**
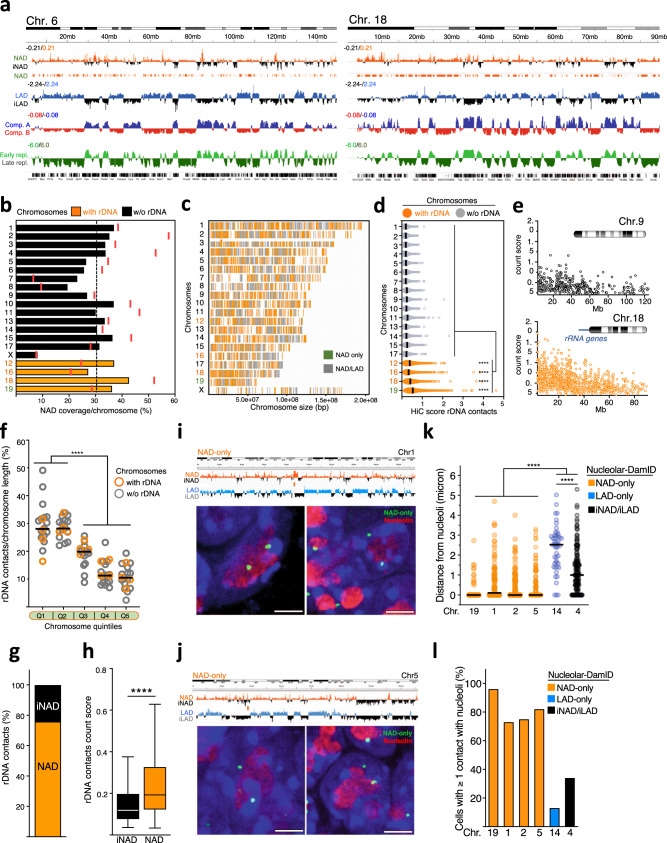
Nucleolar-DamID identifies NADs. **a** Chromosomal view of NADs, LADs^9^, A and B compartments^41^, and early and late replicating DNA^74^ in ESCs. NADs are measured as log_2_ ratio of m6A levels between H2B-Dam-NoLS and H2B-Dam. iNAD: domains not contacting nucleoli. iLAD: domains not contacting NL. **b** Bars represent NAD coverage values at mouse chromosomes. Red lines showed NAD coverage values in the centromere-proximal end of each chromosome. Dotted line shows NAD whole genome coverage. **c** Nucleolar H2B-Dam chromosomal interaction maps. **d** rDNA-contacts obtained from HiC maps^35^. Data represent HiC scores of unique contacts for each chromosome. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (**** <0.0001). Lines are mean values. **e** Representative images showing normalized count score of rDNA-contacts obtained from HiC-rDNA on chromosomes 9 and 18. **f** Distribution of rDNA-contacts. Values represent the proportion of the number of unique contacts for each chromosome quintile. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (**** <0.0001). **g** NADs identified by Nucleolar-DamID are enriched in rDNA-contacts. Data represent the proportion of unique HiC-rDNA contacts at NADs and regions non contacting the nucleolus (iNAD). **h** Hi-C normalized count score of identified unique rDNA-contacts at NADs and iNADs. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (**** <0.0001). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **i**, **j** Upper panels represent NAD and LAD profiles of chromosome 1 (**i**) and 5 (**j**) and the DNA-FISH probes (orange bar) hybridizing to regions identified by the Nucleolar-DamID as NAD-only. Lower panels. Example images from immunofluorescences for nucleolin (red) combined with the corresponding DNA-FISH probe (green) and DAPI (blue). Scale bar is 5μm. **k** Distance of the indicated DNA-FISH probes from nucleoli (micron). Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (**** <0.0001). **l** Quantification of the number of cells displaying at least one DNA-FISH probe signal contacting the nucleolus. Data are from the measurements of 70–120 cells for each condition. Source data are provided as a Source Data file.

### Distinct layers of repressive chromatin states distinguish genomic domains according to their interaction with the nucleolus, nuclear lamina, or both

To gain insights on how genome compartmentalization at nucleolus and NL is related to each other, we analyzed the NAD composition relative to LADs, which were previously identified in ESCs using LaminB1-DamID^9^. 

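The classes were taken from the interval lists of Supplementary Data 1 and set against the NAD list of ESCs. The NAD/LAD list held 1212 intervals with a total of 419 Mb, all within NADs, and took up 52.9% of the NAD bases. At least 1 base of NAD/LAD was found in 1006 of 1769 NADs (56.9%), and 820 NADs (46.4%) had at least 50% of their length in it. Among the NADs with a score at or above the median, 38.0% of the bases were NAD/LAD, the value farthest from that of all NADs. The LAD-only list held 393 intervals with a total of 149 Mb, none of which overlapped a NAD. Of the bases in the NAD/LAD and LAD-only lists together, 73.7% were NAD/LAD. Parts of LADs next to NAD/LAD intervals are in neither list, so this is not the share of all LAD bases.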

We found that about 53% of NADs correspond to LADs whereas 40% of LADs are also NADs (Fig. 3a, b, Supplementary Data 1). These results are consistent with early works showing that a large portion of NADs obtained from purified nucleoli correspond to LADs^19^. 

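The list of NADs without LADs held 763 intervals, each of them a whole NAD, with a total of 209 Mb, or 26.4% of the NAD bases. The NADs that overlapped a LAD in part held another 164 Mb outside the overlap, which belongs to neither list.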

We termed this NAD subclass NAD/LAD whereas NADs not overlapping with LADs were named NAD-only. Accordingly, the average Lamin B1-Dam signal highly increased at NAD/LAD boundaries and to a much less degree at NAD-only boundaries (Fig. 3c). These results support previous imaging data showing that some LADs can also be found in the vicinity of the nucleolus^14,15^. NAD-only, NAD/LAD, and LADs that do not overlap with NAD (LAD-only) have low gene density (Fig. 3d) and, consistent with previous reports, NADs are particularly enriched in olfactory receptor genes and zinc finger genes^19,20^ (Supplementary Data 3). Both NAD subclasses and LAD-only showed distinct chromatin and transcriptional features. 

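Gene density was computed over the authors' domains from the GENCODE M21 annotation of GRCm38, which placed 21574 of the 21909 genes of the RNAseq tables on chromosomes 1 to 19 and X. Genes were counted in a domain when any part overlapped it. NAD/LAD had 5.15 genes per Mb, LAD-only 8.10, NAD-only 12.2, all NADs of ESCs 7.39 and the chromosomes as a whole 8.19. With all annotated genes of GENCODE M21 in place of the genes of the RNAseq tables, an alternative chosen after seeing the data, the densities were 14.5, 21.6, 25.9, 18.4 and 20.4 genes per Mb in the same order. Of the 1134 genes with a symbol starting with Olfr (olfactory receptor genes), 496 (43.7%, exact Clopper-Pearson 95% interval 40.8% to 46.7%) overlapped a NAD of ESCs, against 26.2% of the other genes (odds ratio 2.19, two-sided Fisher's exact test across genes, p = 3.84e-35). Of the 397 genes with a symbol starting with Zfp (zinc finger genes), 169 (42.6%, interval 37.7% to 47.6%) overlapped a NAD, against 26.8% of the others (odds ratio 2.02, Fisher's exact test, p = 2.38e-11). Both families lie in clusters, so their genes are not independent. Counted by transcription start, the alternative with the lower shares, 42.9% of the Olfr and 39.8% of the Zfp genes lay in NADs. Olfr genes were found more in NAD/LAD (24.6%) than in NAD-only (13.9%), whereas Zfp genes were found more in NAD-only (24.7%) than in NAD/LAD (12.3%).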

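Counted by their transcription start, which assigns each gene to 1 place, the genes of the RNAseq tables had a density of 10.2 per Mb in NAD-only, 7.08 in LAD-only and 4.18 in NAD/LAD. Compartments and replication timing were not analysed here.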

A large portion of NAD-only regions localizes in the active A compartment (66%), is early replicating (65%), and has higher gene density relative to NAD/LAD and LAD-only sequences (Fig. 3d, f). However, NAD-only has a lower gene density relative to the whole genome and low level of gene expression compared to genes located in the active A compartment, indicating that the localization at the nucleolus correlates with low gene activity (Fig. 3d, g). In contrast to NAD-only, the majority of NAD/LAD and LAD-only are located in the repressive B compartment (90% and 80%) and are late replicating (82% and 63%), a result that is consistent with previous data showing that total LADs are characterized by these repressive features^9,10,36^ (Fig. 3d–f). However, compared to LAD-only, NAD/LAD appear to be more enriched in the B compartment and in late-replicating DNA regions and display lower gene density and gene expression levels (Fig. 3d–g), suggesting that sequences that can localize at both nucleolus and NL have enhanced repressive chromatin features than sequences that anchor only to NL. These results were also supported by the different levels of active and repressive histone marks at these genomic domains (Fig. 3h). 

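Expression was compared over genes as the mean of log10(RPKM + 1) in the 3 ESC RNAseq samples, with a two-sided permutation test over genes and Benjamini-Hochberg adjustment over 6 comparisons. Genes are not independent replicates. The mean was 0.264 for the 2554 genes in NAD-only and 0.299 for the 14574 genes outside NADs and the LAD-only list, a group that can hold genes in parts of LADs that neither list gives, a difference of -0.0350 (adjusted p = 0.000312). The median went the other way, with 0.304 RPKM in NAD-only and 0.121 RPKM outside. Counted by transcription start, the difference in means was -0.0115 (adjusted p = 0.254), the alternative that moved it most. The share of genes below 1 RPKM was 68.3% in NAD-only and 67.5% outside. The density of NAD-only in genes of the RNAseq tables lay above that of the 20 chromosomes, by any overlap (12.2 against 8.19 per Mb) and by start (10.2 against 8.19 per Mb). Genes of the A compartment alone were not analysed here.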

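The mean of log10(RPKM + 1) in ESCs was 0.133 for the 2156 genes in NAD/LAD and 0.168 for the 1208 genes in LAD-only. The medians went the other way, with 0.00370 RPKM in NAD/LAD and 0.00235 RPKM in LAD-only. Both lie near 0, so that their order carries little weight. By transcription start it turned (0.00176 RPKM in NAD/LAD and 0.00234 RPKM in LAD-only). Without olfactory receptor genes it stayed (0.0133 and 0.00286 RPKM). With genes in both classes left out, the difference in means was -0.0367 (permutation test over genes, adjusted p = 0.00123). Without olfactory receptor genes it was -0.0200 (adjusted p = 0.101), so that the difference rests in part on these genes. NAD-only genes were higher than NAD/LAD genes by 0.132 and than LAD-only genes by 0.0949 (adjusted p = 1.5e-05 each). The unadjusted p of this permutation test was 1.0e-05 for each, the smallest these permutations can give. The share of genes below 1 RPKM was 85.0% in NAD/LAD and 82.5% in LAD-only. From these differences, together with compartments and replication timing, the paper proposes that sequences able to contact both the nucleolus and the NL have stronger repressive features than sequences that contact only the NL.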

As expected, NAD-only sequences have higher levels of the active histone modifications H3K4me3, H3K27ac, and H3K4me1 compared to LAD-only and NAD/LAD. However, and consistent with the low gene expression (Fig. 3g), NAD-only contains lower levels of active histone marks compared to genomic regions within the A active compartment. Furthermore, relative to A compartment, NAD-only is depleted of H3K27me3 and enriched in H3K9me2 (Fig. 3h), suggesting that the localization close to the nucleolus marks transcriptionally repressive states that might not depend on Polycomb. We also observed that NAD/LAD and LAD-only regions show distinct chromatin features. NAD/LAD displays a more repressive chromatin state than LAD-only. They contain a lower amount of active histone marks and, in particular, higher levels of H3K9me2 whereas H3K9me3 are similar (Fig. 3h). Furthermore, the levels of the facultative heterochromatin mark H3K27me3 are lower in NAD/LAD than in LAD-only, indicating that contacts with the nucleolus, even for sequences able to interact with the NL, shape a unique repressive chromatin state that is characterized by the enrichment in H3K9me2 and low H3K27me3 content. These results indicate that genomic regions display a distinct repressive chromatin composition according to their ability to localize at the nucleolus, NL, or both.

**Fig. 3:**
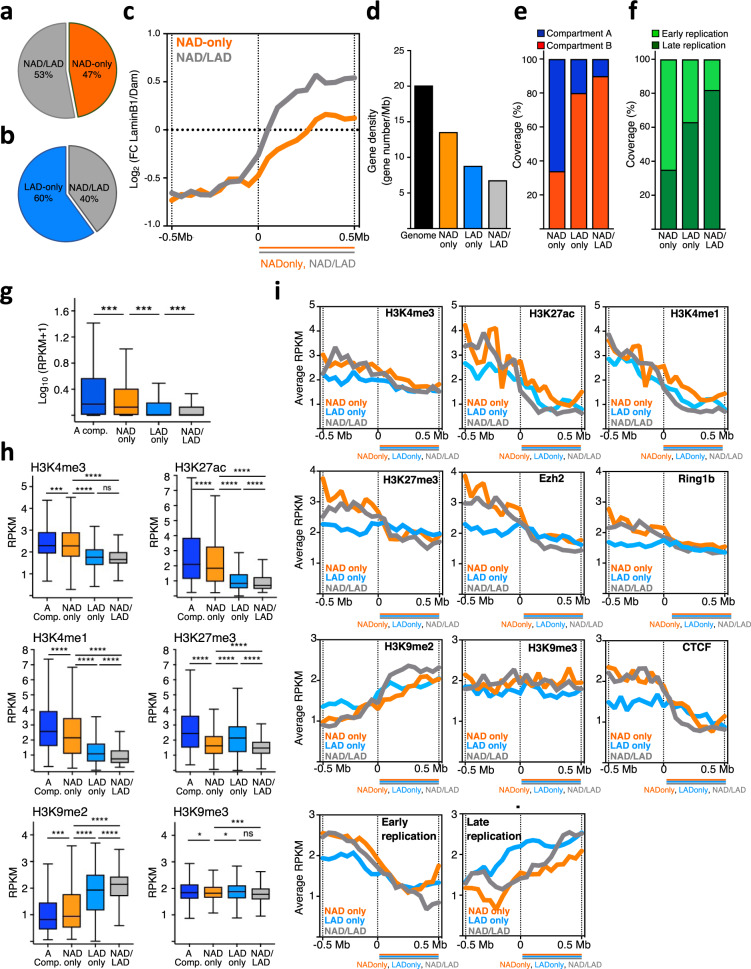
Distinct layers of repressive chromatin states distinguish genomic domains according to their interaction with the nucleolus, nuclear lamina, or both. **a** Venn diagram showing the proportion of NAD-only and NAD/LAD regions in NADs identified by Nucleolar-DamID. **b** Venn diagram showing the proportion of LAD-only and NAD/LAD regions in LADs of ESCs. **c** Lamin B1-DamID scores plotted over NAD-only and NAD/LAD boundaries in ESCs. **d** Gene density of total genome, NAD subclasses, and LAD-only. **e** Amounts (%) of NAD-only, LAD-only and NAD/LAD in A and B compartments. **f** Amounts (%) of early and late replicating DNA of NAD-only, LAD-only, and NAD/LAD sequences. **g** Expression values (RPKM) of genes within A compartment (A Comp.), NAD-only, LAD-only, and NAD/LAD. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (***<0.001). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **h** Levels of active histone marks (H3K4me3, H3K27ac, H3K4me1) and repressive histone marks (H3K27me3, H3K9me2, H3K9me3) at genomic regions located at the A compartment (A Comp.) and NAD-only, LAD-only, and NAD/LAD regions. Dataset used in this analysis is listed in Supplementary Data 12. Values are shown as average RPKM. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (*<0.05, ***<0.001, ****<0.0001, ns: non-significant). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. i. Occupancy (average RPKM) of histone modifications, Ezh2, Ring1b, CTCF and early and late-DNA replication plotted over the boundaries of NAD-only (orange lane), NAD/LAD (blue line), and NAD/LAD (gray line), respectively. Source data are provided as a Source Data file.

As in the case of LADs, both NAD-only and NAD/LAD are characterized by abrupt borders, which display a sharp transition in several chromatin features (Fig. 3i). The average signal of active histone marks, CTCF and early replicating DNA sharply decrease at the border of both NAD subclasses and LAD-only. These results further indicate that contacts with the nucleolus demarcate less active chromatin domains. In contrast to LADs, which were described to be enriched in H3K27me3 and Polycomb components Ezh2 and Ring1b near LAD borders^37^, NAD-only and NAD/LAD display a drastic decrease of these factors at their corresponding borders (Fig. 3i). H3K9me2 levels and late DNA replication signals sharply increase at the borders of both NAD sub-classes and LAD-only whereas H3K9me3 does not show this trend. Thus, the identification of NADs with the Nucleolar-DamID allowed us to distinguish different layers of genome compartmentalization by defining regions that are exclusively localized at nucleoli, NL, or both. Further, the results revealed that NADs correspond to regions of the genome with a repressive state that is poor in H3K27me3 and specifically enriched in H3K9me2.

### The chromatin state of rRNA genes regulates H3K9me2 levels at sequences adjacent to the nucleolus

Previous work has shown that the chromatin state of rRNA genes could affect chromatin structures outside the nucleolus^38^. In ESCs, all rRNA genes are euchromatic due to the impairment of processing of the long non-coding IGS-rRNA into mature pRNA, which is required for the recruitment of the repressive nucleolar remodeling complex NoRC to rRNA genes^38–41^. The active state of rRNA genes in ESCs could be reversed by the addition of mature pRNA that causes NoRC recruitment and consequent formation of heterochromatin at rRNA genes, including the increase in H3K9me2 and H3K9me3 (Fig. 4a, b)^42,43^. This heterochromatinization was not only limited within the nucleolus but it also extended to other regions of the genome outside the nucleolus, such as minor satellites, highlighting a crosstalk between nucleolar and nuclear chromatin (Fig. 4b). The identification of NADs in ESCs prompted us to identify which other genomic regions are affected by the chromatin state of rRNA genes and their relationship with the nucleolus. We measured H3K9me2 and H3K9me3 by ChIPseq of ESCs transfected with mature pRNA (Fig. 4c, Supplementary Fig. 6). We found that H3K9me2 levels increase at several genomic regions all over the chromosomes of ESC + pRNA compared to control cells whereas H3K9me3 levels are not affected (Fig. 4c, d). We observed a sharp increase in H3K9me2 at regions adjacent to the border of NADs but not of LADs, indicating an expansion of H3K9me2 domains specifically at regions neighboring NADs (Fig. 4e, f). These results revealed that thenucleolus is not only a scaffold where repressive chromatin can be positioned but also it is part of the regulatory process for the establishment or maintenance of repressive chromatin states.

**Fig. 4:**
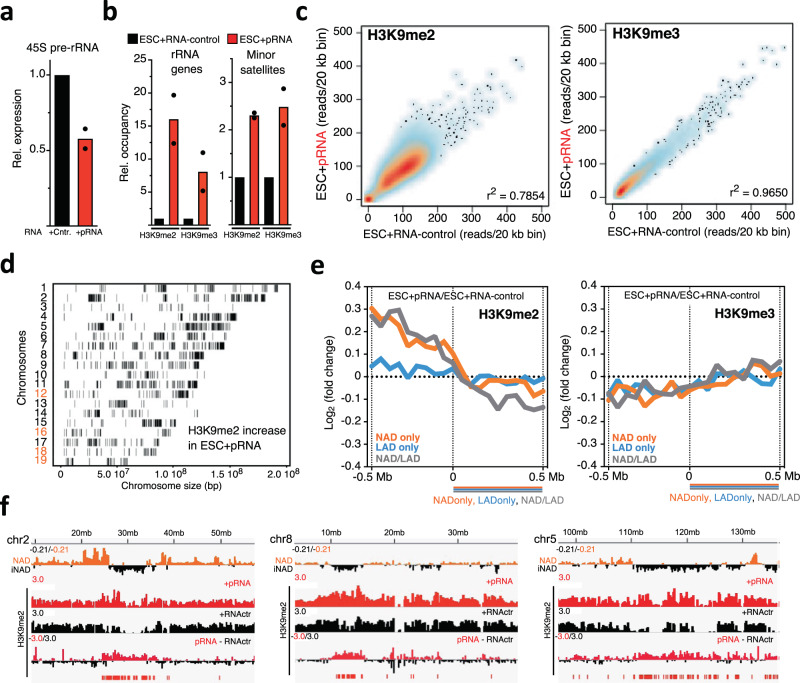
The chromatin state of rRNA genes regulates H3K9me2 levels at sequences adjacent to the nucleolus. **a** qRT-PCR showing 45 S pre-rRNA levels in ESCs transfected with pRNA or RNA-control. Values were normalized to *β-actin* mRNA and to ESCs transfected with RNA-control. Data are from two independent experiments. **b** H3K9me2 and H3K9me3 ChIP in ESCs transfected with pRNA or RNA-control. Data were measured by qPCR and normalized to input and ESC + RNA-control. Data are from two independent experiments. **c** Addition of pRNA in ESCs caused an increase in H3K9me2 at several genomic regions. Scatter plot showing H3K9me2 and H3K9me3 levels (reads/20 kb bin) between ESC + pRNA and ESC + RNA-control. **d** Chromosomal interaction map showing the distribution of regions with increased H3K9me2 levels in ESC + pRNA compared to ESC + RNA-control. **e** Heterochromatinization of rRNA genes promotes H3K9me2 expansion at regions neighboring NADs. H3K9me2 fold changes in ESC + pRNA vs. ESC + RNA-control plotted over the boundaries of NAD-only, LAD-only, and NAD/LAD. **f** Representative images showing the increase of H3K9me2 at regions neighboring NADs. Source data are provided as a Source Data file.

### Genome organization around the nucleolus during ESC differentiation

To determine whether NAD composition could change according to developmental stage, we performed Nucleolar-DamID and HiC-rDNA analyses in neural progenitor cells (NPCs) derived upon differentiation of ESCs using established protocols^44^. 

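NPCs were collected on day 8 of differentiation, with 2 µM retinoic acid over the last 4 days, and H2B-Dam-NoLS and H2B-Dam were induced as in ESCs. Nucleolar-DamID of NPCs comprised 2 H2B-Dam-NoLS and 2 H2B-Dam samples. The authors processed the reads as in ESCs. The list used here gives the NADs common to both experiments, and again holds no reads or values per experiment. The list held 1447 NADs with a total of 728 Mb. They were between 96.0 kb and 12.5 Mb long, with a median of 200.4 kb. The longest spanned 74399556 to 86901095 on chromosome 13, and the shortest 63403115 to 63499065 on chromosome 17, at Fbxl17. The highest scores were 0.233 for a NAD at Gm20388, Ankrd11 and Spg7 on chromosome 8 (122899903 to 123100036) and 0.176 for a NAD at Dlg1 on chromosome 16 (31699768 to 31800094). Each cell type was normalized on its own, so scores of the lists were set side by side without a test. The ESC and NPC samples share no batch that the labels name, so that cell type and batch cannot be told apart. The HiC data were not analysed here.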

We validated NADs mapped in NPC by DNA-FISH (Supplementary Fig. 7a–g). Both Nucleolar-DamID and HiC-rDNA revealed a common, global chromosome architecture between ESCs and NPCs, with substantial overlapping interactions with the nucleolus (Fig. 5a, b, Supplementary Fig. 4, S8a, and Supplementary Data 1, 2, 4). However, there were remarkable differences in the organization of the chromosomes around the nucleolus during ESC differentiation into NPCs. Both Nucleolar-DamID and HiC-rDNA revealed that in all chromosomes contacts with the nucleolus are more frequent in NPCs than in ESCs (Fig. 5c, d, Supplementary Fig. 4, 8b). However, NAD coverage and the number of rDNA contacts were higher in ESCs than in NPCs (Fig. 5e, Supplementary Fig. 8c). Furthermore, a large fraction of rDNA contacts in NPCs were located at chromosomes bearing rRNA genes whereas in ESCs the distribution of contacts was more homogeneous among the chromosomes compared to NPCs. 

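ESC and NPC NADs shared 432 Mb, which is 54.6% of the NAD bases of ESCs and 59.3% of those of NPCs. A permutation test used 1000 random circular shifts along each chromosome, of the NPC list for the ESC share and of the ESC list for the NPC share. The mean shares were 27.5% and 29.9% (permutation p = 0.001 for each, one-sided, the smallest these shifts can give). By at least 1 base, 68.6% of ESC NADs and 77.3% of NPC NADs overlapped a NAD of the other cell type. With only the NADs at or above the median score in each list, which moved the shares most, 39.1% of the ESC NAD bases were shared, against 12.2% in the shifts. The probes on chromosomes 19, 1 and 2 lay in NPC NADs over 100%, 59.6% and 67.5% of their length. The probe on chromosome 5 lay in no NPC NAD, and that on chromosome 4 (129241670 to 129443207) in no ESC NAD but over 79.1% in an NPC NAD with a score of 0.137.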

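The median score was 0.0413 (quartiles 0.0353 and 0.0558) over the 1447 NADs of NPCs, against 0.0256 in ESCs. The median was higher in NPCs on 20 of 20 chromosomes, by a ratio of 1.30 to 3.09. Over NADs that overlapped a NAD of the other cell type, the medians were 0.0271 in ESCs and 0.0421 in NPCs. Weighted by length, which moved the values most, the means were 0.0296 and 0.0484. The lists were normalized separately and hold no replicate values, so no test was made between them. The highest ratio was that of chromosome 8, with medians of 0.0221 in ESCs and 0.0682 in NPCs.

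**Figure D2:**
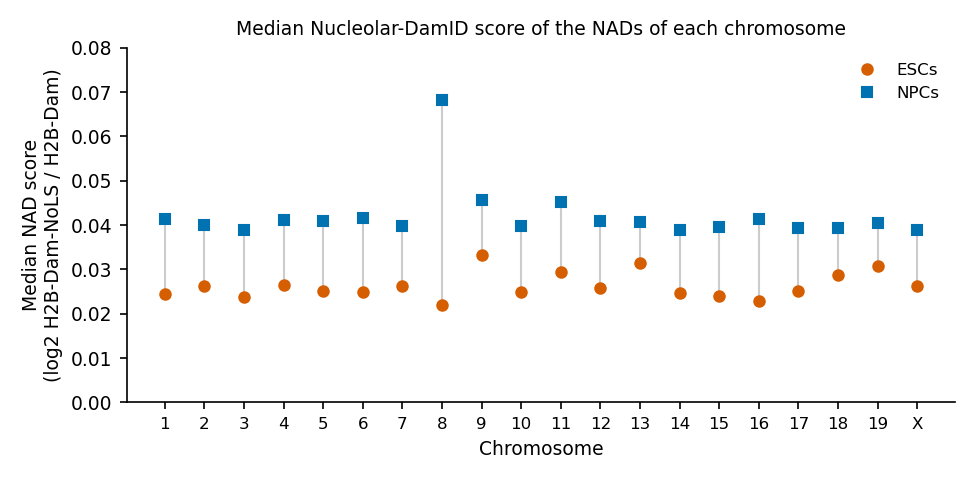
Median score of the NADs (y axis, log2 ratio of H2B-Dam-NoLS over H2B-Dam as given by the authors) of each chromosome (x axis) in ESCs (circles) and NPCs (squares). The NPC median lies above the ESC median on 20 of 20 chromosomes, and the NPC median of chromosome 8 is 0.0682.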

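NADs covered 27.6% of the chromosomes in NPCs, against 30.1% in ESCs. Coverage was lower in NPCs on most autosomes, with changes between -14.7 and 0.863 percentage points on the 18 autosomes other than chromosome 8. It was higher on chromosome 8, with 77.6% in NPCs and 19.5% in ESCs, and on the X chromosome, with 16.7% and 8.12%. On chromosomes 6 and 16 it was slightly higher in NPCs, by 0.863 and 0.333 percentage points. Without chromosome 8, an alternative chosen after seeing the data, coverage was 25.1% in NPCs and 30.6% in ESCs. With NADs up to 100 kb apart merged, it was 27.8% in NPCs and as before in ESCs, and the NADs at or above the median score covered 13.7% in each cell type. The gap of 100 kb equals the resolution of the pipeline, so that merging could move little.

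**Figure D3:**
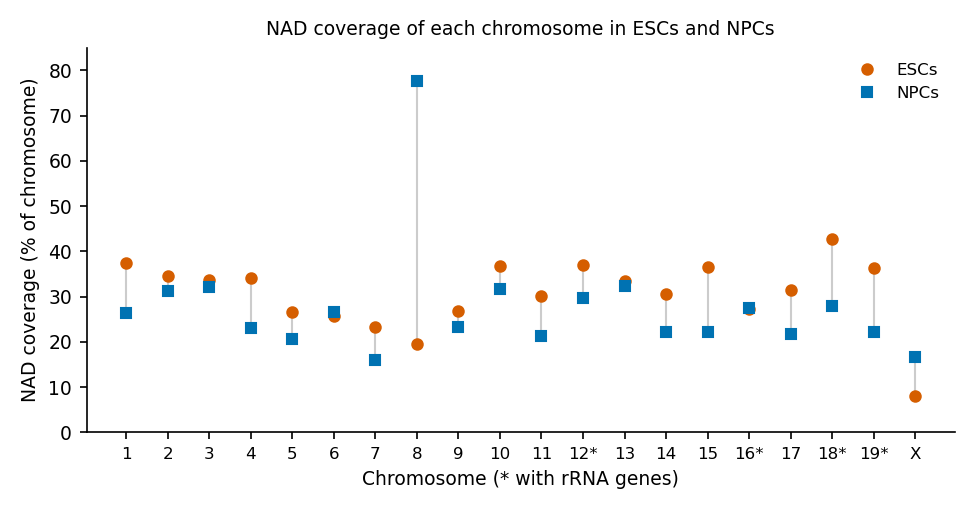
NAD coverage (y axis, percent of the chromosome) of each chromosome (x axis) in ESCs (circles) and NPCs (squares). Stars mark chromosomes with rRNA genes. Chromosome 8 is covered over 19.5% in ESCs and 77.6% in NPCs, and the other autosomes over 16.1% to 32.4% in NPCs.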

Finally, rDNA contacts in NPCs were more enriched at the centromere-proximal regions of all chromosomes than in ESCs (Fig. 2f, 5f). These results suggest that the architecture of chromosomes surrounding the nucleolus in NPCs is in a more compact, rigid form, making fewer but more frequent contacts with rRNA genes. In contrast, the structure of chromosomes around the nucleolus of ESCs appears more flexible, establishing more but less frequent rDNA contacts. These data are consistent with previous reports showing that ESCs harbor a more open and dynamic chromatin than differentiated cells^45,46^. We also observed that NAD/LAD and LAD-only in NPCs also show abrupt borders with a sharp transition in active and repressive histone marks whereas NAD-only in NPCs display this sharp transition only for H3K27ac and H3K9me2 and shows at the border more active chromatin features than in ESCs (Supplementary Fig. 8d).

**Fig. 5:**
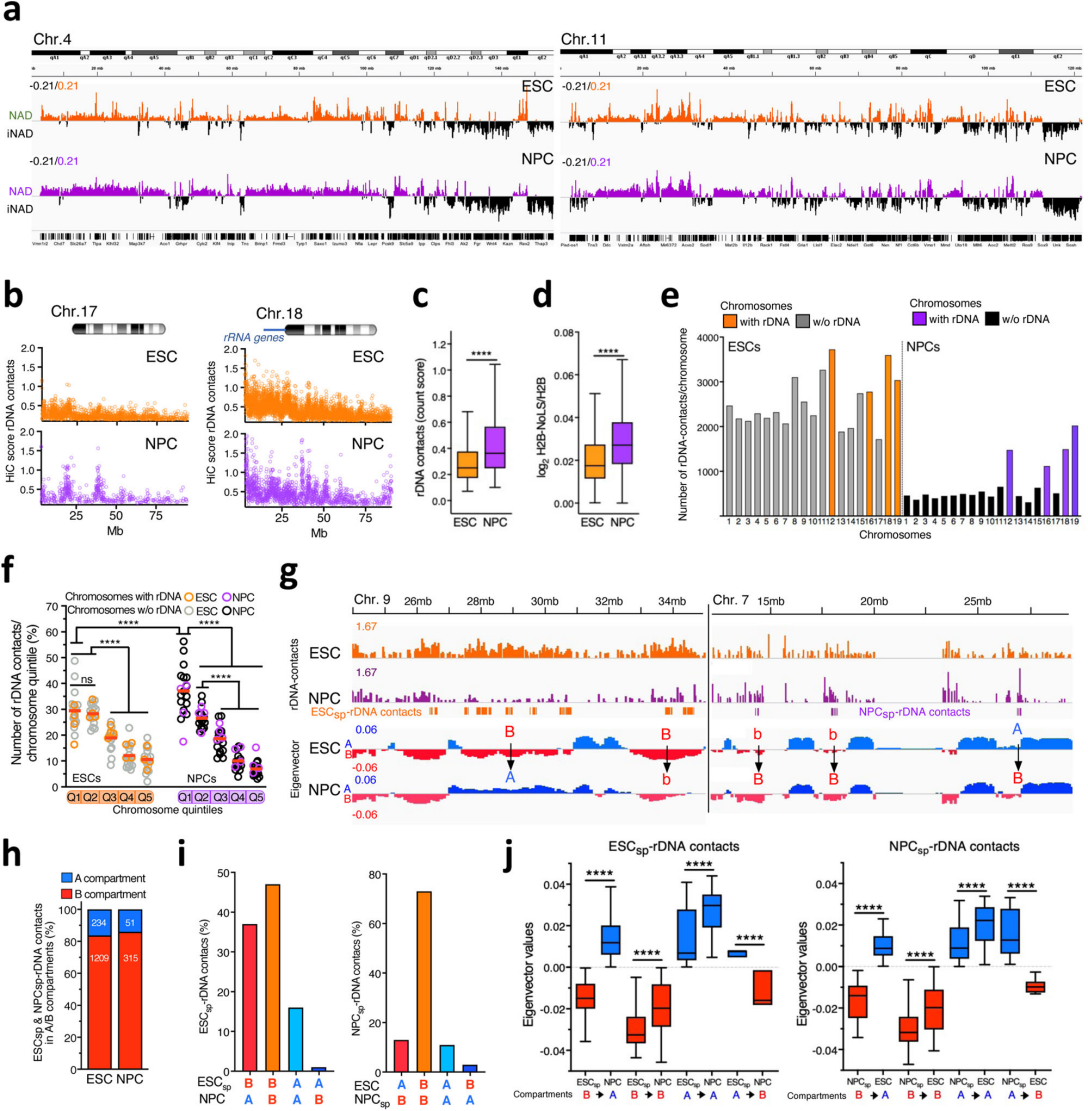
ESC and NPC differ in their chromosome organization around the nucleolus. **a** Nucleolar-DamID. Chromosomal view of NADs in ESCs and NPCs. NADs are measured as log_2_ ratio of m6A levels between H2B-Dam-NoLS and H2B-Dam. iNAD: regions not contacting the nucleolus. iLAD: regions not contacting the NL. Chromosomes 4 and 11 are shown. **b** Representative images showing HiC-score of rDNA contacts at chromosome 18, which contains rRNA genes and chromosome 7. **c**, **d** Genomic contacts with the nucleolus are more frequent in NPCs than in ESCs. HiC-score of rDNA contacts (**c**) and Nucleolar-DamID values of NADs (**d**) in ESCs and NPCs. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (****<0.0001). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **e** ESCs have more rDNA contacts than NPC. Number of unique rDNA contacts at chromosomes in ESCs and NPCs. **f** rDNA contacts are enriched in the centromeric-proximal regions of chromosomes of NPCs relative to ESCs. To allow a better comparison, data of ESCs of Fig. 2f were plotted together with data of NPCs. Values represent the proportion of rDNA-contacts for each chromosome quintile. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (****<0.0001). **g** Representative images of ESC_sp_- and NPC_sp_-rDNA contacts and their eigenvector values for A and B compartment. B to A and A to B represent switch of compartments. B to b and b to B indicate a decrease or increase of eigenvector values between ESCs and NPCs. **h** ESC_sp_- and NPC_sp_-rDNA contacts are in the repressive B compartment. Amounts (%) of ESC_sp_- and NPC_sp_-rDNA contacts in A and B compartments. **i** Values represent the number of ESC_sp_- and NPC_sp_-rDNA contacts and their corresponding location in A and B compartments of ESCs and NPCs. **j** Box plots showing eigenvector values of ESC_sp_- and NPC_sp_-rDNA contacts in the active A and repressive B compartments. Statistical significance (*P*-values) was calculated using the paired two-tailed *t* test (****<0.0001). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. Source data are provided as a Source Data file.

Next, we investigated for the presence of genomic contacts with the nucleolus that are specific for either ESCs or NPCs. We identified large domains that contain rDNA contacts exclusively in ESCs or NPCs (here after referred as ESC_sp_- or NPC_sp_-rDNA contacts; average length 0.51 Mb and 0.23 Mb, respectively; Fig. 5g, Supplementary Data 5). We validated this cell-type-specific contacts with the nucleolus by DNA-FISH (Supplementary Fig. 7d–g). The large majority (>80%) of ESC_sp_- and NPC_sp_-rDNA contacts were located in the repressive B compartment (Fig. 5h). Analysis of eingenvector values revealed that ESC_sp_-rDNA contacts increase the interaction strength within the active A compartment in NPCs whereas contacts in the repressive B compartment decrease (Fig. 5g–j). 37% of ESC_sp_-rDNA contacts switched from B to A compartment in NPCs whereas ESC_sp_-rDNA contacts that remain in B (47%) or A compartments (16%) in NPCs significantly increased their eigenvector values in NPC (Fig. 5g–j). Similar results were observed for NPC_sp_-rDNA contacts in ESCs. Thus, rDNA contacts specific to ESCs or NPCs correspond to cell-type specific repressive features of the genome organization.

Since rDNA contacts represent a sub-group of NADs, we extended our analyses to all NADs defined by Nucleolar-DamID. We identified NADs specific for ESCs or NPCs (here after defined as ESC_sp_-NAD and NPC_sp_-NAD; Supplementary Data 6). 

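Of the ESC NADs, 556 overlapped no NAD of NPCs, with a total of 125 Mb. Of the NPC NADs, 329 overlapped no NAD of ESCs, with a total of 67.3 Mb. These whole specific NADs had median lengths of 100.4 kb in ESCs and 100.1 kb in NPCs, whereas NADs with an overlap had medians of 301 kb and 299.9 kb. The shorter medians lie at the resolution of the pipeline, 100 kb. Their median scores were 0.0234 in ESCs and 0.0389 in NPCs, below the 0.0271 and 0.0421 of NADs with an overlap in the same list.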

We found that ESCs have more cell-type-specific NADs than NPCs (16% and 8% coverage relative to the corresponding total NADs). 

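By bases, 45.4% of the NAD sequence of ESCs (359 Mb) lay outside NPC NADs and 40.7% of that of NPCs (296 Mb) outside ESC NADs. Counted as whole NADs that overlap no NAD of the other cell type, the shares of the NAD bases were 15.8% in ESCs and 9.24% in NPCs, which was the alternative that moved them most. Of the NPC NAD bases outside ESC NADs, 25.7% were on chromosome 8, which makes up 4.91% of the length. Without chromosome 8, chosen after seeing the data, the shares by bases were 46.8% and 35.0%.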

Remarkably, the large majority of ESC_sp_-NAD-only (78%) did not associate with the NL upon detachment from the nucleolus in NPCs and became iNAD/iLAD. In contrast, 66% of ESC_sp_-NAD/LAD interacted with the NL in NPC (Fig. 6a). 

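The fate of ESCsp-NADs was read from the interval lists of Supplementary Data 6, whose intervals lay entirely within whole NADs specific to ESCs and outside NPC NADs. ESCsp-NAD-only comprised 284 intervals with 51.1 Mb. Of these bases, 69.7% were listed as iNAD/iLAD in NPCs, 22.3% as LAD-only and 8.01% in neither list. Counted by intervals, 219 of 284 (77.1%) overlapped the iNAD/iLAD list and 65 the LAD-only list.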

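ESCsp-NAD/LAD comprised 284 intervals with 60.8 Mb, of which 65.9% of the bases were listed as LAD-only in NPCs, 21.5% as iNAD/iLAD and 12.6% in neither list. Counted by intervals, 194 (68.3%) overlapped the LAD-only list and 89 the iNAD/iLAD list. LADs of NPCs were not analysed here apart from these lists. From the different fates of both classes, the paper proposes that a NAD without contact to the NL in one cell type cannot turn to the NL when it leaves the nucleolus in the other, and that a NAD/LAD can.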

Similar changes were also observed with NPC_sp_-NAD in ESCs. These results suggest that a NAD associating with the nucleolus but not with the NL in a cell type cannot associate with the NL upon detachment from the nucleolus in the other cell type. On the other hand, a NAD that can associate with both the nucleolus and NL can interact with the NL upon dissociation from the nucleolus. We found similar results for ESC_sp_-LAD and NPC_sp_-LAD (Fig. 6b). 91% of ESC_sp_-LAD-only in NPCs and 81% of NPC_sp_-LAD-only in ESCs became iNAD/iLAD. On the other hand, 71% of ESC_sp_-NAD/LAD in NPCs and 83% of NPC_sp_-NAD/LAD in ESCs associated with the nucleolus. These results suggest that the position of a NAD or a LAD relative to the nucleolus or NL in a cell type can influence their cellular location upon dissociation from the nucleolus or NL in the other cell type. To determine whether these properties could be linked to chromatin modifications, we compared histone modification levels between ESC_sp_-NAD-only and ESC_sp_-NAD/LAD that in NPCs became LAD-only or iNAD/iLAD (Fig. 6c). We found that ESC_sp_-NAD becoming iNAD/iLAD in NPCs are significantly enriched in active histone modifications H3K27ac, H3K4me3, and H3K4me1 and the repressive H3K27me3 compared to ESC_sp_-NAD becoming LAD-only in NPCs. In contrast, ESC_sp_-NAD becoming LAD-only in NPCs were more enriched in H3K9me2 compared to ESCsp-NAD becoming iNAD/iLAD in NPC (Fig. 6c). Thus, the state of histone modifications of ESC_sp_-NAD in ESCs seems to influence the cellular location of a NAD upon detachment of the nucleolus in NPCs. The analysis of LADs revealed that ESC_sp_-LAD enriched in H3K27me3 in ESCs have the propensity to not interact with the nucleolus in NPCs whereas all the other examined histone modifications did not show any correlation for the cellular localization in NPCs (Fig. 6d). These results are consistent with the data showing that NADs are depleted of H3K27me3 relative to active A compartment and LAD-only (Fig. 3h, i) and further suggest that the nucleolus is refractory to H3K27me3 enriched chromatin.

**Fig. 6:**
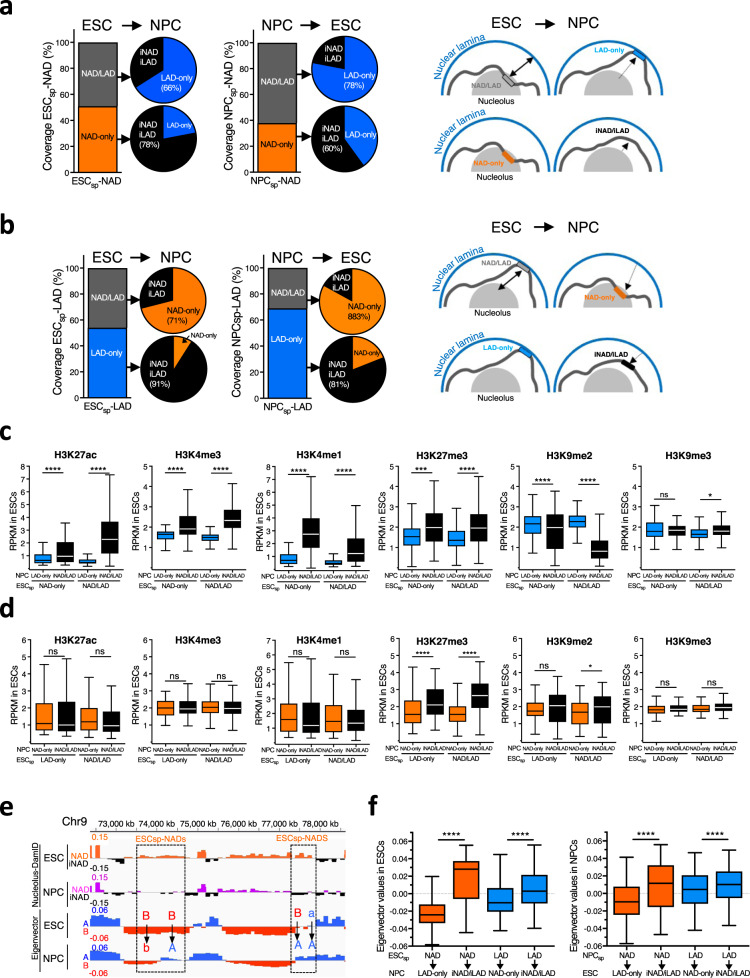
Chromatin features of cell type specific NADs. **a** Coverage of ESC_sp_- and NPC_sp_-NAD types in ESCs and NPCs. Venn diagrams represent the proportion of ESC_sp_- and NPC_sp_-NAD types as iNAD/iLAD and LAD-only in ESCs and NPCs. Right panel. Model showing the location of ESCsp-NAD-only and -NAD/LAD in ESCs and in NPCs. Dotted arrows represent the relocation of ESC_sp_-NAD that lost the interaction with the nucleolus in NPC. **b** Coverage of ESC_sp_- and NPC_sp_-LAD types in ESCs and NPCs. Venn diagrams represent the proportion of ESC_sp_- and NPC_sp_-LAD types as iNAD/iLAD and NAD-only in NPCs and ESCs. Right panel. Model showing the location of ESCsp-LAD-only and -NAD/LAD in ESCs and in NPCs. Dotted arrows represent the relocation of a ESC_sp_-LAD that lost the interaction with NL in NPC. **c** Levels of histone modifications at ESCsp-NAD-only and -NAD/LAD in ESCs according to their location in NPCs. Values are average RPKM. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (*<0.05, ***<0.001, ****<0.0001, ns: non-significant). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **d** Levels of histone modifications at ESCsp-LAD-only and -NAD/LAD in ESCs according to their location in NPCs. Values are average RPKM. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (*<0.05, ****<0.0001, ns: non-significant). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **e** Representative image of ESC_sp_-NAD and their eigenvector values for A and B compartment in ESCs and NPCs. Arrows highlight changes in eigenvector values between ESCs and NPCs. B to A represents regions switching from B (ESCs) to A (NPCs) compartment. B to b and a to A indicate higher eigenvector values in ESCs compared to NPCs. **f** Box plots showing eigenvectors values of ESC_sp_-NADs, ESC_sp_-LADs, NPC_sp_-NADs, and NPC_sp_-LADs in ESCs and NPCs, respectively, that became LAD-only, NAD-only, and iNAD/iLAD in NPCs and ESCs. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test (****<0.0001). Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. Source data are provided as a Source Data file.

Consistent with the analysis of rDNA contacts, ESC_sp_-NAD in NPCs increased the interaction strength within the A compartment whereas contacts in the B compartment decreased (Fig. 6e, Supplementary Fig. 9a, b). A large fraction of ESC_sp_-NAD (73%) becoming iNAD/iLAD in NPCs was located in the A compartment of ESCs whereas 89% of ESC_sp_-NAD becoming LAD-only in NPCs were in the B compartment (Supplementary Fig. 9a). This correlation could also be observed in ESC_sp_-LAD, although to a minor extent (Supplementary Fig. 9c). Remarkably, the eigenvector values of ESC_sp_-NAD and ESC_sp_-LAD respectively moving to the NL or nucleolus of NPCs were lower compared to ESC_sp_-NAD and ESCsp-LAD that became iNAD/iLAD in NPCs (Fig. 6f). We found similar results for both NPC_sp_-NAD and NPC_sp_-LAD in ESCs. These results suggest that histone modifications and genome compartmentalization in a cell type can influence the location of a NAD or a LAD upon detachment from the nucleolus or NL in the other cell type.

### NAD detachment from the nucleolus unlocks genes for activation in later stages of differentiation

Next, we analyzed whether the detachment of NADs from the nucleoli during the differentiation into NPCs correlates with changes in gene expression. First, we asked whether changes in rDNA contacts between ESCs and NPCs correspond to gene expression changes. We performed RNAseq of ESCs and NPCs and found that the majority of genes located at ESC_sp_- and NPC_sp_-rDNA contacts are lowly expressed (<1 RPKM) (Fig. 7a, Supplementary Data 7, 8). 

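RNAseq measured polyadenylated RNA of ESCs and of NPCs at day 8 of differentiation, in 3 samples each. The authors removed rRNA reads with SortMeRNA, aligned the rest to mm10 with STAR, counted exon coverage per gene and deposited 1 table per cell type of reads scaled to gene length and library size (RPKM). Each sample was scaled on its own, the cell types are in separate tables, and the labels name no shared batch, so that batch and cell type cannot be told apart. The Reporting Summary gives between 30 and 50 mio reads for RNAseq, and the tables hold no read counts of single samples. From the smallest steps between low values, the other samples had 0.801 to 0.991 times the reads of ESC replicate 1. The RPKM of a sample summed to 104016, 105859 and 139988 in ESC replicates 1, 2 and 3 and to 85295, 86521 and 85958 in NPC replicates 1, 2 and 3. Across the tested genes, log2(RPKM + 1) differed between ESC replicates 1 and 2 with an SD of 0.09, between ESC replicates 1 and 3 with an SD of 0.49, and between NPC replicates with SDs of 0.07 to 0.12. The difference of ESC replicate 3 ran with gene length (Spearman correlation across genes -0.640). Of 21909 genes, the 8123 with a mean over 1 RPKM in ESCs or NPCs were tested with limma on log2(RPKM + 1), and called changed at an adjusted p under 0.05 with a log2 fold change beyond 1. Fold changes on this scale understate the change of low genes. In total 2289 genes were called, 1318 higher and 971 lower in NPCs. With a pseudocount of 0.1 in place of 1, which moved the count most, 3374 genes were called. In simulated data of this comparison, the test recovered 181 of 200 changed genes with 0 false calls among 8123 genes. The simulated noise was independent between genes and held no sample like ESC replicate 3, and the planted changes all lay beyond the limit of 1. The simulation thus checks the procedure and does not give the error rate in the real data.
Pou5f1 (Oct4; chromosome 17, 35506018 to 35510772 of GRCm38) had 156 ± 40.1 RPKM (SD, n = 3) in ESCs and 0.0532 ± 0.0135 (SD, n = 3) in NPCs, a log2 fold change of -7.19 (standard error 0.18, adjusted p = 3.20e-07 from limma with Benjamini-Hochberg adjustment). Zfp42 (Rex1; chromosome 8, 43295063 to 43306980) went from 40.9 ± 2.92 to 0.0137 ± 0.00685 RPKM, a log2 fold change of -5.37 (standard error 0.08, limma adjusted p = 1.80e-07). Pax6 (chromosome 2, 105668900 to 105697364) rose from 0.0115 ± 0.00626 to 1.55 ± 0.123 RPKM, a log2 fold change of 1.33 (standard error 0.05, limma adjusted p = 9.43e-07). Tuba1a (chromosome 15, 98949837 to 98953703), which lay outside the NADs of both cell types, rose from 48.8 ± 9.99 to 112 ± 6.09 RPKM, a log2 fold change of 1.20 (standard error 0.17, limma adjusted p = 0.000853).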

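The lists of genes at specific rDNA contacts were those of Supplementary Data 8, and 214 of 214 and 84 of 84 symbols were found in the tables. At ESCsp-rDNA contacts, 154 of 214 genes (72.0%, Clopper-Pearson 95% interval 65.4% to 77.9%) had a mean below 1 RPKM in ESCs and 144 (67.3%, 60.6% to 73.5%) in NPCs. Among all other genes, the shares were 70.6% and 66.6% (two-sided Fisher's exact test across genes, p = 0.707 in ESCs and 0.884 in NPCs). At NPCsp-rDNA contacts, 72 of 84 genes (85.7%, 76.4% to 92.4%) were below 1 RPKM in ESCs and 71 (84.5%, 75.0% to 91.5%) in NPCs, above the 70.6% and 66.5% of the other genes (Fisher's exact test, p = 0.00167 and 0.000283). At a threshold of 2 RPKM, which moved the shares at ESCsp-rDNA contacts most, 81.3% of the genes were below it in ESCs and 76.6% in NPCs, against 78.4% and 76.5% of the other genes. The interval covers the number of genes only.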

We did not observe significant changes in their gene expression between ESCs and NPCs, indicating that the detachment from the nucleolus is not sufficient to reactivate gene expression. However, we found that the top 10 gene ontology (GO) terms for genes located in ESC_sp_-rDNA contacts were linked to pathways implicated in neuron development and differentiation (Fig. 7b, Supplementary Data 9), suggesting that the relocation of these genes away from the nucleolus might be a first step toward their activation in later stages of differentiation. On the other hand, genes located at NPC_sp_-rDNA contacts were linked to pathways of sensory perception of smell (mainly due to the presence of several olfactory receptor genes) and metabolic processes (Supplementary Data 9).

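Over the 195 genes at ESCsp-rDNA contacts with a value above 0, the median log2 fold change between ESCs and NPCs was 0.010 and the mean 0.17. Camera of limma, which sets a list against all other genes, gave an adjusted p = 0.648 (Benjamini-Hochberg over 8 gene lists). The 60 genes at NPCsp-rDNA contacts had a median of 0.00088 and a mean of 0.00087 (camera adjusted p = 0.757). Fry, which estimates the correlation between genes, does not set a list against other genes. Under fry both lists were called higher in NPCs (adjusted p = 0.00013 and 0.00346), while camera gave the second list a direction toward lower values. The median log2 fold change over all 18360 genes above 0 was 0.0099, so that a call of fry can reflect a rise shared with genes outside the list. The call of the second list rests on ESC replicate 3, without which fry gave it a direction toward lower values (adjusted p = 0.269). For each list, the medians of the 3 NPC samples lay above those of the 3 ESC samples (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Of the 82 tested genes at ESCsp-rDNA contacts, 24 were called changed, 16 higher and 8 lower in NPCs, and of the 15 at NPCsp-rDNA contacts 2, both higher. Adjusted over the list alone, the counts were 24 and 2. Of the 15 tested genes at NPCsp-rDNA contacts, 5 had higher values in NPCs, and their median log2 fold change was -0.24. At a limma adjusted p under 0.05, without the limit on fold change, 4 of these 15 genes were higher and 6 lower in NPCs.
The largest rises at ESCsp-rDNA contacts were those of Zfp703 (chromosome 8, 26977325 to 26981461), from 0.312 ± 0.0540 to 39.7 ± 4.81 RPKM (SD, n = 3; log2 fold change 4.95, standard error 0.11, limma adjusted p = 2.56e-07), and Zfp503 (chromosome 14, 21983959 to 21989601), from 0.0288 ± 0.00275 to 15.1 ± 1.56 RPKM (log2 fold change 3.96). The largest falls were those of Acap1 (chromosome 11, 69881567 to 69895539), from 2.83 ± 0.392 to 0.0949 ± 0.00248 RPKM (log2 fold change -1.80), and Tmem102 (chromosome 11, 69803603 to 69805624), from 6.66 ± 1.60 to 1.29 ± 0.285 RPKM (log2 fold change -1.73, standard error 0.18, limma adjusted p = 0.000174). At NPCsp-rDNA contacts, Ctla2a (chromosome 13, 60934155 to 60936625) was listed at 0 in the ESC samples and at 1.28 ± 0.155 RPKM in NPCs (log2 fold change 1.18), and Gdf6 (chromosome 4, 9844372 to 9862345) rose from 0.00274 ± 0.00344 to 1.02 ± 0.195 RPKM (log2 fold change 1.01). Without NPC replicate 1 the mean of Gdf6 fell below the filter of 1 RPKM and the gene was not tested. The paper's text does not name how reads shared between paralogs were counted, which leaves the value of Ctla2a uncertain.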

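Of the GO terms of Supplementary Data 9, neurogenesis held 36 genes at ESCsp-rDNA contacts, and 36 of 36 were found in the RNAseq tables. In ESCs 80.6% of them had a mean below 1 RPKM, in NPCs 72.2%. Their median was 0.0352 RPKM in ESCs and 0.246 RPKM in NPCs. The median log2 fold change was 0.04 (quartiles 0.0025 and 0.34), and 0.38 with a pseudocount of 0.1, and 30 of 36 genes had higher values in NPCs. The medians per sample on the log2(RPKM + 1) scale were 0.05 ± 0.02 (SD, n = 3) in ESCs and 0.32 ± 0.02 (SD, n = 3) in NPCs, a difference beyond the spread between samples (two-sided exact permutation test, p = 0.1, the smallest it can give). In the limma test 4 of these genes were called changed, each of them higher in NPCs.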

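Of the 84 genes at NPCsp-rDNA contacts, 10 had a symbol starting with Olfr, and 10 of 10 were below 1 RPKM in both cell types. The highest mean among them was 0.00186 RPKM, for Olfr921 in NPCs. The term for detection of odours listed 6 genes, all at 0 in every sample. Over the genome, 1134 of 1134 Olfr genes were below 1 RPKM in both cell types, 908 of them at 0 in every sample. Reads of near-identical receptor genes may have been lost or split in counting, a step the paper's text does not name. Without the Olfr genes, 83.8% of the genes at NPCsp-rDNA contacts were below 1 RPKM in ESCs and 82.4% in NPCs.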

**Fig. 7:**
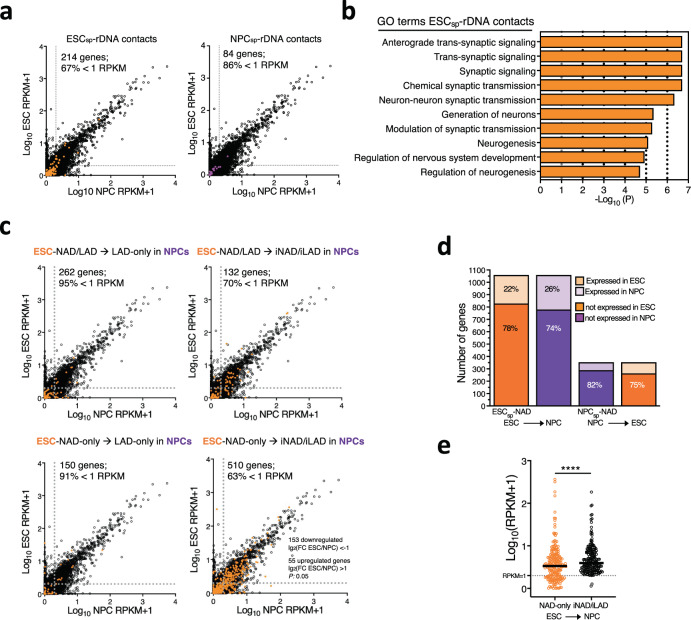
NAD detachment from the nucleolus unlock genes for activation in later stages of differentiation. **a** Scatter plot showing expression levels between ESC and NPCs. Expression of genes located at ESC_sp_- and NPC_sp_-rDNA contacts are highlighted in orange and magenta, respectively, whereas total genes are represented in black. Dotted lines indicate RPKM value as 1. **b** Top 10 gene ontology terms of genes located at ESC_sp_-rDNA contacts. **c** Scatter plot showing gene expression levels between ESC and NPCs. Expression of genes located at ESC_sp_-NAD-only and ESC_sp_-NAD/LAD that become LAD-only or iNAD/iLAD in NPCs. Genes located at ESC_sp_-NAD are highlighted in orange, whereas total genes are represented in black. Dotted lines indicate RPKM value as 1. **d** Number of genes located at ESC_sp_-NAD and NPC_sp_-NAD. The proportion of low or not expressing (<1 RPKM) and expressing genes in ESCs and NPCs is indicated. **e** Expression levels of genes located at ESC_sp_-NAD-only that become iNAD/iLAD in NPCs. Values are from genes that were expressed (> RPKM 1) in ESCs or NPCs. Statistical significance (*P*-values) was calculated using the paired two-tailed *t* test (****<0.0001). Source data are provided as a Source Data file.

We performed a similar analysis for genes located at ESC_sp_- and NPC_sp_-NADs (1201 and 377 genes, respectively) and found that also in this case they were either not or low expressing in both cell types (74-82% of genes with RPKM < 1), showing in general no significant changes in gene expression between ESCs and NPCs (Fig. 7c, d, Supplementary Fig. 10a, Supplementary Data 7, 10). 

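The gene lists of Supplementary Data 10 held 1201 genes at ESCsp-NADs and 377 at NPCsp-NADs, of which 1001 (83.3%) and 295 (78.2%) were found in the RNAseq tables by symbol or synonym. At ESCsp-NADs, 774 of 1001 genes (77.3%, Clopper-Pearson 95% interval 74.6% to 79.9%) were below 1 RPKM in ESCs and 731 (73.0%, 70.2% to 75.8%) in NPCs, against 70.3% and 66.3% of the other genes (two-sided Fisher's exact test across genes, p = 1.30e-06 and 7.99e-06). At NPCsp-NADs, 234 of 295 genes (79.3%, 74.2% to 83.8%) were below 1 RPKM in ESCs and 217 (73.6%, 68.1% to 78.5%) in NPCs (Fisher's exact test, p = 0.000793 and 0.0107). Fewer than 80% of the genes at NPCsp-NADs were matched, so these values describe the matched genes only. At a threshold of 0.5 RPKM, which moved the shares at ESCsp-NADs most, 69.4% were below it in ESCs and 64.3% in NPCs.
The destination divided the list. Genes at ESCsp-NADs that became LAD-only in NPCs were below 1 RPKM at 93.9% in ESCs (357 of 380, p = 2.18e-30 from Fisher's exact test) and 92.6% in NPCs (352 of 380, p = 4.15e-34). Genes at ESCsp-NADs that became iNAD/iLAD were below 1 RPKM at 67.3% in ESCs (420 of 624, Fisher's exact test, p = 0.0675) and 61.2% in NPCs (382 of 624, p = 0.00447), and the latter share was lower than the 66.7% of the other genes. At NPCsp-NADs, the shares in ESCs and NPCs were 87.3% and 80.3% for those that are LAD-only in ESCs, of which 76.6% were matched, and 70.9% and 66.0% for those that are iNAD/iLAD.
Median log2 fold changes over the genes above 0 were 0.0020 for ESCsp-NAD to LAD-only, 0.026 for ESCsp-NAD to iNAD/iLAD, 0.023 for NPCsp-NAD to LAD-only and 0.030 for NPCsp-NAD to iNAD/iLAD. The adjusted p of camera over the 8 lists was 0.972, 0.757, 0.216 and 0.601. Fry called the 4 lists higher in NPCs (adjusted p between 1.92e-05 and 0.000793), but without ESC replicate 3 it called ESCsp-NAD to LAD-only lower (adjusted p = 0.00222). Of the tested genes, 17 of 33, 65 of 266, 13 of 33 and 12 of 50 were called changed by limma, and adjusted over the list alone the counts were 17, 65, 13 and 12.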

Consistent with previous results^9^, genes located at ESC_sp_-LAD were also low expressing and the majority of them did not show significant changes between ESCs and NPCs, indicating that loss of contacts with the NL, irrespective of the new location relative to the nucleolus, does not necessarily cause transcriptional activation (Supplementary Fig. 10b).

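Genes at ESCsp-LADs were taken from the same supplementary lists, and all symbols were found in the RNAseq tables. Of the genes at ESCsp-LADs that became NAD-only in NPCs, 131 of 179 (73.2%, Clopper-Pearson 95% interval 66.1% to 79.5%) were below 1 RPKM in ESCs and 122 (68.2%, 60.8% to 74.9%) in NPCs. Of those that became iNAD/iLAD, 264 of 361 (73.1%, 68.2% to 77.6%) were below 1 RPKM in ESCs and 244 (67.6%, 62.5% to 72.4%) in NPCs. These shares did not differ from those of the other genes beyond chance (two-sided Fisher's exact test across genes, p = 0.510, 0.691, 0.322 and 0.694 in this order). At a threshold of 0.5 RPKM, the share of ESCsp-LAD to NAD-only was 60.9% in ESCs, below that of the other genes (Fisher's exact test, p = 0.484). The median log2 fold changes were 0.06 for ESCsp-LAD to NAD-only (camera adjusted p = 0.382) and 0.0083 for ESCsp-LAD to iNAD/iLAD (camera adjusted p = 0.757), and fry called both higher in NPCs (adjusted p = 0.000793 and 7.22e-05). Of the tested genes, limma called 9 of 63 and 41 of 134, and adjusted over the list alone 9 and 41.

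**Figure D4:**
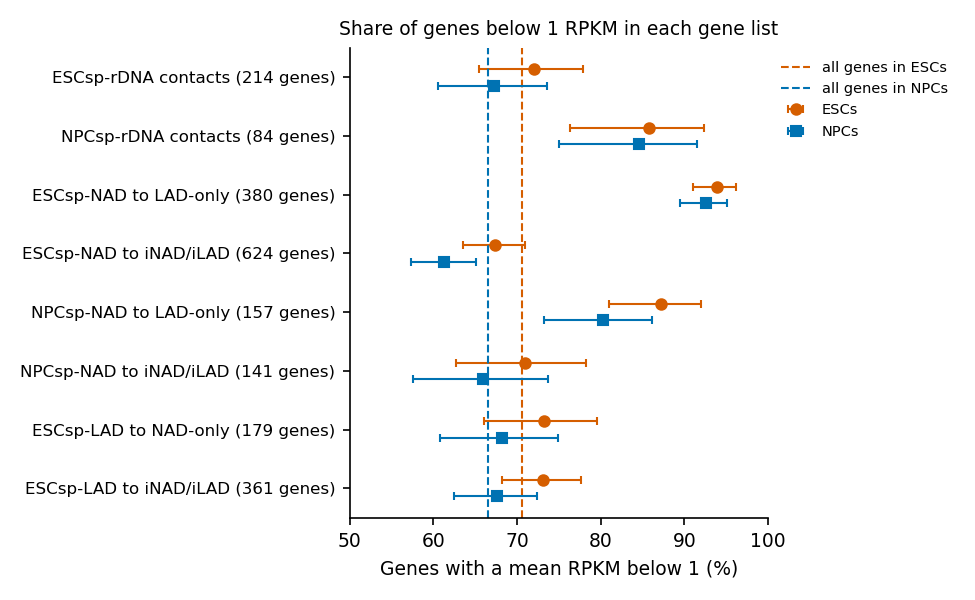
Share of genes with a mean below 1 RPKM (x axis, percent) in 8 gene lists (y axis) in ESCs (circles) and NPCs (squares), with exact 95% binomial intervals. Dashed lines show the share over all genes, 70.6% in ESCs and 66.6% in NPCs. ESCsp-NAD to LAD-only has the highest shares, 93.9% and 92.6%, and ESCsp-NAD to iNAD/iLAD the lowest, 67.3% and 61.2%.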

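Of the 624 matched genes at ESCsp-NADs that became iNAD/iLAD, 358 were below 1 RPKM in both cell types, 62 below it in ESCs only, 24 in NPCs only and 180 in neither. Over all 21909 genes, 1690 were below 1 RPKM in ESCs only and 799 in NPCs only. The list names genes of NAD-only and NAD/LAD together. By position, 412 of the 624 genes overlapped an ESCsp-NAD-only interval, a division chosen after seeing the data.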

The only case where we found some changes in gene expression was for genes located in ESC_sp_-NAD-only that became iNAD/iLAD in NPCs. A large fraction of genes expressed in ESCs or in NPCs displayed a modest but significantly lower expression in ESCs relative to NPCs (RPMK > 1, 221 out of 500 genes, Fig. 7c, e). 

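Over the 266 genes at ESCsp-NADs that became iNAD/iLAD and had a mean over 1 RPKM in ESCs or NPCs, the median log2 fold change was 0.12 and the mean 0.18 (quartiles -0.39 and 0.69), and 148 genes were higher in NPCs. The medians per sample were 1.72 ± 0.13 (SD, n = 3) in ESCs and 1.90 ± 0.02 (SD, n = 3) in NPCs on the log2(RPKM + 1) scale (two-sided exact permutation test, p = 0.1, the smallest it can give; camera p = 0.419 and fry p = 0.00661 over genes). The median depends on ESC replicate 3, since without it the median log2 fold change was 0.03, against 0.23 without ESC replicate 1, and the mean fell from 0.18 to 0.12. Over the 186 expressed genes that overlapped an ESCsp-NAD-only interval, a list chosen after seeing the data, the median was 0.23 (exact permutation test of the sample medians, p = 0.1, camera p = 0.222). Limma called 46 of the 266 genes higher and 19 lower in NPCs. The largest rises were those of Fzd2 (chromosome 11, 102604396 to 102608058), from 2.12 ± 0.0556 to 34.7 ± 2.75 RPKM (SD, n = 3; log2 fold change 3.51, standard error 0.09, limma adjusted p = 3.62e-07), and Sox9 (chromosome 11, 112782224 to 112787760), from 0.0204 ± 0.00934 to 10.4 ± 0.469 RPKM (log2 fold change 3.48). The largest falls were those of Trh (chromosome 6, 92242061 to 92244650), from 318 ± 13.6 to 0.277 ± 0.123 RPKM (log2 fold change -7.97, standard error 0.11, limma adjusted p = 1.56e-07), and Klf4 (chromosome 4, 55527143 to 55532466), from 44.4 ± 9.74 to 1.98 ± 0.0722 RPKM (log2 fold change -3.91).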

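Among genes at ESCsp-NADs that became iNAD/iLAD, Supplementary Data 11 lists 67 under neurogenesis, of which the copy used here holds the first 57, so no test was made on them. All 57 were found in the RNAseq tables. Below 1 RPKM were 75.4% in ESCs and 57.9% in NPCs, and the median went from 0.128 to 0.719 RPKM. The median log2 fold change was 0.14, and 0.56 with a pseudocount of 0.1. In NPCs 45 of 57 were higher, and limma called 7 higher and 1 lower.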

Remarkably, independently of gene expression levels, these genes showed significant enrichment in many pathways linked to neuron development and differentiation (Supplementary Fig. 10c, Supplementary Data 11), suggesting that their detachment from both repressive nucleolar and NL compartments in NPCs might unlock them for activation in a next step of the differentiation process. Accordingly, genes in ESC_sp_-NAD that repositioned exclusively at NL (LAD-only) in NPCs were mainly enriched in pathways linked to keratinocyte and epidermal differentiation (Supplementary Fig. 10d, Supplementary Data 11), which should not be activated later in neurogenesis and thus remained in contact with a repressive compartment such as the NL. These results further support a role of the nucleolus as repressive compartment that is implicated in the control of gene expression program during lineage commitment.

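Supplementary Data 11 lists 9 genes under keratinocyte differentiation at ESCsp-NADs that became LAD-only. Of these, 8 were listed at 0 in every sample, and Ptgs1 was at 0.0852 RPKM in ESCs and 1.26 RPKM in NPCs, called higher by limma. Of the 380 matched genes of this list, 347 were below 1 RPKM in both cell types and 161 at 0 in every sample. The genes with the largest rises were Osr1 (chromosome 12, 9570116 to 9581500), from 0.00087 ± 0.0015 to 4.28 ± 0.404 RPKM (SD, n = 3; log2 fold change 2.40, standard error 0.07, limma adjusted p = 4.77e-07), and Pabpc4l (chromosome 3, 46442197 to 46448219), from 0.142 ± 0.0764 to 3.46 ± 0.425 RPKM (log2 fold change 1.96). The largest falls were those of Rbmxl2 (chromosome 7, 107209445 to 107210916), from 34.8 ± 3.34 to 0.00831 ± 0.0144 RPKM (log2 fold change -5.14, standard error 0.09, limma adjusted p = 2.11e-07), and Prr23a3 (chromosome 9, 98864767 to 98866583), from 5.76 ± 0.376 to 0.0303 ± 0.00881 RPKM (log2 fold change -2.71). Prr23a3 belongs to a family of paralogs, so that its value is uncertain. From the neuron-related terms of genes that became iNAD/iLAD and the epidermal terms of genes that moved to the NL, the paper proposes that genes without a role in later neurogenesis stay in a repressive compartment.

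**Figure D5:**
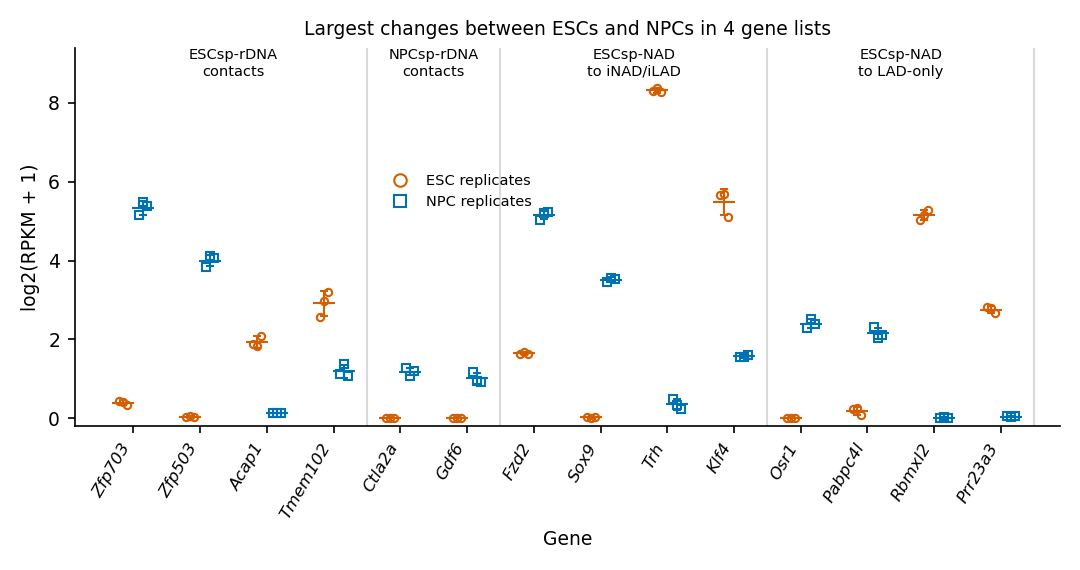
Expression as log2(RPKM + 1) (y axis) of the genes with the largest rises and falls in 4 gene lists (x axis). Open symbols are single samples, circles for ESCs and squares for NPCs, and bars show the mean and SD of 3 samples. Trh fell by 7.97 and Zfp703 rose by 4.95 on this scale.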

## Discussion

The nucleolus is the largest compartment of the eukaryotic cell’s nucleus, known to act as a ribosome factory, thereby sustaining the translation machinery for protein synthesis^47^. Increasing evidence indicates that the role of the nucleolus and rRNA genes might go beyond the control of ribosome biogenesis. One such role is linked to the organization of the genome since repressive chromatin domains can often be found in the vicinity of the nucleolus. However, this aspect of genome compartmentalization in the cell’s nucleus has so far remained under-investigated due to technical challenges in the identification of NADs.

In this work, we have established methods that allow accurate genome-wide identification of NADs. While Nucleolar-DamID has identified NADs using as readout DNA interactions with the engineered nucleolar histone H2B, HiC-rDNA has detected a subclass of NADs that interact with the nucleolar rRNA genes. Although these methods were based on completely different methodologies, they have both revealed similar features of chromosome organization around the nucleolus in both ESCs and NPCs, such as the low gene density and low expression state, the enrichment on NADs at the proximal centromeric regions and at chromosomes containing rRNA genes, and the increase in contact frequency with the nucleolus in NPCs relative to ESCs. Previous methods for NAD identification have used sonication-based biochemical purification of nucleoli, a methodology that is subjected to a certain variation in nucleoli preparation between different cell types and relatively biased toward sonication-resistant heterochromatin^19–21,23,24,48^. Relative to this methodology, the application of Nucleolar-DamID and HiC-rDNA has no bias for any kind of chromatin state and does not vary between cell types, thereby allowing direct comparisons of chromosome architecture around the nucleolus between distinct cell states. The accuracy of our method in mapping NADs is further supported by DNA-FISH analyses that validated the high-frequency contacts with the nucleolus of NADs identified by the Nucleolar-DamID but that were not detected by previous studies using nucleolar purification-based methods in ESCs^23,24^. Thus, NAD maps provided in this work can be integrated into future studies of 3D genome organization that so far did not take into account the nucleolus because of the lack of accurate genome-wide NAD profiles.

We have found some similarities between NAD maps obtained with previous nucleoli purifications and our methodologies, such as repressive chromatin features, the enrichment in olfactory receptor and zinc finger genes, and a certain overlap with LADs^19,20,24,48^. Similarly, a previous analysis using HiC data from human cells has showed that contacts with rRNA genes correspond to repressive domains^49^. Further, nucleolar purifications from ESCs have also found that NAD-only has higher gene density and gene expression levels than NAD-LAD^24^. It is important here to note that major and minor satellites, which compose centric and pericentric domains and are known to be in contact with the nucleolus, could not be identified by Nucleolar-DamID due to the lack of GATC motif. However, Nucleolar-DamID and HiC-rDNA have revealed additional details of chromosome architecture around the nucleolus that have not emerged from previous studies. The analysis of NADs in ESCs has revealed that 50% of NADs coincide with LADs, a result that is consistent with previous imaging data showing that chromosomal regions that were LADs in the mother cell could relocate close to the nucleolus after completion of cell division^14^. Our work has not only identified these LADs able to contact the nucleolus but has also determined that this LAD sub-type differs in the chromatin composition compared to LADs that do not contact the nucleolus (LAD-only). Thus, the identification of NADs by Nucleolar-DamID has revealed additional layers of repressive compartments, showing distinct chromatin features between genomic domains associating with the nucleolus, NL, or both. Indeed, although NADs share some similarities with known features of LADs, such as low overall gene density and low expression levels^8^, they also display some distinct characteristic. In particular, NAD/LAD demarcate regions of the genome that are enriched in H3K9me2 and depleted in H3K27me3 relative to LAD-only. This was also evident by the depletion of Polycomb components Ezh2 and Ring1b at the borders of nucleolar contacts whereas LAD-only is enriched as previously reported^37^. Thus, contacts with the nucleolus, even for sequences able to interact with the NL, shape a distinct repressive chromatin state.

The enrichment of NADs for H3K9me2 was of particular interest since previous work has linked this modification with the chromatin state of rRNA genes^38^. Previous studies showed that the induction of repressive chromatin at rRNA genes, which in ESC are all active, causes global remodeling of ESC genome toward a more heterochromatic state, including the formation of highly condensed heterochromatic structures^38^. In this work, we have shown that the induction of repressive chromatin at rRNA genes increase H3K9me2 levels also at genomic regions adjacent to NADs whereas regions neighboring LAD-only are not affected. This link between nucleolar and nuclear chromatin states indicate that the nucleolus is not only a compartment able to act a scaffold for the location of repressive chromatin domains but it can also participate in establishing repressive chromatin features at regions neighboring the nucleolus.

The analysis of NAD composition during differentiation of ESCs into NPCs has revealed a common, global chromosome architecture around the nucleolus of both cell types. This result is consistent with the similar composition of LADs in ESCs, NPCs, and terminally differentiated astrocytes^9^, indicating that the chromosome architecture at the nuclear lamina and the nucleolus is globally conserved between different cell types. This similarity could not be found in previous NAD analyses using nucleoli purified from ESCs and MEFs that showed only 40% common NAD sequences (Supplementary Fig. 1)^24,48^. We have also detected some remarkable differences in NAD composition between ESCs and NPCs. Compared to ESCs, the structures of all chromosomes around the nucleolus of NPCs appears more compact and rigid, displaying fewer unique contacts but with higher interaction frequency, in particular at centromere-proximal regions. These results are consistent with previous reports showing that ESCs harbor a more open and dynamic chromatin than differentiated cells^45,46^. Further, we have identified cell-type-specific NADs, unique to ESCs or NPCs, and showed that the position of a NAD or a LAD relative to the nucleolus or NL in ESCs correlates with their cellular location upon dissociation from the nucleolus or NL during differentiation. In other words, a NAD that interacts with the nucleolus but not with the NL in ESCs, after losing contacts with the nucleolus upon differentiation, still maintains features that makes it refractory to associate with the NL. We have obtained similar results for ESC_sp_-LADs. We have showed that these properties can be attributed to chromatin modifications and the interaction strength within the A or B compartments. For example, a ESC_sp_-NAD with high H3K9me2 content in ESCs will preferentially contact the NL in NPCs. In contrast, a LAD that is enriched in H3K27me3 in ESCs will rarely contact the nucleolus, a further indication that the nucleolus is refractory to H3K27me3 enriched chromatin. Thus, chromatin feature of NADs and LADs in one cell type might set the choice to associate with the NL or the nucleolus upon dissociation from their respective compartments in the other cell type.

Our results have indicated that loss of contacts with the nucleolus does not generally correspond to gene activation. Considering that genes located at NADs in ESCs and that become iNAD/iLAD in NPCs were highly related to neurogenesis, it appears that the release from the repressive nucleolus compartment might unlock these genes for activation in a later stage of differentiation. A similar observation was also reported for LADs^9^. Consistent with these results, genes contacting the nucleolus of ESCs and moving in NPCs to the NL, the other repressive compartment, were related to pathways such as keratinocyte differentiation that should not be activated during neurogenesis.

In summary, our work has established methodologies to identify NADs in every cell type and allowed us to finally distinguish distinct layers of chromatin organization that depend on the interaction with the nucleolus, NL, or both. We predict that the application of Nucleolar-DamID and HiC-rDNA will be relevant for future works, including the understanding of the determinants for the specific targeting to nucleolus or NL or the application of single-cell analyses that were prohibitive with the previous biochemical based-methods. Further, considering that structural changes in the nucleolus are often observed in cancer and premature ageing^50–52^, the identification and analysis of NAD composition will be important to understand the alterations of 3D genome organization in disease linked to nucleolus alterations. Finally, the identification of NADs by Nucleolar-DamID will feed the study of genome organization and provide insights into basic principles of genome organization and its role in gene expression and cell function.

## Methods

### Cell culture

One hundred and twenty-nine mouse embryonic stem cells (E14 line) were cultured in either 2i media composed of DMEM-F12 and Neurobasal medium (1:1, Life Technologies), supplemented with 1× N2/B27 (Life Technologies), 1× penicillin/streptomycin/l-glutamine (Life Technologies), 50 μM β-mercaptoethanol (Life Technologies), recombinant leukemia inhibitory factor, LIF (Polygene, 1,000 U/ml) and MEK and GSK3β inhibitors, 2i (Sigma CHIR99021 and PD0325901, 3 and 1 μM, respectively). ESCs were seeded at a density of 50,000 cells/cm^2^ in culture dishes (Corning^®^ CellBIND^®^ surface) coated with 0.1% gelatin without a feeder layer. Propagation of cells was carried out every 2 days using enzymatic cell dissociation.

NIH3T3 and HEK 293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies) supplemented with 10% fetal calf serum (FCS, Biowaste) and 1% penicillin/streptomycin (Life Technologies).

Neural progenitor cells were generated from ESCs, according to a previously established protocol^44^. In brief, differentiation used a suspension-based embryoid bodies formation (Bacteriological Petri Dishes, Bio-one with vents, Greiner). The neural differentiation media (DMEM, 10% fetal calf serum, 1× MEM NEAA, 2 mM Pen/Strep, β-mercaptoethanol, and sodium pyruvate) was filtered through 0.22 μm filters and stored at 4 °C. During the 8-day differentiation procedure, media was exchanged every 2 days. In the last 4 days of differentiation, the media was supplemented with 2 μM retinoic acid to generate neural precursors that are Pax-6-positive radial glial cells.

### Establishment of ESC lines for Nucleolar-DamID

CRISPR/Cas9 cloning and targeting strategy were performed as previously described^53^. ESCs were co-transfected with a plasmid expressing the Cas9 proteins and the sgRNA guide sequence targeting the *Rosa26* locus (Genome CRISPR^TM^ mouse ROSA26 safe harbor gene knock-in kit, SH054, GeneCopoeia) and the HDR repair template plasmid containing either H2B-Dam or H2B-Dam-NoLS constructs flanked by the homology arms with a molar ratio of 1:3. Two days after transfection, ESCs were selected using 2 μg of Puromycin (Life Technologies) overnight. After recover, ESCs were further treated with 1 μg of Puromycin (Life Technologies) for three days. After additional three days of recover, cells were seeded for single cell clone isolation. Resistant ESC clones were genotyped by PCR using primers able to distinguish between insertions of the construct in one or both alleles (Supplementary Table 1).

### Transfections

1.5 × 10^5^ NIH3T3 cells were plated in 6-well plates and transfected, respectively, with 200 ng of plasmid expressing H2B-GFP or H2B-GFP-NoLS under the control of minimal CMV promoter, or with 1 μg of plasmid expressing TTFI-GFP under the full CMV promoter using Transit-X2 transfection reagent (Mirus) in Opti-MEM GlutaMAX reduced-serum medium (Life Technologies). When indicated, 24 h post-transfection, cells were treated with 50 ng of Actinomycin D (Sigma) and the other half were refreshed with new media. 24 h later, cells were fixed and mounted with DAPI-mounting media (Vector) for imaging.

2 × 10^5^ HEK 293T cells were plated in 6-well plates. The day after, cells were transfected with 500 ng of plasmid containing the sequence *hsp-TetO-GFP-Dam-DD-EF1a-puro-T2A-TetR-KRAB* using calcium phosphate protocol. 24 h post-transfection, part of the cells were induced with 1 μg/mL doxycycline and 1 μM Shield1, and the remaining cells were refreshed with new media. The day after the treatment, cells were imaged under the microscope.

9 × 10^5^ ESC were plated in gelatin-coated 10 cm culture dish and transfected with 42 μg pRNA, or RNA-control using Lipofectamine MessengerMAX reagent (Invitrogen) in Opti-MEM GlutaMAX (Life Technologies) reduced-serum medium. 48 h post-transfection, ESCs were collected for downstream analyses.

### Immunofluorescence

Live cell images of NIH3T3 cells (Fig. 1b) and HEK 293T cells **(**Supplementary Fig. 1b) were taken and digitally recorded using FLoid Cell Imaging Station (ThermoFisher). In the experiments shown in Fig. 1c, e, cells were grown on glass coverslips, fixed with 4% paraformaldehyde, and stained with nucleolar marker NPM1 (Sigma, B0556) or Fibrillarin (CellSignaling, 2639) and DAPI (Vectashield Dapi mounting media, Vector, H-1200). Images were taken and digitally recorded using Leica DMI6000 B microscope. Antibodies used for IF are listed in Supplementary Table 2.

### Chromatin fractionation

48 h post-transfection, NIH3T3 cells were collected by trypsinization, washed once with PBS and counted. ES cell pellets were resuspended at a concentration of 10mio cells/ml in chromatin fractionation buffer (10 mM Hepes pH 7.6, 150 mM NaCl, 3 mM MgCl_2_, 0.5% Triton X-100, 1 mM DTT freshly supplemented with cOmplete^™^ Protease Inhibitor Cocktail (Roche)) and incubated for 30 min at room temperature rotating. Precipitated chromatin was fractionated by centrifugation. Total and chromatin fractionated samples were further processed by MNase (S7 Micrococcal nuclease, Roche) digest for ensuring sufficient genomic DNA fragmentation. All samples were incubated in 1x Laemmli buffer (10% glycerol, 10 mM Tris pH 6.8, 2% SDS, 0.1 mg/ml bromophenolblue, 2% β-mercaptoethanol) at 95 °C for 5 min and were further analyzed by Western Blotting.

### DNA-FISH

DNA fluorescence in situ hybridization (DNA-FISH) for chromosomes 19 and 14 were performed with Agilent SureFISH DNA-FISH probes that were designed by Agilent technologies using their standard procedures against genomic regions defined in Supplementary Table 3. ESCs were cultured on matrigel coated coverslips. The coverslips were fixed using 3.7% Formaldehyde for 10 min at room temperature. Cells were washed twice with 1X PBS and then dehydrated with graded ethanol concentrations up to 100% ethanol and air dried. The coverslips were incubated with 10 µL mixture of a custom probe set targeting a selected DNA locus (Agilent) and SureFISH Hybridization Buffer (Agilent, G9400A) with turned cell-side down. The coverslips and probe mixture were denatured for 8 min at 83 °C, then incubated at 37 °C overnight in a dark humidified chamber. Next day, coverslips were washed with FISH Wash Buffer 1 (Agilent, G9401A) at 73 °C for 2 min on a shaking incubator at 300 rpm, and FISH Wash Buffer 2 (Agilent, G9402A) at room temperature for 1 min. Following DNA-FISH probe hybridization, immunofluorescence was performed. Coverslips were prepared for immunofluorescence by rehydration and suspension in 1X PBS. Coverslips were permeabilized with 0.5% Triton-X in 1X PBS on ice for 5 min followed by incubation at room temperature for 10 min and kept in blocking buffer (1%BSA in 1XPBS-Tween 20 (0.1%) at room temperature for 1 hr. Coverslips were then incubated with primary anti-Nucleolin antibodies (Abcam; ab22758; 1:100) in a humidified chamber overnight at 4^0^C. After washing with 0.1% Triton-X in 1XPBS at room temperature, they were incubated with secondary antibodies in a dark humidified chamber at room temperature for 1.5 h. After washing with 1X PBS buffer, they were stained with Hoechst 33342 followed by mounting. The secondary antibodies used for IF were goat anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody, Alexa Fluor 488 (Thermo Fisher Scientific; A11034; 1:500) and goat anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody Alexa Fluor 546 (Thermo Fischer Scientific; A11035; 1:500).

DNA-FISH probes for chromosomes 1, 2, 4, 5, and 19 were generated with oligopaint libraries that were constructed the PaintSHOP interface created by the Beliveau lab (https://oligo.shinyapps.io/paintshop/_w_33571817/#tab-1201-8)^54^ and were ordered from CustomArray/Genscript in the 12 K Oligopool format. Each library contains a universal primer pair used to amplify all the probes in the library, followed by a specific primer pair hooked to the 40–46-mer genomic sequences, for a total probe of around 124-130-mers. Oligopaint libraries were produced by emulsion PCR from the pool, followed by a “two-step PCR” and lambda exonuclease as described before^55^. Specifically, the emulsion PCR with the universal primers allowed amplifying all pool of probes in the library. The “two-step PCR” led to the addition of a tail to the specific probes bound to the Alexa Fluor 488 fluorochrome. All oligonucleotides were purchased from Integrated DNA Technologies (IDT, Leuven, Belgium). All oligonucleotide sequences and the mm10 coordinates for the probe libraries are listed in Supplementary Table 3. DNA-FISH with these probes was adapted from the protocol of Cavalli’s lab^56^. ESCs were grown on matrigel coated chamber slide (Lab-Tek) for 2 days. In the case of NPCs, after 7 days of differentiation, embryoid bodies were trypsinized and seeded as single cells overnight on matrigel-coated chamber slides. Cells fixed with 4% PFA for 10 min at room temperature. Cells were washed three times with 1X PBS and then permeabilized with 0.5%Triton-X100/PBS for 10 min at room temperature. After three additional washes with 1X PBS, cells were incubated with 0.1 M HCl for 10 min at room temperature, washed twice with 2X SCCT and twice with 50% Formamide-2X SCCT. Probe mixture contains Xpmol of Oligopaint probe, 0,8uL of ribonuclease A (ThermoScientific, 10 mg/mL), ad FISH hybridization buffer for a total mixture volume of 20uL, added directly on the chamber slide. Cell DNA was denaturated at 83 °C for 8 min, and hybridization was performed in a humid dark chamber overnight at 42 °C. Cells were washed twice with 2X SCCT for 15 min, once with 0.2X SCC for 10 min, twice with 1X PBS for 2 min, and three times with 1X PBT for 2 min. Slides were then incubated for 1 h at room temperature with blocking solution in a dark humid chamber, and overnight at 4 °C with primary antibody against Nucleolin. Cells were washed four times with 1X PBT at increasing incubation times (1 × 2 min, 1 × 3 min, 2 × 5 min) and then incubated for 2 h at room temperature with goat anti-mouse IgG (H + L) Alexa Fluor 546 in a dark humid chamber. Slides were washed four times with 1X PBT at increasing incubation times (1 × 2 min, 1 × 3 min, 2 × 5 min), three times with 1X PBS for 2 min. Then, slides were mounted with Vectashield DAPI mounting media (Vector, H-1200) and, after drying, stored at 4 °C.

DNA FISH/IF samples were imaged using a Leica SP8 upright Microscope, with a z-stack collected for each channel (step size, 0.15 or 0.3 um, frame interval 1 s), using the oil objective HC PL APO CS2 63x/1.40. Images were processed by ImageJ (version 2.0.0/1.53c). The individual cells were identified by Hoechst/DAPI staining and cells containing signal for DNA-FISH channel were identified manually on the corresponding fluorescent channel. Distance between the DNA-FISH signal and the nucleolar marker immunofluorescence signal was calculated using ImageJ (version 2.0.0/1.53c) and used to count the number of foci contacting nucleolus and the number of cells with at least one contact with the nucleolus.

### RNA extraction, reverse transcription, and quantitative PCR (RT-qPCR)

RNA was purified with TRIzol reagent (Life Technologies). 1 µg total RNA was primed with random hexamers and reverse-transcribed into cDNA using MultiScribe™ Reverse Transcriptase (Life Technologies). Amplification of samples without reverse transcriptase assured the absence of genomic or plasmid DNA. The relative transcription levels were determined by normalization to *beta-Actin* mRNA levels, as indicated. qRT-PCR was performed with KAPA SYBR^®^ FAST (Sigma) on a Rotor-Gene Q (Qiagen). Primer sequences are listed in Supplementary Table 1.

### In vitro synthesis of pRNA

Topo2.1 plasmids with insertion of pRNA and RNA-control sequences were previously described^38^. BamHI-linearized plasmids were in vitro transcribed with T7 RNA polymerase (Thermo Fisher EP0111). Synthesized RNA transcripts were verified by agarose gel electrophoresis and purified using NucleoSpin RNA II column (Machere-Nagel, cat. no. 740955) according to the manufacturer’s protocol.

### DamIDseq

7 × 10^4^ H2B-Dam and H2B-Dam-NoLS ESC lines were seeded in 6-well plates (Corning^®^ CellBIND^®^ surface) coated with 0.1% gelatin without a feeder layer. To induce the expression of Dam-fused proteins, two days after seeding, half of the cells were treated with 100 ng/ml Doxycycline and 1 µM Shield1 (Clontech Takara) for 15 h. Representative pictures of the cell colonies were taken from the Olympus CKX31F2 bright field microscope using a Canon EOS880D camera. For the analysis of NPCs, 8 days after differentiation, H2B-Dam and H2B-Dam-NoLS cells were harvested with 10X trypsin to get single cells from the embryoid bodies. 1 × 10^6^ cells NPCs were seeded in 6-well plates coated with 0.1% gelatin and treated with 100 ng/ml Doxycycline and 1 µM Shield1 for 15 h. The day after, cells were harvested by trypsinization and DNA was extracted using Quick-DNA Miniprep Plus kit (Zymo Research). To test the efficiency and the specificity of the treatment, quantitative measurements of the m6A levels at GATC of rRNA genes and *Tuba1a* were assessed by DpnII digestion followed by qPCR^36^ (Supplementary Table 1).

DamID-seq was performed using previously described protocols (Vogel et al., 2007). Briefly, 500 ng of genomic DNA was digested for 4 h at 37 °C with DpnI (New England Biolabs) to cut methylated GATC sites. After heat inactivation for 20 min at 80 °C, DamID adaptors (Table S12) were blunt-ended and ligated overnight at 16 °C, followed by heat inactivated at 65 °C for 10 min. In order to cut unmethylated GATC sequences, DNA was digested for 3 h at 37 °C with Dpn II (New England Biolabs) and heat inactivated at 65 °C for 20 min. Adaptor-ligated fragments were amplified using the Advantage^®^ GC 2Polymerase mix (Clontech Takara) (primer described in Table MM, Vogel et al., 2007). DamID libraries were purified using Agencourt AMPure XP beads (Beckam Coulter). Since the size of fragments produced exceeded the one fitting the sequencing machine, the libraries were fragmented using the ds Fragmentase (New England Biolabs) to enrich the concentration of the libraries below 500 bp and, afterwards, the libraries were purified again using the Agencourt AMPure XP beads (Beckam Coulter). The quantity and quality of the isolated DNA were determined with a Qubit^®^ (1.0) Fluorometer (Life Technologies, California, USA). The Nugen Ovation Ultra Low Library Systems (Nugen, Inc, California, USA) was used to prepare the libraries for Illumina sequencing. Briefly, Nucleolar-DamID samples (1 ng) were end-repaired and polyadenylated. Then, Illumina compatible adapters, containing the index for multiplexing, were ligated. The quality and quantity of the enriched libraries were validated using Qubit^®^ (1.0) Fluorometer and the Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The libraries were buffered tin 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20. The TruSeq SR Cluster Kit v4-cBot-HS (Illumina, Inc, California, USA) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Using the TruSeq SBS Kit v4-HS (Illumina, Inc, California, USA) the sequencing was performed as pair-end 150 bp reads using the Illumina NovaSeq 6000.

Sequences are aligned to the mouse reference genome mm10 using Bowtie2 (version 2.3.4.3)^57^. The resulting sam files were converted into bam files, sorted and indexed using samtools (version 1.9)^58^. The bam files were analyzed using the damidseq pipeline script from the Brand group (http://owenjm.github.io/damidseq_pipeline) using a 100kbp resolution^32^. The pipeline bins the mapped reads into GATC-fragments according to GATC-sites indicated by a gff file for the GRCm38 mouse genome (already provided by the authors of the pipeline on the website above) and normalizes reads against the Dam control, in our case the H2B-Dam sample. The pipeline gives a bedgraph file with the log2 ratio of the m6A between H2B-Dam-NoLS and the H2B-Dam only. The bedgraphs were visualized using the tool Integrative Genome Viewer (IGV, version 2.5.2)^59^ to extract representative Nucleolar-DamID tracks. The bedgraph files were converted into bigwig files using the bedGraphToBigWig UCSC package (version 4) and the Pearson correlation was assessed using “multiBigwigSummary” and “plotPCA” from deepTools (version 3.2.1)^60^. The bedgraph files were processed with the find_peaks software associated with the pipeline (https://github.com/owenjm/find_peaks) adjusting the values of the FDR and the minimum quantile (FDR < 0.01 and min_quant 0.70). Only the significative peaks common to both replicates were considered as NADs for further analysis.

The identification of NADs overlapping with LADs, genomic contacts with rRNA genes identified by HiC-rDNA, A and B compartment, early/late replicating regions, and ESCsp- and NPCsp-NADs, ESCsp- and NPCsp-LADs were performed using “Intersect intervals” from bedtools (version 2.28.0)^60^. NAD-only and NAD/LAD distribution over the chromosomes, was generated with ChIPseeker^61^ in R studio (version 1.0.44). GO term analysis was performed using DAVID 6.8^62^.

### ChIPseq

ChIP analysis was performed as previously described^42^. Briefly, 1% formaldehyde was added to cultured cells to cross-link proteins to DNA. Isolated nuclei were then lysed with lysis buffer (50 mM Tris-HCl, pH 8.1, 10 mM EDTA, pH 8, 1% SDS, 1X protease inhibitor cOmplete EDTA-free cocktail, Roche). Nuclei were sonicated using a Bioruptor ultrasonic cell disruptor (Diagenode) to shear genomic DNA to an average fragment size of 200 bp. 20 μg of chromatin was diluted to a total volume of 500 μl with ChIP buffer (16.7 mM Tris-HCl, pH 8.1, 167 mM NaCl, 1.2 mM EDTA, 0.01% SDS, 1.1% Triton X-100) and incubated overnight with the ChIP-grade antibodies against H3K9me2 and H3K9me3. After washing, bound chromatin was eluted with the elution buffer (1% SDS, 100 mM NaHCO_3_). Upon proteinase K digestion (50 °C for 3 h) and reversion of cross-linking (65 °C, overnight), DNA was purified with phenol/chloroform, ethanol precipitated and quantified by qPCR using the primers listed in Supplementary Table 1.

For ChIPseq analyses, the quantity and quality of the isolated DNA were determined with a Qubit^®^ (1.0) Fluorometer (Life Technologies, California, USA) and a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The Nugen Ovation Ultra Low Library Systems (Nugen, Inc, California, USA) was used in the following steps. Briefly, ChIP samples (1 ng) were end-repaired and polyadenylated before the ligation of Illumina compatible adapters. The adapters contain the index for multiplexing. The quality and quantity of the enriched libraries were validated using Qubit^®^ (1.0) Fluorometer and the Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20. The TruSeq SR Cluster Kit v4-cBot-HS (Illumina, Inc, California, USA) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 2500 single end 126 bp using the TruSeq SBS Kit v4-HS (Illumina, Inc, California, USA).

### ChIPseq data analysis

Own and published ChIPseq reads were aligned to the mouse mm10 reference genome using Bowtie2 (version 2.3.4.3)^57^. Read counts were computed and normalized using “bamCoverage” from deepTools (version 3.2.1)^63^ using a bin size of 50 bp. To calculate read coverage for 20 kb bin region of H3K9me2 and H3K9me3 ChIPseq, “multiBamSummary” from deepTools was used. The border profiles and the read coverage box plots were generated using deepTools. H3K9me2 increase in ESC + pRNA regions distribution over the chromosomes was generated with the ChIPseeker package^61^. Integrative Genome Viewer (IGV, version 2.5.2)^59^ was used to visualize and extract representative ChIPseq tracks.

### Identification of rDNA contacts by Hi-C

The identification of genomic contacts with rRNA genes was performed by recovering reads containing rRNA gene contacts from three published Hi-C data of ESCs and NPCs^35^. The obtained Hi-C data sets have been analyzed with Juicer^64^ all in one computational pipeline for generating Hi-C maps from raw fastq data files and command line tools for feature annotation on the Hi-C maps. During Juicer analysis, raw fastq data sets have been aligned to the customized mm10 genome with Burrows-Wheeler Aligner^65^ under default parameters. The modified mm10 genome contained one rRNA gene unit attached to the end of chromosome 12. The chromosomal interaction has been extracted from interaction matrices (hic files) with Juicebox tools command *dump* under the following parameters (contacts: observed, normalization applied: Knight-Ruiz matrix balancing^66^ under base-pair delimited resolution with bin size 5000). ENCODE Data Analysis Consortium Blacklisted Regions^67^ were excluded from the analysis with bedtools^60^. Only Hi-C reads contacting rRNA gene sequences and other genomic sequences have been selected for further analysis through the computation with bedtools pairtoBED function^60^ and Python Pandas Library (https://pandas.pydata.org/). Common contacts between the three Hi-C replicates were identified using HiCcompare^68^, running the tool under default parameters.

### RNAseq

Total RNA was purified with TRIzol reagent (Life Technologies). The quality of the isolated RNA was determined with a Qubit^®^ (1.0) Fluorometer (Life Technologies, California, USA) and a Fragment Analyzer (Agilent, Santa Clara, California, USA). Only those samples with a 260 nm/280 nm ratio between 1.8–2.1 and a 28S/18S ratio within 1.5-2 were further processed. The TruSeq Stranded mRNA (Illumina, Inc, California, USA) was used in the succeeding steps. Briefly, total RNA samples (100–1000 ng) were polyA enriched and then reverse-transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired and adenylated before ligation of TruSeq adapters containing unique dual indices (UDI) for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit^®^ (1.0). The product is a smear with an average fragment size of approximately 260 bp. Libraries were normalized to 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20. The HiSeq 4000 (Illumina, Inc, California, USA) was used for cluster generation and sequencing according to standard protocol. Sequencing was paired end at 2 × 150 bp or single end 100 bp. The quality of the 120 bp single-end reads generated by the machine was checked by FastQC, a quality control tool for high throughput sequence data^69^. The quality of the reads was increased by applying: a) SortMeRNA^70^ (version 2.1) tool to filter ribosomal RNA; b) Trimmomatic^71^ (version 0.36) software package to trim the sorted (a) reads. The sorted (a), trimmed (b) reads were mapped against the mouse genome (mm10) using the default parameters of the STAR (Spliced Transcripts Alignment to a Reference, version 2.4.0.1)^72^. For each gene, exon coverage was calculated using a custom pipeline and then normalized in reads per kilobase per million (RPKM)^73^, the method of quantifying gene expression from RNA sequencing data by normalizing for total read length and the number of sequencing reads.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer review file

Description of additional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The Nucleolar-DamID, RNAseq and ChIPseq data generated in this study have been deposited in the NCBI’s GEO database under accession code “GSE150822”. HiC data in ESCs and NPCs were obtained from GEO “GSE96107”^35^ and “GSE112222”^41^. NADs from ESCs were obtained from GEO “GSE103610”^23^ and from the 4D Nucleome data portal “4DNESXE9K9DB”^24^. NADs from MEFs were obtained from the 4D Nucleome data portal “4DNES15QV1OO”^48^. LADs from ESCs and NPCs were obtained from GEO “GSE17051”^9^. Replication timing of ESCs were obtained from GEO “GSE95091”^74^. From GEO we obtained the following ChIPseq data: H3K4me3, H3K27me3, H3K9me3, and EZH2 in ESCs “GSE23943”^75^, H3K4me1, H3K27ac, and Ring1b in ESCs “GSE72164”^76^, H3K9me2 in ESCs “GSE77420”^77^, H3K4me3, H3K27ac, and H3K27me3 in NPCs “GSE96107”^35^, H3K9me2 in NPCs “GSE122263”^78^. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Genome-wide maps of nucleolus interactions reveal distinct layers of repressive chromatin domains
**Source:** Nat Commun. 2022 Mar 18;13:1483. doi: 10.1038/s41467-022-29146-2
**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary information

## Genome-wide maps of nucleolus interactions reveal distinct layers of repressive chromatin domains

Cristiana Bersaglieri, Jelena Kresoja-Rakic, Shivani Gupta, Dominik Bär, Rostyslav Kuzyakiv, Martina Panatta, Raffaella Santoro

### Table of content

Supplementary Figures 1-10

Supplementary Tables 1-3

Supplementary References

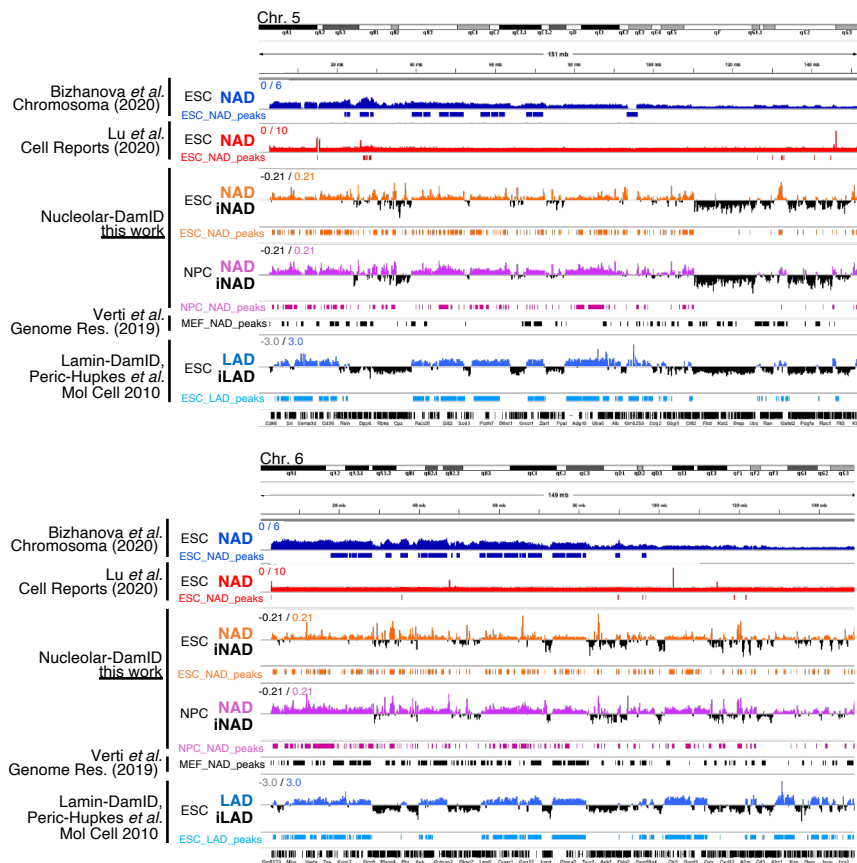

## Supplementary Figure 1: Comparison of NAD profiles obtained with biochemically purified nucleoli and Nucleolar-DamID.

Chromosomal view of NADs obtained from purified nucleoli of mouse ESCs (Bizhanova et al., 2020; Lu et al., 2020) and MEFs (Verti et al., 2019). NAD of ESCs and NPCs profiles obtained in this study with the Nucleolar-DamID and LADs of ESCs obtained with LaminB1-DamID are shown (Peric-Hupkes et al., 2010),

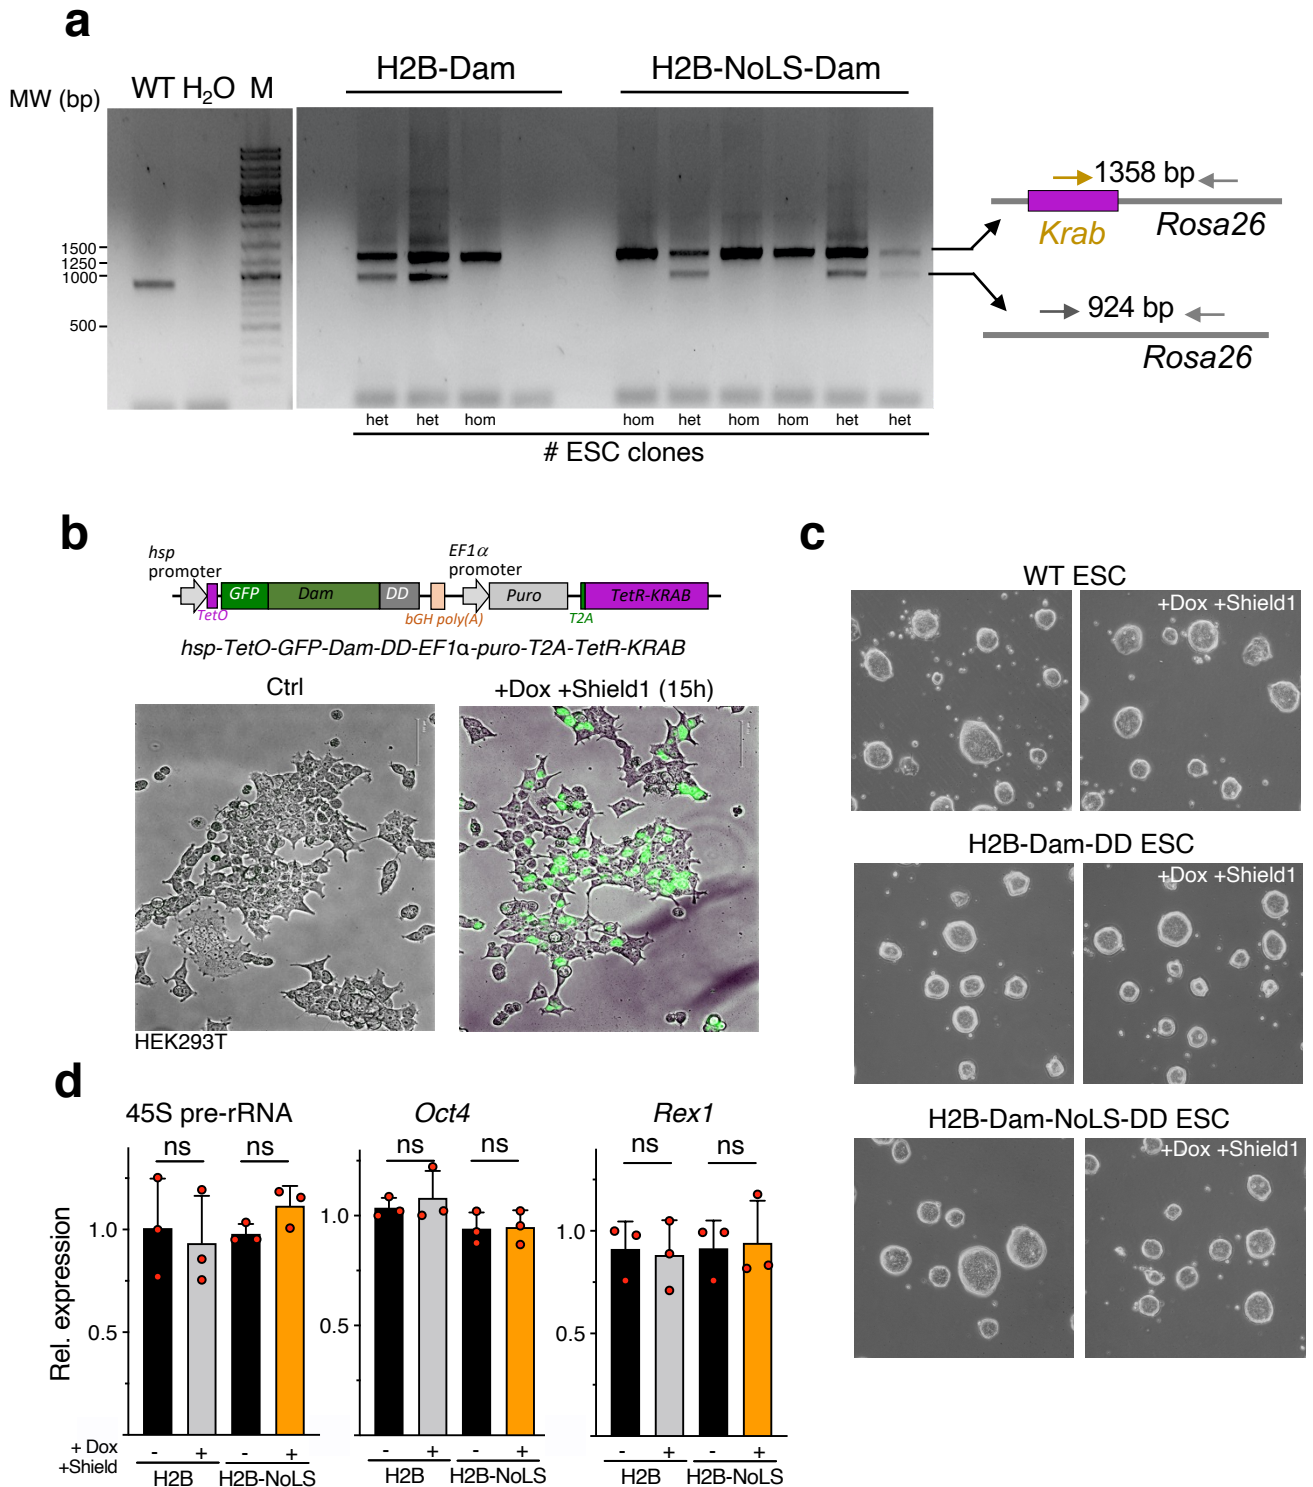

## Supplementary Figure 2

### Establishment of Nucleolar-DamID

**a.** PCR genotyping of ESC clones for the insertion of the H2B or nucleolar H2B sequences into *Rosa26* locus. het.: heterozygotic insertion; hom.: homozygotic insertion; WT: wild type ESCs; M: DNA marker. **b.** Life cell images showing GFP signal in HEK293T transfected with the *hsp-TetO-GFP-Dam-DD-EF1 $\alpha$ -puro-T2A-TetR-KRAB* plasmid and treated without or with 1  $\mu$ g/ml doxycycline (Dox) and 1  $\mu$ M Shield1 for 15 hours. **c.** Representative bright field images of ESC lines expressing H2B-Dam-DD and H2B-Dam-NoLS-DD transgenes and parental ESCs (WT) without and after 15 hours treatment with 100 ng Doxycycline (Dox) and 1  $\mu$ M Shield1. **d.** qRT-PCR showing similar expression levels of 45S pre-rRNA and the pluripotency genes *Oct4* and *Rex1*. Mean values from data of three biologically independent experiments. Error bars represent s.d.. Statistical significance (*P*-values) was calculated using the paired two-tailed t-test. ns: non-significant. Source data are provided as a Source Data file.

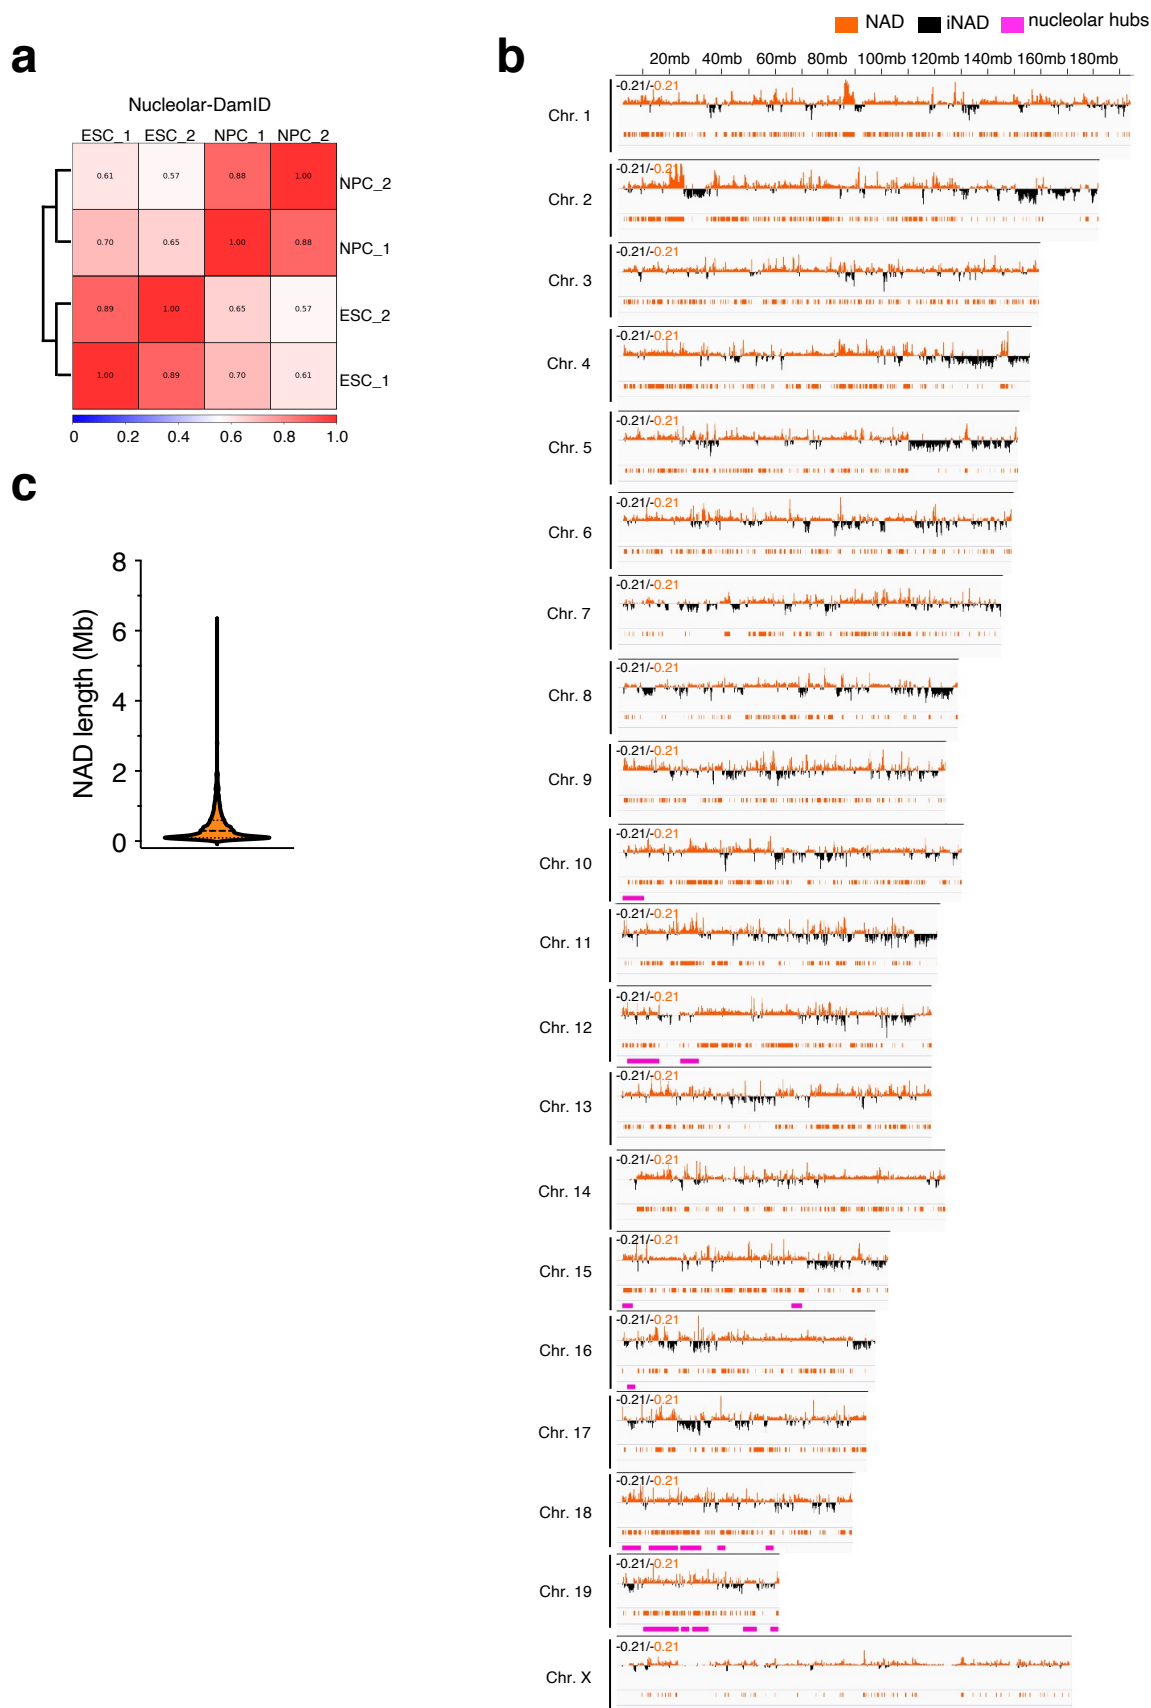

### Supplementary Figure 3 Nucleolar-DamID in ESCs

**a.** Pearson correlation of Nucleolar-DamID experiments in ESCs and NPCs. **b.** Chromosomal view of NADs in ESCs. NADs are measured as  $\log_2$  ratio of m6A levels between H2B-Dam-NoLS vs. H2B-Dam. iNAD: inter-NAD regions. iLAD: inter-LAD regions. Orange bars correspond to significant NADs. Pink bars correspond to sequence found in nucleolar hubs using the SPRITE method <sup>34</sup>. **c.** Violin plot showing distribution of NAD length. Source data are provided as a Source Data file.

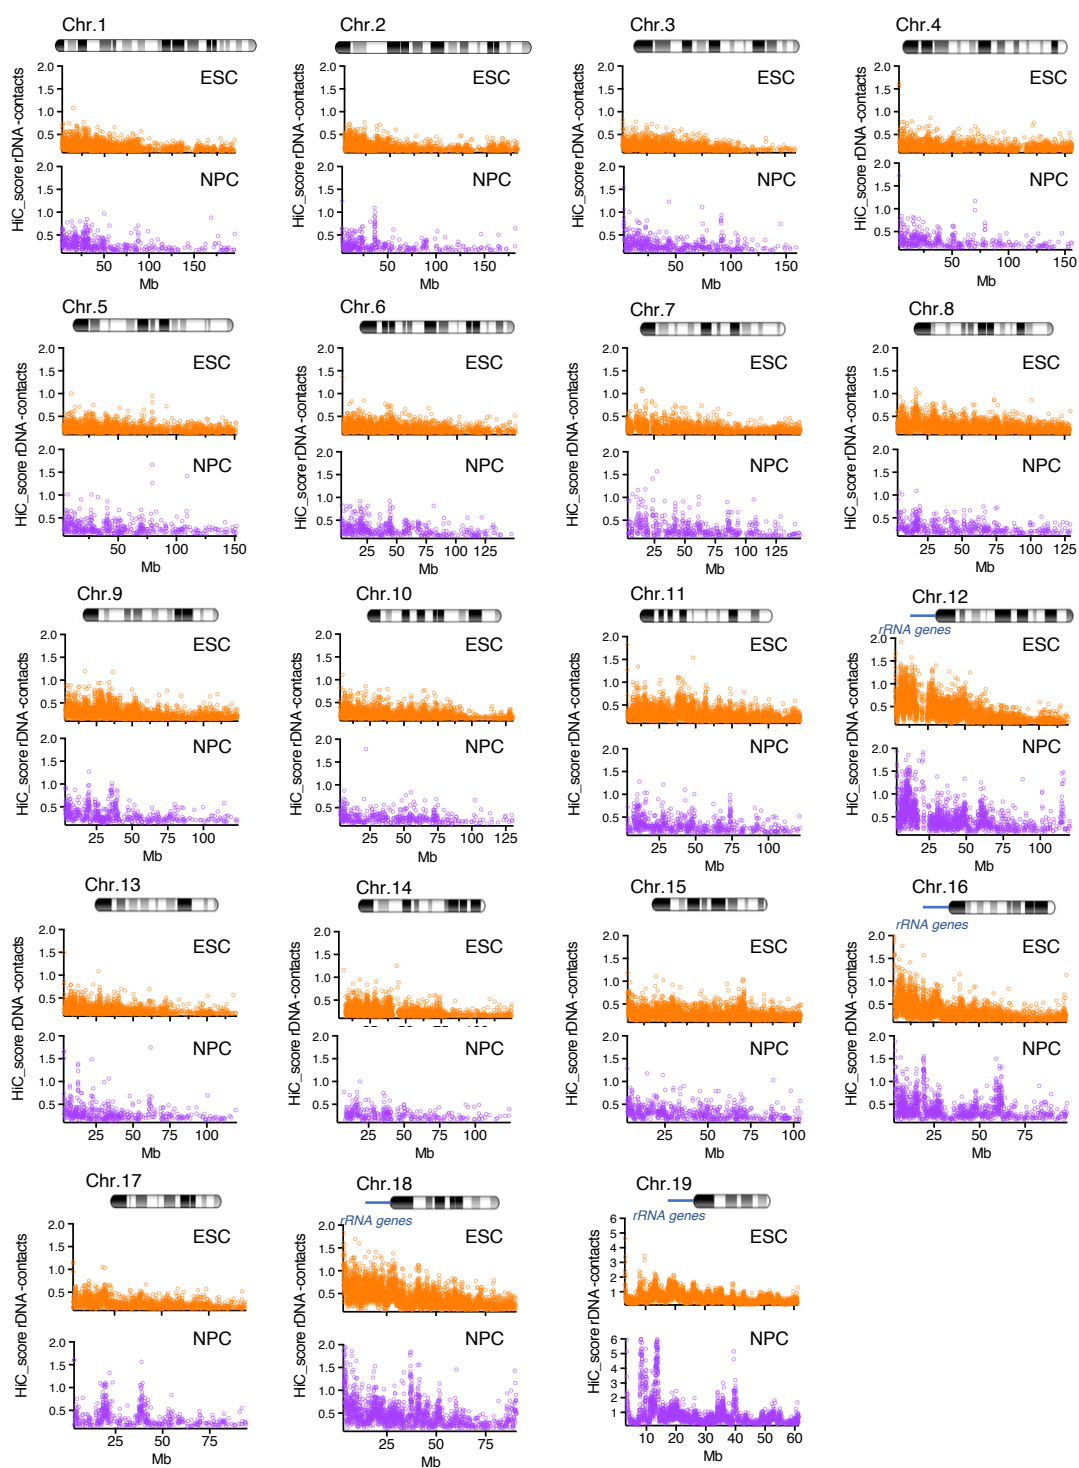

**Supplementary Figure 4**  
**rDNA contacts identified by HiC-rDNA in ESCs and NPCs**

Count score of rDNA contacts obtained by HiC-rDNA on chromosomes of ESCs (orange) and NPCs (magenta). Chromosomes containing rRNA genes (12, 16, 18, and 19) are indicated. Source data are provided as a Source Data file.

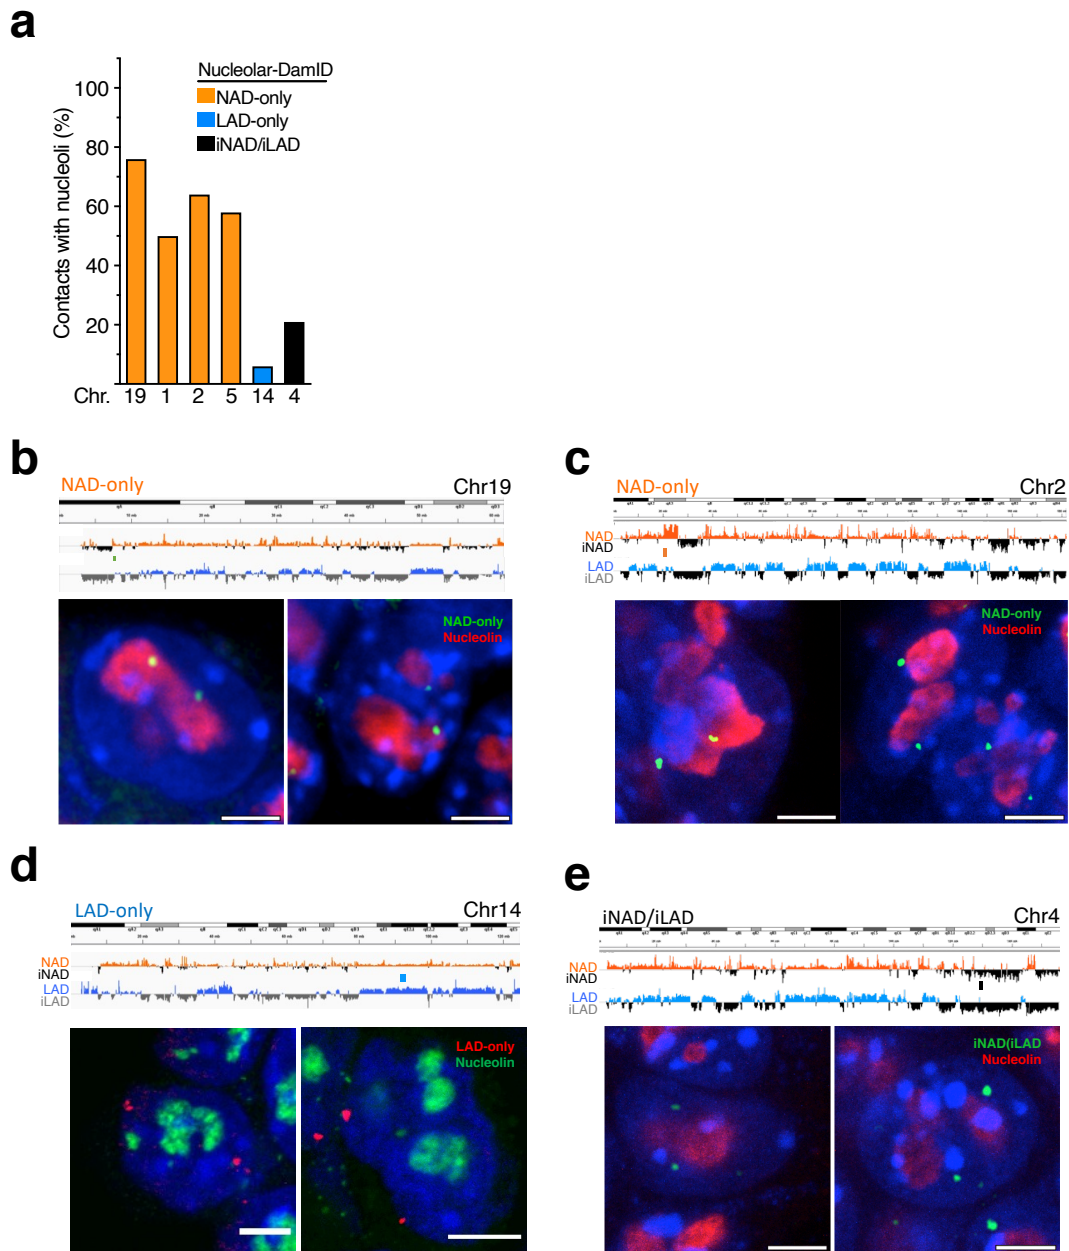

## Supplementary Figure 5

### NADs identified by Nucleolar-DamID contact the nucleoli of ESCs

**a.** Quantification of the contacts with the nucleolus (%) measured by DNA-FISH using the indicated probes. Data are from the measurements of 70-120 cells for each condition.

**b-e.** Upper panels represent NAD and LAD profiles of chromosome 19 (**b**), 2 (**c**), 14 (**d**), and 4 (**e**) and the DNA-FISH probes hybridizing to a region identified as NAD-only (orange bar), LAD-only (blue bar), or iNAD/iLAD (black bar). Lower panels. Example images from immunofluorescences for nucleolin combined with the corresponding DNA-FISH probe and DAPI (blue). Size bar is 5µm.

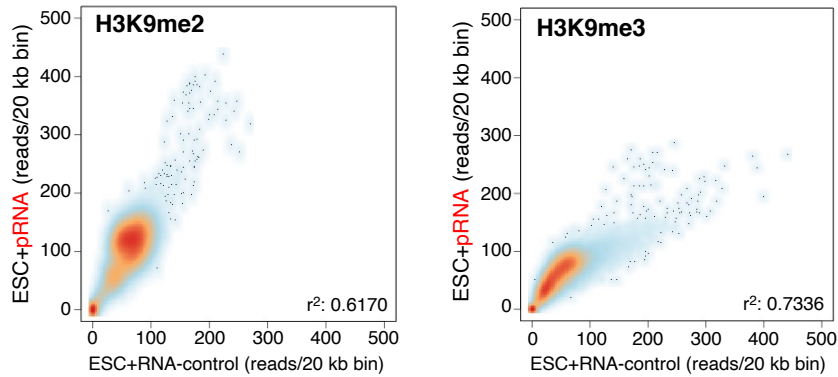

### Supplementary Figure 6

#### pRNA-mediated heterochromatin formation at rRNA genes increases H3K9me2 at sequences adjacent to the nucleolus

a. Addition of pRNA in ESCs causes an increase in H3K9me2 at several genomic regions. Independent ChIPseq experiment of ESCs transfected with pRNA and RNA control. Scatter plot showing H3K9me2 and H3K9me3 levels (reads/20kb bin) between ESC+pRNA and ESC+RNA-control. Source data are provided as a Source Data file.

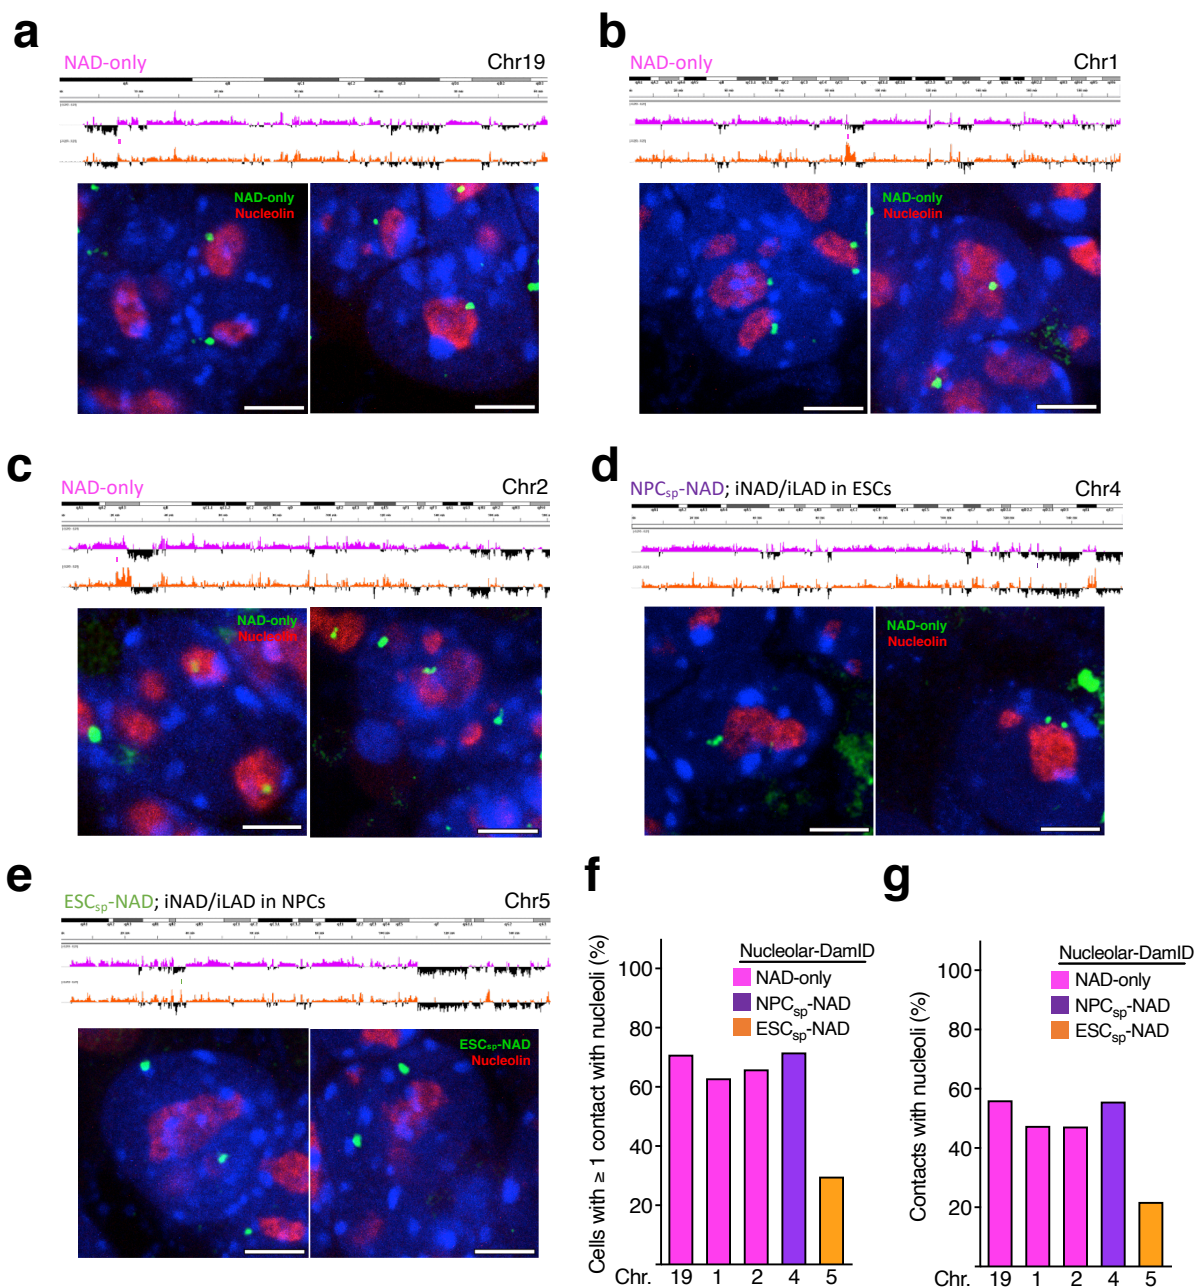

## Supplementary Figure 7

### NADs identified by Nucleolar-DamID contact the nucleoli of NPCs

**a-e.** Upper panels represent NAD profiles of ESCs and NPCs of chromosomes 19 (**a**), 1 (**b**), 2 (**c**), 4 (**d**), and 5 (**e**) and the DNA-FISH probes hybridizing to a region identified as NAD-only in both ESCs and NPCs (**a-c**, pink bar), NPC<sub>sp</sub>-NAD (**d**, violet bar), or ESC<sub>sp</sub>-NAD (**e**, orange bar). Lower panels. Example images from immunofluorescences for nucleolin (red) combined with the corresponding DNA-FISH probe (green) and DAPI (blue). Size bar is 5 $\mu$ m. **f.** Quantification of NPCs displaying at least one DNA-FISH probe signal that contacts the nucleolus. Data are from the measurements of 85 cells for Chr. 19 (NAD-only), 77 for Chr. 1 (NAD-only), 52 for Chr. 2 (NAD-only), 189 for Chr. 4 (NPC<sub>sp</sub>-NAD) and 59 for Chr. 5 (ESC<sub>sp</sub>-NAD). **g.** Quantification of contacts with the nucleolus measured by DNA-FISH using the indicated probes. Data are from the measurements of 128 DNA-FISH signals for Chr. 19 (NAD-only), 128 for Chr. 1 (NAD-only), 88 for Chr. 2 (NAD-only), 326 for Chr. 4 (NPC<sub>sp</sub>-NAD) and 84 for Chr. 5 (ESC<sub>sp</sub>-NAD).

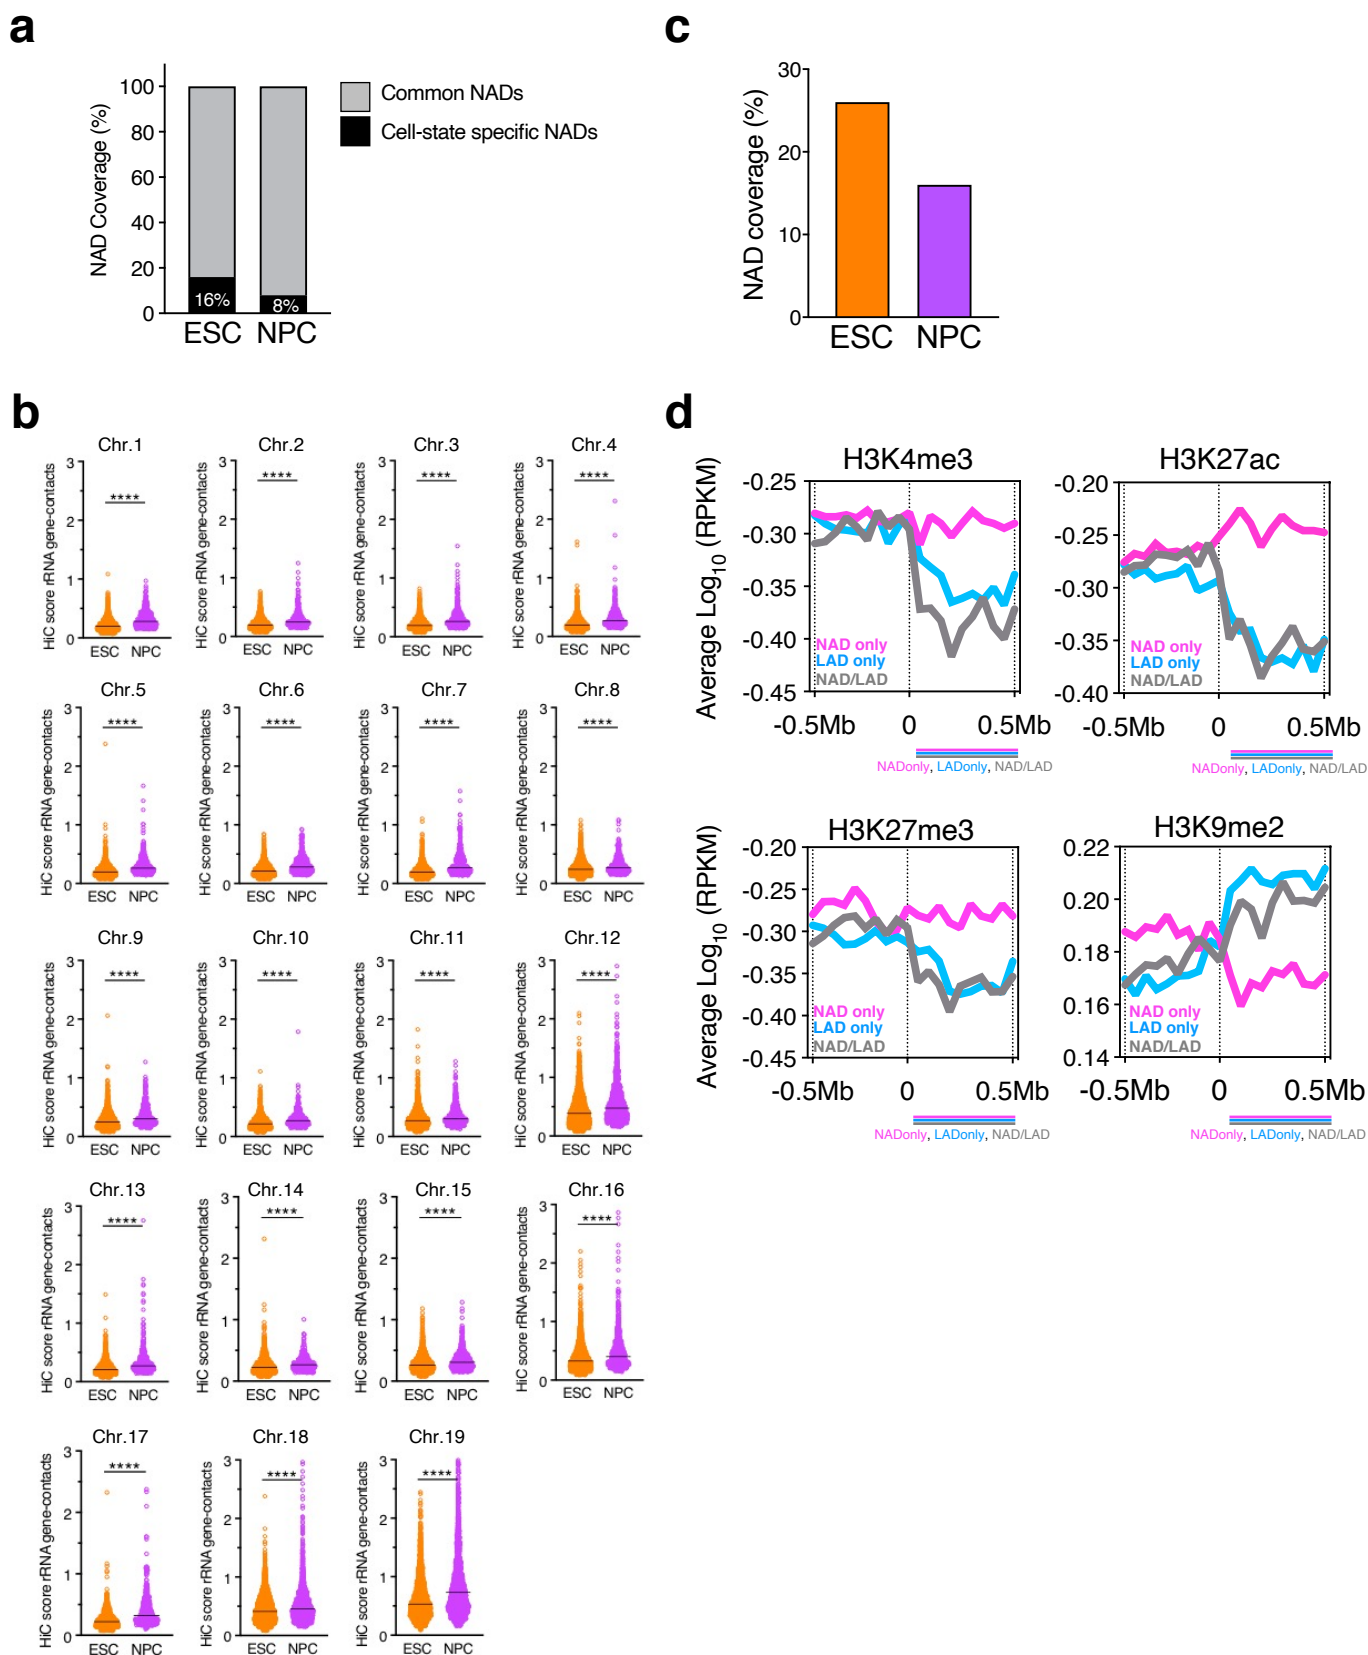

### Supplementary Figure 8 rDNA contacts in ESCs and NPCs

**a.** % of NAD sequences common to ESC and NPC. **b.** Count score of rDNA contacts at each chromosome in ESCs (orange) and NPCs (magenta). Statistical significance ( $P$ -values) between ESCs and NPCs was calculated using the paired two-tailed t-test \*\*\*\* $< 0.0001$ ). **c.** NAD coverage in ESC and NPC. **d.** Occupancy (average RPKM) of histone modifications plotted over the boundaries of NAD-only, LAD-only, and NAD/LAD in NPCs, respectively. Source data are provided as a Source Data file.

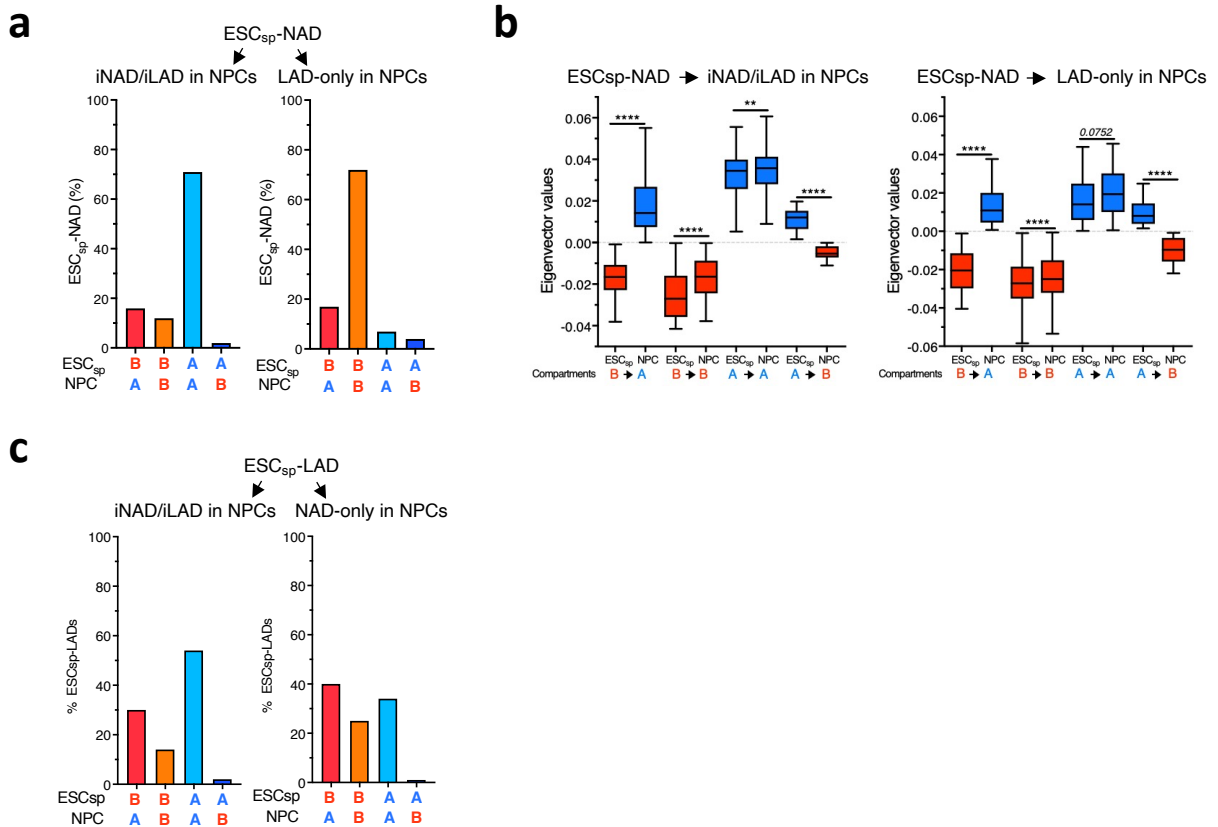

## Supplementary Figure 9

### Compartment features of cell type specific NADs

**a.** Values represent the proportion (%) of ESC<sub>sp</sub>-NAD and their corresponding location in A and B compartments of ESCs and NPCs classified according to regions that move away from the nucleolus and nuclear lamina (iNAD/iLAD) or gain exclusive location at the nuclear periphery (LAD-only) in NPCs. **b.** Box plots showing eigenvectors values of ESC<sub>sp</sub>-NADs in the active A and repressive B compartments. Statistical significance (*P*-values) was calculated using the paired two-tailed t-test (\*\*< 0.01, \*\*\*\*< 0.0001). Box plots depict the minimum and maximum values. The mean is represented by a horizontal line within the boxes. **c.** Values represent the proportion (%) of ESC<sub>sp</sub>-LAD and their corresponding location in A and B compartments of ESCs and NPCs classified according to regions that move away from the nucleolus and nuclear lamina (iNAD/iLAD) or gain exclusive location at the nuclear periphery (LAD-only) in ESCs. Source data are provided as a Source Data file.

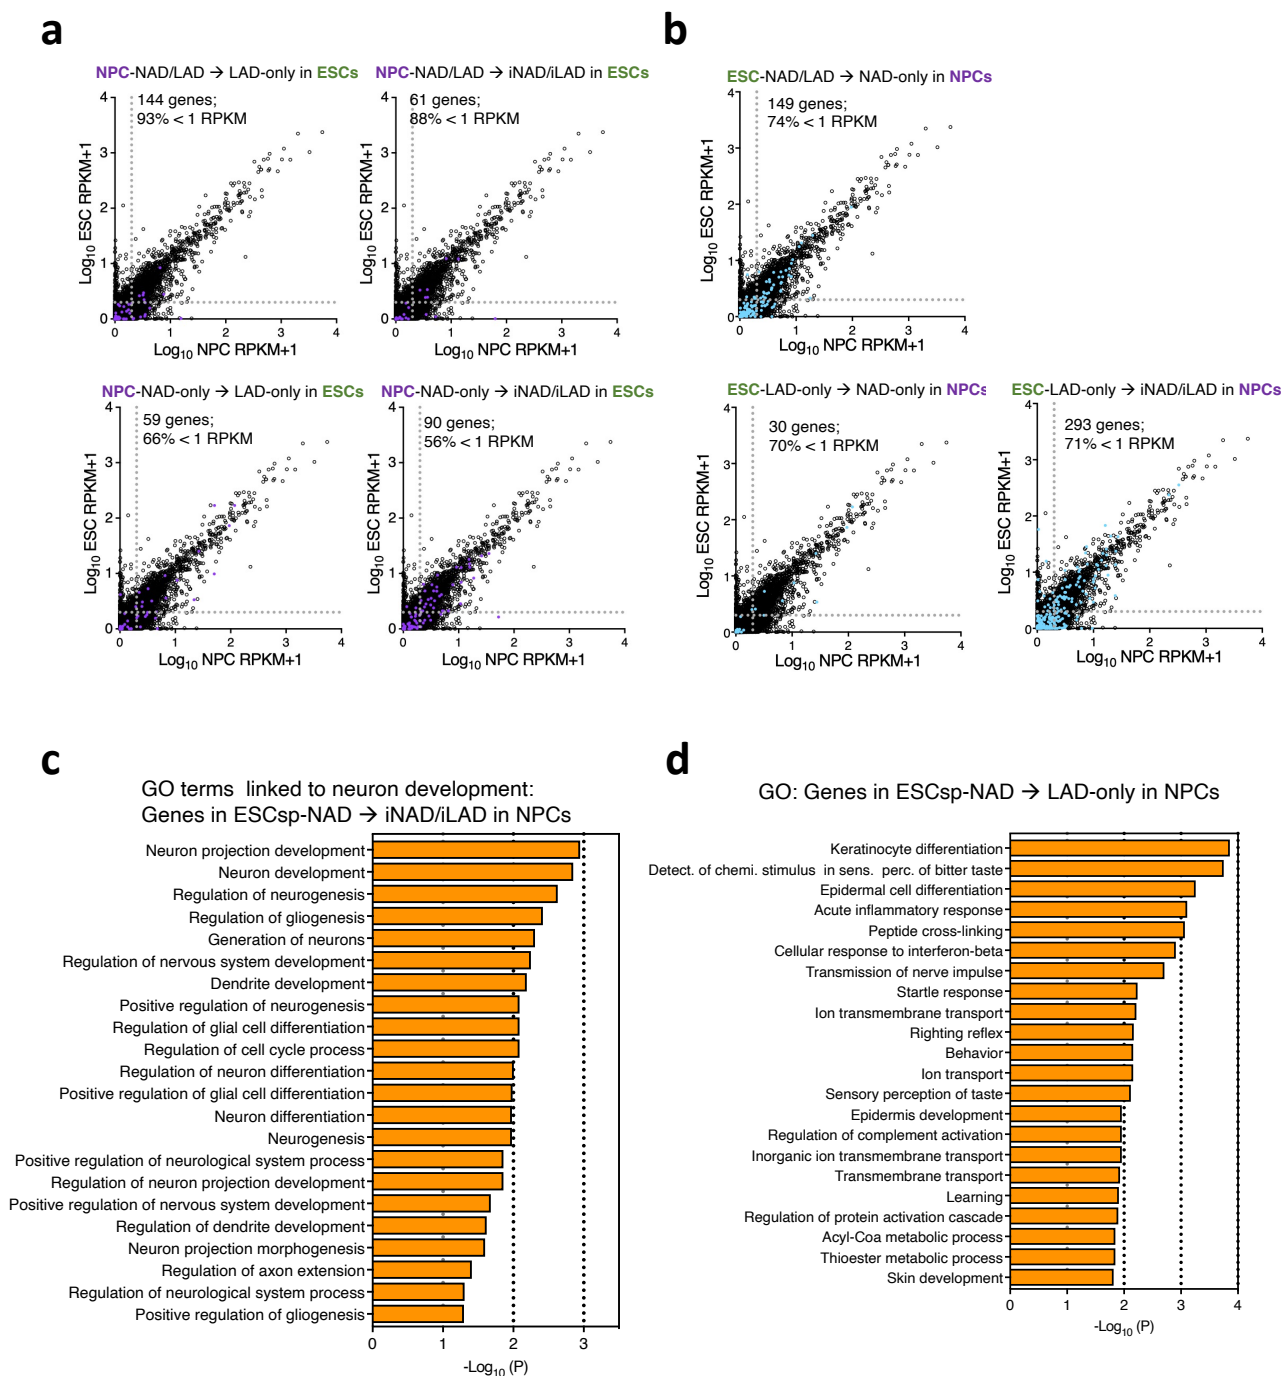

## Supplementary Figure 10

### Gene expression of cell type specific NADs

**a.** Scatter plot showing gene expression levels between ESC and NPCs. Expression of genes located at NPC<sub>sp</sub>-NAD types (NAD/LAD and NAD-only) that became LAD-only or iNAD/iLAD in ESCs are highlighted in magenta whereas total genes are represented in black. Dotted lines indicate RPKM value as 1. **b.** Scatter plot showing gene expression levels between ESC and NPCs. Expression of genes located at ESC<sub>sp</sub>-LAD types (NAD/LAD and LAD-only) that became NAD-only or iNAD/iLAD in NPCs are highlighted in blue whereas total genes are represented in black. Dotted lines indicate RPKM value as 1. **c.** Gene ontology terms of genes located at ESC<sub>sp</sub>-NAD that become iNAD/iLAD in NPCs. **d.** Gene ontology terms of genes located at ESC<sub>sp</sub>-NAD that became LAD-only in NPCs. Source data are provided as a Source Data file.

Primers

|                                 |       |                                            |                                       |
|---------------------------------|-------|--------------------------------------------|---------------------------------------|
| <b>Dam transgenes (qRT-PCR)</b> |       |                                            |                                       |
| ORS1159 Dam                     | Forw. | TTCCCGAAACAAATTGCGCC                       |                                       |
| ORS1160 Dam                     | Rev.  | CCGAACGGCACGTTAAACTC                       |                                       |
| ORS150_beta Actin               | Forw. | CATCCAGGCTGTGCTGTCCCTGTATGC                |                                       |
| ORS151_beta Actin               | Rev.  | GATCTTCATGGTGCTAGGAGCCAGAGC                |                                       |
| <b>Dpn II digestion</b>         |       |                                            |                                       |
| rDNA -2272/2252                 | Forw. | ACCCCTCCGGAGAGACAGAATG                     |                                       |
| rDNA -2006/2026                 | Rev.  | CCCTGTACGACCTCCTTGTTA                      |                                       |
| rDNA +1/+20                     | Forw. | ACTGACACGCTGTCCTTTCC                       |                                       |
| rDNA +111/+130                  | Rev.  | GACAGCTTCAGGCACCGCGA                       |                                       |
| ORS1370 Tuba1a                  | Forw. | CTTAAAGCATGGAGACCACCC                      |                                       |
| ORS1371 Tuba1a                  | Rev.  | CAGAGCTGTATATAAGGAGCCGC                    |                                       |
| ORS890 Cdx2                     | Forw. | GTAGCCATTCCAGTCCTCGC                       |                                       |
| ORS891 Cdx2                     | Rev.  | TACCCGGACTACGGTGTTA                        |                                       |
| <b>45S pre-rRNA (qRT-PCR)</b>   |       |                                            |                                       |
| 45S pre-rRNA +550/570           | Forw. | CTCTTGTTCTGTGTCTGCC                        | Savic et al., Cell Stem Cell (2014)   |
| 45S pre-rRNA +745/765           | Rev.  | GCCCGCTGGCAGAACGAGAAG                      |                                       |
| <b>Oct4 (qRT-PCR)</b>           |       |                                            |                                       |
| ORS521 Oct4                     | Forw. | GGCGTTTCGCTTTGGAAAGGTGTC                   | This work                             |
| ORS522 Oct4                     | Rev.  | CTCGAACCACATCCTTCTCT                       |                                       |
| <b>Rex1 (qRT-PCR)</b>           |       |                                            |                                       |
| ORS401 Rex1                     | Forw. | AGAAAGCAGGATCGCCTCAC                       | This work                             |
| ORS402 Rex1                     | Rev.  | AGGGAACTCGCTTCCAGAAC                       |                                       |
| <b>rRNA genes (ChIP )</b>       |       |                                            |                                       |
| rDNA promoter -165/-145         | Forw. | GACCA GTTGTCCTTTGAGG                       | Savic et al., Cell Stem Cell (2014)   |
| rDNA promoter -21/-1            | Rev.  | ACCTATCTCCAGGTCCAATAG                      |                                       |
| <b>Minor satellites (ChIP )</b> |       |                                            |                                       |
| Minor Satellite                 | Forw. | CATGGAAAATGATAAAACC                        | Martens et al., EMBO J. (2005)        |
| Minor Satellite                 | Rev.  | CATCTAATATGTTCTACAGTGTGG                   |                                       |
| <b>Libraries DamID</b>          |       |                                            |                                       |
| <b>Adaptor DamID</b>            |       |                                            |                                       |
| AdRt                            |       | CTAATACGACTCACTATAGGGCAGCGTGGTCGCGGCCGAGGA | Vogel et al., Nature protocols (2007) |
| AdRb                            |       | TCCTCGGCCG                                 |                                       |
| <b>PCR amplification</b>        |       |                                            |                                       |
| AdR PCR                         |       | GGTCGCGGCCGAGGATC                          | Vogel et al., Nature protocols (2007) |

Supplementary Table 1: List of primers used in this study

|                                                  |                          |                     |               |              |
|--------------------------------------------------|--------------------------|---------------------|---------------|--------------|
| <b>FISH</b>                                      | <b>Amount</b>            |                     |               |              |
| Nucleolin                                        | Dilution<br>1:500        | rabbit polyclonal   | Abcam         | Cat# ab22758 |
|                                                  |                          |                     |               |              |
| <b>IF</b>                                        |                          |                     |               |              |
| NPM1                                             | Dilution<br>1:500        | mouse<br>monoclonal | Sigma         | Cat# B0556   |
| Fibrillarin                                      | Dilution<br>1:500        | rabbit monoclonal   | CellSignaling | Cat# 2639    |
|                                                  |                          |                     |               |              |
| <b>Secondary antibodies</b>                      |                          |                     |               |              |
| IgG (H+L) Highly Cross-Adsorbed. Alexa Fluor 488 | Dilution<br>1:500        | rabbit polyclonal   | ThermoFischer | Cat# A11034  |
| IgG (H+L) Highly Cross-Adsorbed. Alexa Fluor 546 | Dilution<br>1:500        | rabbit polyclonal   | ThermoFischer | Cat# A11035  |
|                                                  |                          |                     |               |              |
| <b>ChIPseq</b>                                   |                          |                     |               |              |
| H3K9me2                                          | 2ug Ab/20ug<br>chromatin | mouse<br>monoclonal | Abcam         | Cat# ab1220  |
| H3K9me3                                          | 2ug Ab/20ug<br>chromatin | rabbit polyclonal   | Abcam         | Cat# ab8898  |

**Supplementary Table 2: List of antibodies used in this study**

| <b>FISH probes</b> |                   |              |            |
|--------------------|-------------------|--------------|------------|
|                    | <b>Chromosome</b> | <b>start</b> | <b>end</b> |
| <b>NAD</b>         | chr19             | 7400268      | 7799149    |
| <b>LAD</b>         | chr14             | 91511514     | 92294979   |
| <b>NAD</b>         | chr1              | 86599041     | 87100810   |
| <b>NAD</b>         | chr2              | 20549286     | 21216571   |
| <b>ESCsp-NAD</b>   | chr5              | 37199822     | 37599742   |
| <b>NPCsp-NAD</b>   | chr4              | 129241670    | 129443207  |

| <b>DNA FISH OligoPaint libraries</b> |         |                                                           |
|--------------------------------------|---------|-----------------------------------------------------------|
| <b>Emulsion PCR</b>                  |         |                                                           |
| ORS2149 univ                         | Forward | GCGTTAGGGTGCTTACGTCTG                                     |
| ORS2150 univ                         | Reverse | CACCTCCGTCTCTCACCTCTC                                     |
|                                      |         |                                                           |
| <b>PCR1</b>                          |         |                                                           |
| ORS2151 chr14/chr1                   | Forward | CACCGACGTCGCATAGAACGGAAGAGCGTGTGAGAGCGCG<br>GTTGGATTAATGA |
| ORS2152 chr14/chr1                   | Reverse | P-CGGCTCATATCGGGAGACAAC                                   |
|                                      |         |                                                           |
| ORS2153 chr19/chr5                   | Forward | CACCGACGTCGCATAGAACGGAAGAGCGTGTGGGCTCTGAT<br>CTCTGGGTACCT |
| ORS2154 chr19/chr5                   | Reverse | P-CTACGATAGCTTTGGCGCTCT                                   |
|                                      |         |                                                           |
| ORS2155 chr2/chr4                    | Forward | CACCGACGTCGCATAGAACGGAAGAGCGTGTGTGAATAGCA<br>GCGGTGGCAAAC |
| ORS2156 chr2/chr4                    | Reverse | P-GCGTATGAGGAGGCGAGAGTA                                   |
|                                      |         |                                                           |
| <b>PCR2</b>                          |         |                                                           |
| ORS2157 Green univ                   | Forward | /5Alex488N/CACCGACGTCGCATAGAACGG                          |

**Supplementary Table 3: Description of DNA-FISH probes and primers used to obtain DNA-FISH oligopaint libraries**

## Supplementary references

Bizhanova, A., Yan, A., Yu, J., Zhu, L.J., and Kaufman, P.D. (2020b). Distinct features of nucleolus associated domains in mouse embryonic stem cells. *Chromosoma* 129, 121-139.

Lu, J.Y., Shao, W., Chang, L., Yin, Y., Li, T., Zhang, H., Hong, Y., Percharde, M., Guo, L., Wu, Z., et al.(2020). Genomic Repeats Categorize Genes with Distinct Functions for Orchestrated Regulation. *Cell Rep* 30, 3296-3311.e3295.

Peric-Hupkes, D., Meuleman, W., Pagie, L., Bruggeman, S.W., Solovei, I., Brugman, W., Graf, S., Flicek, P., Kerkhoven, R.M., van Lohuizen, M., et al. (2010). Molecular maps of the reorganization of genome nuclear lamina interactions during differentiation. *Mol Cell* 38, 603-613.

Quinodoz, S.A., Ollikainen, N., Tabak, B., Palla, A., Schmidt, J.M., Detmar, E., Lai, M.M., Shishkin, A.A.,Bhat, P., Takei, Y., et al. (2018). Higher-Order Inter-chromosomal Hubs Shape 3D Genome Organization in the Nucleus. *Cell* 174, 744-757 e724.

Vertii, A., Ou, J., Yu, J., Yan, A., Pages, H., Liu, H., Zhu, L.J., and Kaufman, P.D. (2019). Two contrasting classes of nucleolus-associated domains in mouse fibroblast heterochromatin. *Genome Res* 29, 1235-1249.

# Supplementary material for: Genome-wide maps of nucleolus interactions reveal distinct layers of repressive chromatin domains
**Source:** Nat Commun. 2022 Mar 18;13:1483. doi: 10.1038/s41467-022-29146-2
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Descriptions of Additional Supplementary data Files**

Supplementary Data 1 List of NADs in ESCs identified by NucleolarDamID.

Supplementary Data 2 List of rDNA contacts in ESCs and NPCs identified by HiCrDNA.

Supplementary Data 3 List of genes and gene ontology terms of NADs in ESCs

Supplementary Data 4 List of NADs in NPCs identified by NucleolarDamID. Supplementary Data 5 List of ESCsp- and NPCsprDNA contacts.

Supplementary Data 6 List of ESCsp- and NPCspNADs.

Supplementary Data 7 RNAseq of ESCs and NPCs

Supplementary Data 8 List of genes located at ESCsp- and NPCsp-rDNA contacts

Supplementary Data 9 Gene ontology of genes located at ESCsp- and NPCsprDNA contacts

Supplementary Data 10 List of genes located at ESCsp- and NPCsp-NADs Supplementary Data 11 Gene ontology of genes located at ESCsp- and NPCspNAD

Supplementary Data 11 Gene ontology of genes located at ESCsp- and NPCspNAD

# Supplementary material for: Genome-wide maps of nucleolus interactions reveal distinct layers of repressive chromatin domains
**Source:** Nat Commun. 2022 Mar 18;13:1483. doi: 10.1038/s41467-022-29146-2
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

ChIPseq was performed on the Illumina HiSeq 2500 using single end sequencing. Nucleolar-DamID libraries were sequenced on the Novaseq 6000 using single end reads. RNAseq was performed on the Novaseq 6000 using single end sequencing.

#### Data analysis

Nucleolar-DamID and ChIPseq Fastq files were aligned to the mm10 reference genome assembly (UCSC) using Bowtie2 (version 2.3.4.3) with default parameters. Resulting sam files were converted into bam files, sorted and indexed using samtools (version 1.9). For Nucleolar-DamID, the bam files were analyzed using the damidseq pipeline script from the Brand group ([http://owenjm.github.io/damidseq\\_pipeline](http://owenjm.github.io/damidseq_pipeline)) (Marshall and Brand, 2015, PMID: 26112292) at 100kbp resolution. The pipeline gives a bedgraph file with the log2 ratio of the m6A between H2B-Dam-NoLS and the H2B-Dam only, visualized using the tool Integrative Genome Viewer (IGV, version 2.5.2). The bedgraph files were converted into bigwig files using the bedGraphToBigWig UCSC package (version 4) and the Pearson correlation was assessed using "multiBigwigSummary" and "plotPCA" from deepTools (version 3.2.1). The bedgraph files were processed with the find\_peaks software associated with the pipeline ([https://github.com/owenjm/find\\_peaks](https://github.com/owenjm/find_peaks)) adjusting the values of the FDR and the minimum quantile (FDR <0.01 and min\_quant 0.70). Only the significant peaks common to both replicates were considered as NADs for further analysis. The identification of NADs overlapping with LADs, genomic contacts with rRNA genes identified by HiC-rDNA, A and B compartment, early/late replicating regions, and ESCsp- and NPCsp-NADs, ESCsp- and NPCsp-LADs were performed using "Intersect intervals" from bedtools (version 2.28.0). NAD-only and NAD/LAD distribution over the chromosomes, was generated with ChIPseeker (Yu et al., 2015, PMID: 25765347) in R studio (version 1.0.44). GO term analysis was performed using DAVID 6.8 (Huang et al., 2009, PMID: 19131956). For ChIP seq data, read counts were computed and normalized using "bamCoverage" from deepTools (version 3.2.1) using a bin size of 50bp. To calculate read coverage for 20kb bin region of H3K9me2 and H3K9me3 ChIPseq, "multiBamSummary" from deepTools (version 3.2.1) was used. The border profiles and the read coverage box plots were generated using deepTools (version 3.2.1). H3K9me2 increase in ESC+pRNA regions distribution over the chromosomes was generated with the ChIPseeker package (Yu et al., 2015, PMID: 25765347). Integrative Genome Viewer (IGV, version 2.5.2) was used to visualize and extract representative ChIPseq tracks. For HiC-rDNA, the identification of genomic contacts with rRNA genes was performed by recovering reads containing rRNA gene contacts from three published Hi-C data of ESCs and NPCs (Bonev et al., 2017, PMID: 29053968). The obtained Hi-C data sets have been analyzed with Juicer (Durand et al., 2016, PMID: 27467249) all in one computational pipeline for generating Hi-C maps from raw fastq data files and

command line tools for feature annotation on the Hi-C maps. During Juicer analysis, raw fastq data sets have been aligned to the customized mm10 reference genome with Burrows-Wheeler Aligner (Li and Durbin, 2009, PMID: 19451168) under default parameters. The modified mm10 genome contained one rRNA gene unit attached to the end of chromosome 12. The chromosomal interaction have been extracted from interaction matrices (hic files) with Juicebox tools command dump under the following parameters (contacts: observed, normalization applied: Knight-Ruiz matrix balancing (Knight and Ruiz, 2012) under base-pair delimited resolution with bin size 5000). ENCODE Data Analysis Consortium Blacklisted Regions (Hoffman et al., 2013, PMID: 23221638) were excluded from the analysis with bedtools (version 2.28.0). Only Hi-C reads contacting rRNA gene sequences and other genomic sequences have been selected for further analysis through the computation with bedtools pairtoBED function (version 2.28.0) and Python Pandas Library (<https://pandas.pydata.org/>). Common contacts between the three Hi-C replicates were identified using HiCcompare (Stansfield et al., 2018, PMID: 30064362), running the tool under default parameters. For RNA seq, the quality of the 120 bp single end reads generated by the machine was checked by FastQC, a quality control tool for high throughput sequence data. The quality of the reads was increased by applying: a) SortMeRNA (Kopylova, 2012, PMID: 23071270) (version 2.1) tool to filter ribosomal RNA; b) Trimmomatic (Bolger, 2014, PMID: 24695404) (version 0.36) software package to trim the sorted (a) reads. The sorted (a), trimmed (b) reads were mapped against the mouse genome (mm10) using the default parameters of the STAR (Spliced Transcripts Alignment to a Reference, version 2.4.0.1) (Dobin et al., 2013, PMID: 23104886). For each gene, exon coverage was calculated using a custom pipeline and then normalized in reads per kilobase per million (RPKM) (Mortazavi et al., 2008, PMID: 18516045), the method of quantifying gene expression from RNA sequencing data by normalizing for total read length and the number of sequencing reads. DNA-FISH probes for chromosomes 1, 2, 4, 5, and 19 were generated with oligopaint libraries that were constructed the PaintSHOP interface created by the Beliveau lab ([https://oligo.shinyapps.io/paintshop/\\_w\\_33571817/#tab-1201-8](https://oligo.shinyapps.io/paintshop/_w_33571817/#tab-1201-8)) (Hershberg et al., 2021, PMID: 34226720). Each library contains a universal primer pair used to amplify all the probes in the library, followed by a specific primer pair hooked to the 40-46-mer genomic sequences, for a total probe of around 124-130-mers. DNA FISH/IF samples were imaged using a Leica SP8 upright Microscope, with a z-stack collected for each channel (step size, 0.15 or 0.3 um, frame interval 1 sec), using the oil objective HC PL APO CS2 63x/1.40. Images were processed by ImageJ (version 2.0.0/1.53c). The individual cells were identified by Hoechst/DAPI staining and cells containing signal for DNA-FISH channel were identified manually on the corresponding fluorescent channel. Distance between the DNA-FISH signal and the nucleolar marker immunofluorescence signal was calculated using ImageJ (version 2.0.0/1.53c) and used to count the number of foci contacting nucleolus and the number of cells with at least one contact with the nucleolus.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available within the article and Supplementary Information, or from the corresponding author upon request. All Nucleolar-DamIDseq, ChIPseq, HiC-rDNA and RNAseq data generated in this study are deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE150822 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150822>).

The following public sequencing datasets were used in this study:

Replication timing ESCs (GEO: GSE95091, PMID: 29599440), A and B compartment (HiC ESCs) (GEO: GSE112222, PMID: 33433018), LADs in ESCs (GEO: GSE17051, PMID: 20513434), LADs in NPCs (GEO: GSE17051, PMID: 20513434), H3K4me3 ChIP in ESC (GEO: GSE23943, PMID: 22541430), H3K4me1 ChIP in ESC (GEO: GSE72164, PMID: 26637943), H3K27ac ChIP in ESC (GEO: GSE72164, PMID: 26637943), H3K27me3 ChIP in ESC (GEO: GSE23943, PMID: 22541430), H3K9me2 ChIP in ESC (GEO: GSE77420, PMID: 27315559), H3K9me3 ChIP in ESC (GEO: GSE23943, PMID: 22541430), CTCF ChIP in ESCs (GEO: GSE68582, PMID: 27152443), EZH2 ChIP in ESCs (GEO: GSE23943, PMID: 22541430), Ring1b ChIP in ESCs (GEO: GSE72164, PMID: 26637943), HiC ESCs (GEO: GSE96107, PMID: 29053968), HiC NPCs (GEO: GSE96107, PMID: 29053968), A and B compartment (HiC ESCs serum) (GEO: GSE96107, PMID: 29053968), A and B compartment (HiC NPCs) (GEO: GSE96107, PMID: 29053968), H3K4me3 ChIP in NPC (GEO: GSE96107, PMID: 29053968), H3K27ac ChIP in NPC (GEO: GSE96107, PMID: 29053968), H3K27me3 ChIP in NPC (GEO: GSE96107, PMID: 29053968), H3K9me3 ChIP in NPC (GEO: GSE96107, PMID: 29053968), H3K9me2 ChIP in NPC (GEO: GSE122263, PMID: 31488723), NADs in ESCs (4D Nucleome data portal 4DNESXE9K9DB, PMID: 32219510), NADs in ESCs (GEO: GSE103610, PMID: 32160538), NADs in MEFs (4D Nucleome data portal 4DNES15QV100, PMID: 31201210).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A minimum of 3 replicates was used for the Reverse Transcriptase-quantitative PCR. The choice of 3 replicates is commonly used by studies in the field. A minimum of 2 replicates was used for all of the sequencing-related experiments (Nucleolar-DamID, ChIP-Seq, RNA-Seq). The choice of 2 replicates is commonly used by studies in the field. |
| Data exclusions | No data have been excluded from the analysis                                                                                                                                                                                                                                                                                                        |
| Replication     | Reproducibility of experimental findings was assessed with replicates and other independent experiments. Nucleolar-DamID experiments, ChIPseq have been performed in duplicates for each condition discussed in the paper, while RNAseq was performed in triplicates. All                                                                           |

replicates performed were successful and included in the manuscript and database on GEO <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150822>.

Randomization No randomization has been performed for this study.

Blinding Blinding was not possible here because we performed experimental treatments, and one investigator prepared, collected and analyzed the experimental treatments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Antibodies used in this study are listed and described in Supplementary Table 12.  
 Ab FISH: Nucleolin (rabbit polyclonal, Abcam, Cat# ab22758)  
 Ab IF: NPM1 (mouse monoclonal, Sigma, Cat# B0556), Fibrillarin (rabbit monoclonal, CellSignaling, Cat# 2639)  
 Secondary antibodies: IgG (H+L) Highly Cross-Adsorbed Alexa Fluor 488 (rabbit polyclonal, ThermoFischer, Cat# A11034), IgG (H+L) Highly Cross-Adsorbed Alexa Fluor 546 (rabbit polyclonal, ThermoFischer, Cat# A11035)  
 Ab ChIPseq: H3K9me2 (mouse monoclonal, Abcam, Cat# ab1220, lot:GR183500-3), H3K9me3 (rabbit polyclonal, Abcam, Cat# ab8898, lot:GR3217826-1).

### Validation

All antibodies used in this study are commercially available. Validation was assessed by the company (see corresponding manufacture's web site).  
 Ab FISH: Nucleolin (<https://www.abcam.com/nucleolin-antibody-ab22758.html>)  
 Ab IF: NPM1 (<https://www.sigmaaldrich.com/CH/it/product/sigma/b0556>), Fibrillarin (<https://www.cellsignal.com/products/primary-antibodies/fibrillarin-c13c3-rabbit-mab/2639>)  
 Secondary antibodies: IgG (H+L) Highly Cross-Adsorbed Alexa Fluor 488 (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11034>), IgG (H+L) Highly Cross-Adsorbed Alexa Fluor 546 (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11035>)  
 Ab ChIPseq: H3K9me2 (<https://www.abcam.com/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html>), H3K9me3 (<https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>).

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

Mouse embryonic stem cells and the cell lines generated for this study were derived from E14 129/Ola. HEK 293T cells were derived from ATCC.

#### Authentication

All cell lines used in this study were genotyped and their identity authenticated by several means including resistance to drug selection and RNAseq.

#### Mycoplasma contamination

Tests for mycoplasma contamination are routinely performed (one a month). All cell lines used in this study are mycoplasma free

#### Commonly misidentified lines (See [ICLAC](#) register)

No cell lines used in this study were found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI Biosample.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150822>

## Files in database submission

GSM4559238 ESC H2B-Dam repl1  
 GSM4559239 ESC H2B-Dam repl2  
 GSM4559240 ESC H2B-Dam-NoLS repl1  
 GSM4559241 ESC H2B-Dam-NoLS repl2  
 GSM4559242 ESC input  
 GSM4559243 ESC +RNA Ctrl -H3K9me2  
 GSM4559244 ESC +pRNA -H3K9me2  
 GSM4559245 ESC +RNA Ctrl -H3K9me3  
 GSM4559246 ESC +pRNA -H3K9me3  
 GSM4559247 ESC RNA-seq repl1  
 GSM4559248 ESC RNA-seq repl2  
 GSM4559249 ESC RNA-seq repl3  
 GSM5221275 NPC H2B-Dam repl1  
 GSM5221276 NPC H2B-Dam repl2  
 GSM5221277 NPC H2B-Dam-NoLS repl1  
 GSM5221278 NPC H2B-Dam-NoLS repl2  
 GSM5221279 ESC input repl2  
 GSM5221280 ESC +RNA Ctrl -H3K9me2 repl2  
 GSM5221281 ESC +pRNA -H3K9me2 repl2  
 GSM5221282 ESC +RNA Ctrl -H3K9me3 repl2  
 GSM5221283 ESC +pRNA -H3K9me3 repl2  
 GSM5221284 NPC repl1  
 GSM5221285 NPC repl2  
 GSM5221286 NPC repl3

## Genome browser session

(e.g. [UCSC](#))

No longer applicable.

## Methodology

## Replicates

Number of replicates has been specified in the manuscript.

## Sequencing depth

All information for sequencing depth can be found in M&M. Nucleolar-DamID samples have a sequencing depth between 30 and 50 reads, ChIPseq between 15 and 30 mio reads, and RNAseq between 30 and 50 mio reads.

## Antibodies

All information concerning the antibodies used for ChIPseq were described in details in Suppl. Table 12. Ab ChIPseq: H3K9me2 (mouse monoclonal, Abcam, Cat# ab1220, lot:GR183500-3), H3K9me3 (rabbit polyclonal, Abcam, Cat# ab8898, lot:GR3217826-1).

## Peak calling parameters

For ChIPseq no peak calling was performed, but read coverage for 20kb bin region of H3K9me2 and H3K9me3 ChIPseq, "multiBamSummary" from deepTools (version 3.2.1) was calculated in order to identify regions with differential levels of the H3K9me2 and H3K9me3 upon addition of pRNA to the ESCs.

## Data quality

Data quality has been described in details in M&M section

## Software

All software used for analysis have been described in M&M, including the corresponding references

How the deposited data were processed for this re-analysis (not part of the article)

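Nucleolar-DamID was measured in ESCs and NPCs with 2 H2B-Dam-NoLS and 2 H2B-Dam samples each, and RNAseq in 3 ESC and 3 NPC samples. ChIPseq of ESCs with pRNA or control RNA comprised 10 samples, whose values were not used here, and HiC, DNA-FISH and qPCR were not analysed here. Conditions and replicate numbers were taken from the sample labels and the methods.

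For Nucleolar-DamID, the authors aligned reads to mm10 with Bowtie2, binned them into GATC fragments, normalized H2B-Dam-NoLS to H2B-Dam with the damidseq pipeline and called peaks with find_peaks. The pipeline was run at a resolution of 100 kb. They kept peaks common to both replicates and deposited 1 list of NADs with a score per NAD for each cell type. The score has no replicate values and its scale is that of the authors, who label it a log2 ratio. For RNAseq, the authors checked reads with FastQC, removed rRNA reads with SortMeRNA, trimmed with Trimmomatic, aligned to mm10 with STAR and computed RPKM per gene with a pipeline of their own. They deposited 1 table of RPKM values per cell type. The annotation, the use of strand and the treatment of reads that map to several genes are not given in the sources used here.

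Start positions of the NAD lists count from 0 and are printed 1 higher. The NAD lists were set against the lengths of chromosomes 1 to 19 and X of GRCm38, against the interval lists of Supplementary Data 1 and 6 and against the gene annotation GENCODE M21, with RefSeq symbols for genes not named there. Of the 21909 symbols of the RNAseq tables, 21756 received a position. The tables have 22064 lines, and 153 symbols occur on more than 1 line. Chromosomes with and without rRNA genes were compared with a two-sided exact permutation test over autosomes. Regions near the centromere were compared with a two-sided permutation test that swaps the sign of each chromosome's difference (100000 resamples). The overlap of ESC and NPC NADs was tested with 1000 circular shifts, of the NPC list for the ESC share and of the ESC list for the NPC share. Intervals of shares are exact Clopper-Pearson 95% intervals and cover counting error only.

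Expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(RPKM + 1) over 8123 genes, with Benjamini-Hochberg adjustment, and gene lists with camera and fry of the same package over the 18360 genes above 0 in any sample, or over the 8123 tested genes for a list of expressed genes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. In simulated data of the NPC against ESC comparison, limma recovered 181 of 200 changed genes (90.5%) with 0 false calls, and camera ranked a list of 200 genes shifted by 0.3 as changed and an unshifted one as not. In 200 simulated comparisons without a difference, the permutation test over genes gave 9 p-values under 0.05, and in 200 with a difference of 0.3 it gave 200. These simulations drew genes independently and held no sample like ESC replicate 3. The changes planted for limma all lay beyond its limit, and 0.3 is larger than the differences found between domains. They check the procedures and do not give error rates or power in the real data.

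Named genes were chosen by a rule fixed before the files were opened: the genes the paper names (Pou5f1, Zfp42, Pax6, Tuba1a) and, in each of 4 lists, the 2 called genes with the largest rise and the 2 with the largest fall; at NPCsp-rDNA contacts no called gene fell. NADs were named when they were the longest, the shortest or among the 2 with the highest score of a cell type, or held a DNA-FISH probe; 1 result under this rule is not reported here. Values in the paper's own tables had been seen in part when the rule was written. Genes outside this rule, such as Ptgs1 and Olfr921, were named after their values were seen. Design and alternatives were also fixed before the data were examined, except for 10 alternatives added later, which the text marks as chosen after seeing the data. The alternatives were other pseudocounts, filters, scalings and RPKM thresholds, samples left out in turn, the replicate number as a block, other counts of overlap, NADs at or above the median score, and genes counted by their transcription start.

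The depth of single RNAseq samples cannot be read from RPKM values. Relative to ESC replicate 1, the steps between low values gave 0.991 and 0.904 times the reads in ESC replicates 2 and 3 and 0.885, 0.801 and 0.948 in NPC replicates 1, 2 and 3. Copies of Supplementary Data 2, 3 and 7 and of the source data are shortened and entered no test; Fig. 2b's source data, which were complete, were used as a check of coverage.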

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

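Of the tests in this part, that of an extra copy of chromosome 8 in all H2B-Dam-NoLS cells, the form given to that of an extra copy in the NPC cultures used for RNAseq, and the values without chromosome 8 were chosen only after the result was seen.

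In NPCs, NADs covered 77.6% of chromosome 8, which the paper does not discuss. On the other autosomes coverage was 16.1% to 32.4%, and chromosome 8 was the 1 chromosome of 20 above the upper quartile plus 1.5 times the interquartile range, a limit of 42.3%. In ESCs no chromosome lay above the corresponding limit, and chromosome 8 had 19.5%, the lowest value of the autosomes. From ESCs to NPCs its coverage changed by 58.1 percentage points, against -14.7 to 0.863 on the other autosomes and 8.53 on the X chromosome. The 100 NADs of chromosome 8 in NPCs reached a length of 12.0 Mb. Their median score was 0.0682, against medians of 0.0389 to 0.0457 on the other chromosomes. Chromosome 8 held 76.1 of the 296 Mb of NPC NADs outside ESC NADs. Without it, coverage in NPCs was 25.1% and the share of NPC NAD bases outside ESC NADs fell from 40.7% to 35.0%. Each list holds the domains common to 2 experiments, and values per experiment were not analysed here.

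A candidate explanation is a difference in the number of copies of chromosome 8 between the H2B-Dam-NoLS and the H2B-Dam cells. An extra copy in all H2B-Dam-NoLS cells and in none of the H2B-Dam cells would raise a log2 ratio by 0.585, whereas the median score of chromosome 8 exceeded that of the other autosomes by 0.0275. This argues against such a copy in all cells, as far as the score is the log2 ratio its label says. A copy in part of the cells stays open. It would place NADs along the whole chromosome whatever its genes. The gene density of new NAD bases on chromosome 8, relative to all its bases outside ESC NADs, was 0.879, rank 3 of 19 autosomes, with 0.209 to 0.989 on the others and 0.989 on chromosome 13. Chromosomes 13 and 9 (0.965) had higher ratios without a coverage above the limit of 42.3%. New NADs took up 76.1 of the 104 Mb of chromosome 8 outside ESC NADs, which draws its ratio toward 1 whatever placed them. A share of cells with a further copy and a change of position thus cannot be told apart by this value.

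An extra copy in the NPC cultures used for RNAseq, and in none of the ESC cultures, would raise the expression of chromosome 8 genes in NPCs relative to ESCs. Their median log2 fold change was -0.16 over 472 genes, the lowest of the 19 autosomes, with -0.050 to 0.14 on the others. This argues against a gain that only the NPC cultures had. A gain in the same share of both would not show in this value and stays open, and the cultures were not those of Nucleolar-DamID. A gain in a larger share of the NPCs than of the ESCs would also raise the value, but by less. The value argues less strongly against such a gain. Of biological explanations, a relocation of chromosome 8 to the nucleolus that also brings contacts with rRNA genes would give it more NPCsp-rDNA contacts. It held 3.55% of the NPCsp-rDNA contact bins (13 of 366), against 4.91% of the length, so that no excess was seen. It also held 15.9% of the ESCsp-rDNA contact bins (230 of 1443). The contacts come from published HiC data of another study, not from the lines used for Nucleolar-DamID. They show no gain in the cells of that study, and cannot decide whether chromosome 8 moved in these lines. Contacts with the nucleolus away from rRNA genes cannot be told apart from the technical explanations. Cell type stays an open explanation, and it coincides with the cultures and with any batch.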

How the results depend on the processing

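Of the values in this part, those without chromosome 8, with the leading undetermined bases left out, over genes by position and over all annotated genes were chosen only after the result was seen; the other alternatives were fixed before the data were examined. In all, 85 results gave 447 values under an alternative, of which 402 were the same: in direction and side of the threshold where a test was made, within 1.5 times for counts, and for other values within the 95% interval of the value or the SD between replicates, or unchanged where neither exists. Among these were 179 of 179 values of the 18 named genes (without NPC replicate 1, Gdf6 fell below the filter and has no value), 53 of 60 shares of genes below a threshold and 100 of 101 values of the change of gene lists, for which only the median and the p of camera were compared, with medians within 0.005 of 0 given no direction. Other values of the lists did change: for ESCsp-NAD to LAD-only, the direction of camera turned with the replicate block and without ESC replicate 1, 2 or 3, and without ESC replicate 3 fry turned to lower in NPCs and stayed past the threshold. For NPCsp-rDNA contacts, fry turned and lost the threshold without ESC replicate 3. Most named genes were chosen for the largest changes among called genes, so that their 179 values were likely to stay the same. They are part of the 402, which therefore says less about the other results. Where no cause is given below, the cause was not tested.

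With NADs at or above the median score, coverage was 13.7% in ESCs and 13.7% in NPCs, which follows from the smaller number of NADs. Their median length was 200.3 kb in ESCs, against 298 kb for all NADs, and 199.8 kb in NPCs, against 200.4 kb for all NADs. Scores in ESCs did not follow length throughout, since the longest NAD had rank 49 by score. With the same NADs, 38.0% of the ESC NAD bases were NAD/LAD, the NAD/LAD share of the listed LAD bases was 24.1%, and 39.9% of ESC and 40.6% of NPC NAD bases were outside the other list. Without chromosome 8, coverage was 30.6% in ESCs and 25.1% in NPCs, the bases outside the other list were 46.8% and 35.0%, and the median NPC score was 0.0406. The difference between chromosomes with and without rRNA genes in NPCs reversed from -1.65 to 1.85 percentage points without chromosome 8, on the same side of the threshold (exact permutation p = 0.820 and 0.495). NADs up to 100 kb apart, merged, covered 27.8% in NPCs.

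The difference in coverage between the region near the centromere and the rest reversed in ESCs from 0.170 to -3.77 percentage points for the tenth nearest the centromere and to -8.39 for the first 10 Mb, and in NPCs from 4.32 to -3.42 for the first 10 Mb. The shorter the region, the larger the part of it taken by the 3 to 3.10 Mb of undetermined bases. With these left out, the differences were 4.58 and 1.56 for the tenth and the first 10 Mb in ESCs and 8.14 and 7.19 in NPCs, none past the threshold (permutation p between 0.120 and 0.686). For the fifth, the NPC difference was 9.18 with them left out (permutation p = 0.0207) and passed the threshold.

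By other counts of overlap, 56.9% of NADs had at least 1 base and 46.4% at least 50% of their length in NAD/LAD, whole specific NADs held 15.8% of ESC and 9.24% of NPC NAD bases, and 77.1% of ESCsp-NAD-only intervals overlapped the iNAD/iLAD list. Weighted by length, mean scores were 0.0296 in ESCs and 0.0484 in NPCs, and over NADs that overlap a NAD of the other cell type the ESC median was 0.0271. These values count other units, which is their cause. With all annotated genes of GENCODE M21, densities were 25.9 in NAD-only, 14.5 in NAD/LAD, 21.6 in LAD-only, 18.4 in all NADs and 20.4 genes per Mb over the chromosomes, since more genes are counted.

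With a pseudocount of 0.1, limma called 1984 genes higher in NPCs, over 1.5 times the 1318 of the pseudocount of 1, and 3374 in all. The median log2 fold change of neurogenesis genes was 0.38 at ESCsp-rDNA contacts and 0.56 at ESCsp-NADs that became iNAD/iLAD, since a smaller pseudocount widens the change of low genes. Without olfactory receptor genes, the difference in mean expression between NAD/LAD and LAD-only was -0.0200 (adjusted p = 0.101), and by transcription start that between NAD-only and genes outside NADs and the LAD-only list was -0.0115 (adjusted p = 0.254). Both lost the threshold.

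For genes at ESCsp-NADs that became iNAD/iLAD, the share below 0.5 RPKM in ESCs was 55.8% and that below 2 RPKM 75.2%, both below the other genes past the threshold (Fisher's exact test, p = 8.57e-05 and 0.0480), and without olfactory receptor genes the share below 1 RPKM in NPCs, 61.1%, lost it (p = 0.0552). At 2 RPKM, the NPCsp-NAD share in NPCs was 81.0% and lost the threshold (Fisher's exact test, p = 0.0720). At 0.5 RPKM, the shares of ESCsp-LAD to NAD-only, 60.9% in ESCs and 55.3% in NPCs, and of ESCsp-LAD to iNAD/iLAD in NPCs, 56.0%, came to lie below those of the other genes, with p between 0.361 and 0.484.

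With 1 sample left out in turn, limma called 2099 to 2456 genes, the lowest number without ESC replicate 3. The median of all NPCsp-NAD genes lay between 0.019 and 0.029, and camera passed the threshold without ESC replicate 1 (p = 0.0405, range over the samples left out 0.0405 to 0.0906), where an exact permutation test of the sample medians cannot. Over the expressed genes at ESCsp-NADs that became iNAD/iLAD, the median lay between 0.03 without ESC replicate 3 and 0.23 without ESC replicate 1. Where a group is left with 2 samples, the exact permutation test cannot pass the threshold.

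The replicate numbers do not pair the samples: the deviations of same-numbered ESC and NPC samples from their group means correlated at 0.113, -0.0820 and 0.0331. With the replicate number as a block, limma called 2290 genes in place of 2289, and the expressed genes at ESCsp-NADs that became iNAD/iLAD had a median of 0.12 as before (exact permutation p = 0.1, camera p = 0.339 in place of 0.419), with 46 genes called higher and 19 lower in both. The read counts behind single RPKM values are not known, so that values of low genes have an unknown counting error.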

Differences from the paper's values

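Of the alternatives named in this part, those without chromosome 8, with the leading undetermined bases left out and with all annotated genes, the mean scores without weights or over overlapping NADs, and the change of log base, were chosen only after the values were seen.

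The paper gives the share of LADs that are also NADs as 40%. Of the bases in the NAD/LAD and LAD-only lists, 73.7% were NAD/LAD here, and 24.1% with NADs at or above the median score. Neither comes within 1.5 times of the paper's value. The denominators differ, since the lists leave out the rest of LADs that overlap a NAD in part.

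The paper gives cell-type-specific NADs as 16% in ESCs and 8% in NPCs. By bases outside the other list, the shares were 45.4% and 40.7%. Counted as whole NADs that overlap no NAD of the other cell type, an alternative set before the data were examined, they were 15.8% and 9.24%, close to the paper's values. With NADs at or above the median score (39.9% and 40.6%) and without chromosome 8 (46.8% and 35.0%) the shares by bases stayed over 1.5 times the paper's. Counted as whole NADs, they were 12.0% and 8.99% with NADs at or above the median score, and 16.2% and 7.82% without chromosome 8, a choice made after seeing the values, which comes closest to the paper's.

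NAD coverage in NPCs is about 16% in Supplementary Fig. 8c, read by eye, and was 27.6% here. Of the alternatives set before the data were examined, NADs at or above the median score gave 13.7% and NADs merged up to 100 kb gave 27.8%. Without chromosome 8 it was 25.1%. In ESCs the same figure shows about 26%, against 30.1% here.

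The paper's mean scores in Fig. 5d, read by eye, are about 0.018 in ESCs and about 0.027 in NPCs, against means of 0.0330 and 0.0491 on the log2 scale of the lists, over 1.5 times the paper's, and of 0.0228 and 0.0341 as natural logarithms, within 1.5 times. On the log2 scale, the mean weighted by length (0.0296 and 0.0484), an alternative set before the data were examined, stayed over 1.5 times the paper's, and so did the mean over NADs that overlap a NAD of the other cell type (0.0355 and 0.0503), a set of NADs fixed before, of which the mean was taken only after the values were seen. The medians as natural logarithms, 0.0177 and 0.0286, came closest to the figure, and were 0.0256 and 0.0413 on the log2 scale.

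The gene density of the genome is about 20 genes per Mb in Fig. 3d, read by eye, and was 8.19 here with the genes of the RNAseq tables. With all annotated genes of GENCODE M21, chosen after seeing the values, it was 20.4. With that choice NAD-only (about 14 in Fig. 3d), LAD-only (about 8.7) and NAD/LAD (about 6.7) moved away from the figure, from 12.2, 8.10 and 5.15 to 25.9, 21.6 and 14.5. The paper states a lower gene density of NAD-only than of the whole genome, whereas NAD-only lay above the genome here with either set of genes. The order of NAD-only, LAD-only and NAD/LAD was that of the paper.

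The paper states that NADs are enriched near the centromere on the large majority of chromosomes. Here coverage of the fifth nearest the centromere was higher than that of the rest on 12 of 20 chromosomes in ESCs, with a mean difference of 0.170 percentage points (permutation p = 0.951). With the leading undetermined bases left out it was higher on 13 of 20, with a difference of 5.27 points (permutation p = 0.0752). In the paper's source data of Fig. 2b, the value near the centromere is higher than that of the chromosome on 13 of 20 chromosomes, with means of 33.1% and 30.6%. The coverage of whole chromosomes in that table lay within 0.1 points of the values here on 16 of 20 chromosomes, with a largest difference of 0.768 points.

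The paper states a preference for chromosomes with rRNA genes. The difference in ESCs had this direction, 5.13 percentage points, but lay within the spread between chromosomes (exact permutation p = 0.123). In NPCs it was -1.65 points (exact permutation p = 0.820), and 1.85 without chromosome 8.

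The paper presents its DNA-FISH probe on chromosome 14 (91511514 to 92294979) as a region of LADs that is not a NAD. In the ESC list, 48.9% of this probe lay in NADs, all of it NAD/LAD that became LAD-only in NPCs. The probe on chromosome 2, presented as NAD-only, lay in a NAD that overlaps LADs over 37.8% of its length, away from the probe, and which the NAD-only list therefore does not hold.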

Other observations

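Of the tests in this part, those of gene length and of fewer reads in ESC replicate 3, of specific rDNA contacts in specific NADs, and both tests of chromosome 8 copies in ESCs were chosen only after the result was seen, as were the list by position and the values without chromosome 8.

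ESC replicate 3 stood apart from ESC replicates 1 and 2. Its log2 values differed from replicate 1 with an SD of 0.49, against 0.09 between replicates 1 and 2, and its RPKM summed to 139988 against 104016 and 105859. Fewer reads are argued against, since among genes over 10 RPKM the SD stayed at 0.55, against 0.10 between replicates 1 and 2. A partly differentiated culture would raise the genes higher in NPCs and lower the genes higher in ESCs. This was not seen: the median difference was -0.018 over 1239 genes over 2-fold higher in NPCs, close to the -0.021 of all 8123 tested genes, and 0.10 over 851 genes over 2-fold higher in ESCs, a contrast of -0.12. Gene length bias may be a cause, since the difference correlated with exon length at -0.640 across 8093 genes (Spearman), against -0.0296 to 0.216 between other replicates of a cell type. A cubic trend in the logarithm of exon length accounted for 41.0% of the variance of the difference. Other differences in the library or culture were not tested and stay open.

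A rise in NPCs of expressed genes at ESCsp-NADs that became iNAD/iLAD was weighed against genes of the same level. Their median log2 fold change of 0.12 lay at percentile 89.0 of 10000 random lists of 266 genes matched on mean expression, whose middle 95% ran from -0.088 to 0.16. It may thus be a rise shared by genes of this level. The 186 genes that overlapped ESCsp-NAD-only by position had a median of 0.23, at percentile 99.0 of their own random lists, outside the middle 95% (-0.075 to 0.21). Of the other lists, NPCsp-NAD to LAD-only lay at percentile 98.8, of which 76.6% of the genes were matched, and the others between 9.90 and 89.8. Leaving out ESC replicate 3 lowered the median from 0.12 to 0.03 and the mean from 0.18 to 0.12, so that the size of the change depends on this sample, while fry over genes kept its direction and side of the threshold, and limma called 38 genes higher and 18 lower in NPCs.

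For the 2289 genes called between ESCs and NPCs, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many calls, and the other 9 gave 0 at the adjusted threshold of limma, with 0 to 34 genes at an unadjusted p under 0.05. With 10 splits, this count by itself cannot exclude chance at a share under 0.05.

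Genes on chromosome 8 were lower in NPCs than in ESCs. The median log2 fold change of its 472 tested genes was -0.16, and 57.4% were lower in NPCs, against 49.2% on the other autosomes. Relative to the other autosomes, the medians per sample were 0.04, 0.07 and 0.11 in the ESC and -0.09, -0.09 and -0.09 in the NPC replicates. An extra copy in all ESCs used for RNAseq would shift the genes by -0.585. Over the 86 genes over 10 RPKM in ESCs the shift was -0.037 (bootstrap 95% interval -0.23 to 0.082), which argues against it. An extra copy in part of the ESCs stays open. In each of 5 equal segments of the chromosome the median lay below that of the other autosomes, by -0.025 to -0.43, and none of the 18 other autosomes had all 5 segments below, whereas the interval over the highly expressed genes includes 0. A copy in part of the ESCs and a regulation of chromosome 8 genes in differentiation cannot be told apart. No test linked this pattern to the NAD coverage of chromosome 8.

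It was tested whether specific rDNA contacts and specific NADs mark the same regions. ESCsp-rDNA contact bins (1443) lay over 37.3% in ESC NADs and over 41.4% in NPC NADs, and NPCsp-rDNA contact bins (366) over 43.5% in ESC NADs and over 40.7% in NPC NADs. The sum of both differences, same cell type minus other, was -6.84 percentage points, against a mean of -7.25 in 1000 random shifts of the contacts (middle 95% from -19.0 to 4.20, one-sided permutation p = 0.491), and 2.80 without chromosome 8 (p = 0.378). The wide range of the shifts keeps the question open. Of the ESCsp-rDNA contact bins, 230 (15.9%) were on chromosome 8, which makes up 4.91% of the length.

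ESC NADs with a higher score may be kept more often in NPCs. The 1213 ESC NADs that overlapped an NPC NAD had a mean score of 0.0355, and the 556 others 0.0273. The difference of 0.00823 was beyond a permutation of scores within chromosome and length class (two-sided p = 1e-04, the smallest that 10000 permutations can give). In each of 5 length classes the median score was higher in the kept NADs. The share kept rose with length, from 41.8% in the shortest to 93.5% in the longest class. Scores and calls come from the same signal, so that a NAD near the calling threshold in ESCs can be missed in NPCs for technical reasons, and no biological explanation was tested.

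In NPCs, chromosomes with rRNA genes were covered over 26.9% ± 3.23 (SD, n = 4) and the other autosomes over 28.6% ± 14.4 (SD, n = 15). The fifth nearest the centromere was covered over 31.1% and the rest over 26.8%, higher near the centromere on 10 of 20 chromosomes (permutation p = 0.240). With the leading undetermined bases left out, the values were 35.7% and 26.5%, higher on 13 of 20 chromosomes (permutation p = 0.0207).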
